# PAF1c links S-phase progression to immune evasion and MYC function in pancreatic carcinoma

**DOI:** 10.1038/s41467-024-45760-8

**Published:** 2024-02-16

**Authors:** Abdallah Gaballa, Anneli Gebhardt-Wolf, Bastian Krenz, Greta Mattavelli, Mara John, Giacomo Cossa, Silvia Andreani, Christina Schülein-Völk, Francisco Montesinos, Raphael Vidal, Carolin Kastner, Carsten P. Ade, Burkhard Kneitz, Georg Gasteiger, Peter Gallant, Mathias Rosenfeldt, Angela Riedel, Martin Eilers

**Keywords:** Pancreatic cancer, Mechanisms of disease, Immune evasion

## Abstract

In pancreatic ductal adenocarcinoma (PDAC), endogenous MYC is required for S-phase progression and escape from immune surveillance. Here we show that MYC in PDAC cells is needed for the recruitment of the PAF1c transcription elongation complex to RNA polymerase and that depletion of CTR9, a PAF1c subunit, enables long-term survival of PDAC-bearing mice. PAF1c is largely dispensable for normal proliferation and regulation of MYC target genes. Instead, PAF1c limits DNA damage associated with S-phase progression by being essential for the expression of long genes involved in replication and DNA repair. Surprisingly, the survival benefit conferred by CTR9 depletion is not due to DNA damage, but to T-cell activation and restoration of immune surveillance. This is because CTR9 depletion releases RNA polymerase and elongation factors from the body of long genes and promotes the transcription of short genes, including MHC class I genes. The data argue that functionally distinct gene sets compete for elongation factors and directly link MYC-driven S-phase progression to tumor immune evasion.

## Abstract (web summary)

MYC drives S-phase progression and immune invasion in pancreatic ductal adenocarcinoma (PDAC), but the underlying mechanisms are not fully understood. Here, the authors show that the transcription elongation complex PAF1c controls the competition of different gene sets for RNA polymerase and elongation factors to regulate these MYC-associated mechanisms in PDAC.

## Introduction

Expression of the MYC protooncogene is deregulated and elevated in a large proportion of pancreatic ductal adenocarcinoma (PDAC) tumors^1,2^. In approximately 10% of PDAC tumors, this is due to amplification of MYC; in the remaining cases, MYC expression is elevated because it is induced downstream of activating RAS mutations and because loss-of-function mutations in the TP53 and SMAD4 tumor suppressor genes abolish the suppression of MYC expression by the respective wild-type proteins^3,4^. Transgenic PDAC models driven by mutant KRAS and mutant p53 (“KPC”) consequently express high levels of MYC and endogenous MYC is required for both tumor development and maintenance in these models^5–8^. Depletion of MYC in KPC models results in two major phenotypes: first, it causes a delay in cell cycle progression, which is most pronounced during S-phase^7^. Second, MYC is critical for preventing tumor eradication by the host immune system and the tumor regression observed in PDAC models upon MYC inactivation depends on an intact immune system^7,9,10^.

MYC is a nuclear protein that exerts both global and gene-specific effects on transcription by all three RNA polymerases^11–13^. To exert these effects, MYC participates in several protein/protein complexes: the best characterized is a complex with MAX, which enables MYC to bind specific DNA sequences, known as E-boxes, and regulate the transcription of a wide range of target genes, most of which encode proteins involved in translation, metabolism and cell cycle progression^13^. Many current attempts to target MYC for therapy are therefore based on the hypothesis that the oncogenic function of MYC is a consequence of deregulated expression of its target genes and that the ability to regulate transcription from E-boxes is the crucial oncogenic function of MYC that needs to be inhibited^14,15^. However, recent proteomic analyses have identified a surprisingly complex interactome of MYC proteins^16–20^ and have uncovered unanticipated functions of specific protein complexes in maintaining the genomic stability of tumor cells^12,20–22^, raising the need to identify MYC´s oncogenic functions in an unbiased manner.

Both MYC and its neuronally-expressed paralogue, MYCN, can prevent transcription-replication conflicts (TRCs) and limit replication-associated DNA damage^20,21,23,24^, suggesting that TRCs or DNA damage arising during S-phase cause the slow progression of MYC-depleted PDAC cells through S-phase and that factors that prevent TRCs or limit the DNA damage during S-phase may be critical for tumor growth. To test this hypothesis, we performed a focused siRNA screen searching for MYC cofactors that limit DNA damage during the S-phase of PDAC cells. Subsequent analyses led to the surprising conclusion that DNA replication and repair genes appear to compete for transcription elongation factors with genes encoding MHC class I proteins, which control the recognition of tumor cells by the host immune system, and that a transcription elongation complex termed PAF1c (RNA Polymerase associated complex)^25,26^ controls the distribution of RNA Polymerase and elongation factors between both groups of genes. Consequently, PAF1c is required for both the prevention of DNA damage during S-phase and for MYC-dependent immune evasion. Since PAF1c is dispensable for the activation of canonical MYC target genes, our findings argue that targeting specific complexes and interaction partners can block MYC’s oncogenic functions but spare its physiological functions in normal cell growth and proliferation.

## Results

### Depletion of MYC causes replication-transcription conflicts in PDAC cells

To study the function of endogenous MYC in PDAC cells, we expressed shRNAs targeting *MYC* in cells that have been derived from a tumor arising in the KPC mouse model driven by KRAS and p53 mutations (Fig. 1a)^5,7^. Depletion of MYC severely retards the proliferation of these cells. While progression through all phases of the cell cycle is delayed, the effects are most pronounced in S-phase, which extends from an average length of 4 to 12 h^7^. We performed several experiments to better characterize this phenotype: first, we showed that EdU incorporation is reduced upon MYC depletion, demonstrating that overall DNA replication is reduced (Fig. 1b; Supplementary Fig. 1a). Our parallel work had shown that depletion of MYC has no effect on the speed of unperturbed replication forks, but inhibits the recovery of replication of stalled forks, for example due to adjacent double-strand breaks^20^. Consistently, depletion of MYC led to a strong increase in the phosphorylation of gamma-H2AX (γ-H2AX), a marker of double-strand break formation, which occurred predominantly in the S-phase of the cell cycle (Fig. 1b–d; Supplementary Fig. 1a). Both MYC and its neuronal paralog, MYCN, have been implicated in the resolution of TRCs, suggesting that double-strand breaks upon MYC depletion may result from these conflicts^20,21,23^. To test whether TRCs occur in PDAC cells, we used proximity-ligation assays to measure the proximity of RNA polymerase II (RNAPII) with the proliferating cell antigen (PCNA), which forms the sliding clamp of active replication forks, and with RAD9, which replaces PCNA at stalled replication forks as part of the 9-1-1 complex^27^, using appropriate single-antibody controls. Both assays showed significant increases in the number of TRCs upon MYC depletion, providing evidence that endogenous MYC prevents TRCs (Fig. 1e). The stability of stalling replication forks depends on the ATR kinase, and ATR inhibition causes replication fork collapse and subsequent double-strand breaks^28^. Consistently, incubation of PDAC cells with AZD6738, a specific ATR inhibitor^29^, caused a moderate increase in phosphorylation of KAP1 at serine 824, a substrate of the ATM kinase that is activated by double-strand breaks, in control cells, but caused a much stronger increase in MYC-depleted cells (Fig. 1f). BLISS sequencing of double-strand breaks provided direct evidence for a significant increase in the number of double-strand breaks in MYC-depleted cells treated with AZD6738 (Fig. 1g). Consistent with previous data, a large fraction of double-strand breaks occurred in transcribed regions close to promoters and depletion of MYC, either alone or in conjunction with ATR inhibition, enhanced the frequency of breaks both in transcribed and in intergenic regions (Supplementary Fig. 1b)^20,22^. Taken together, these data show that endogenous MYC reduces the frequency of TRCs in PDAC cells and limits the accumulation of double-strand breaks during S-phase progression.

**Fig. 1:**
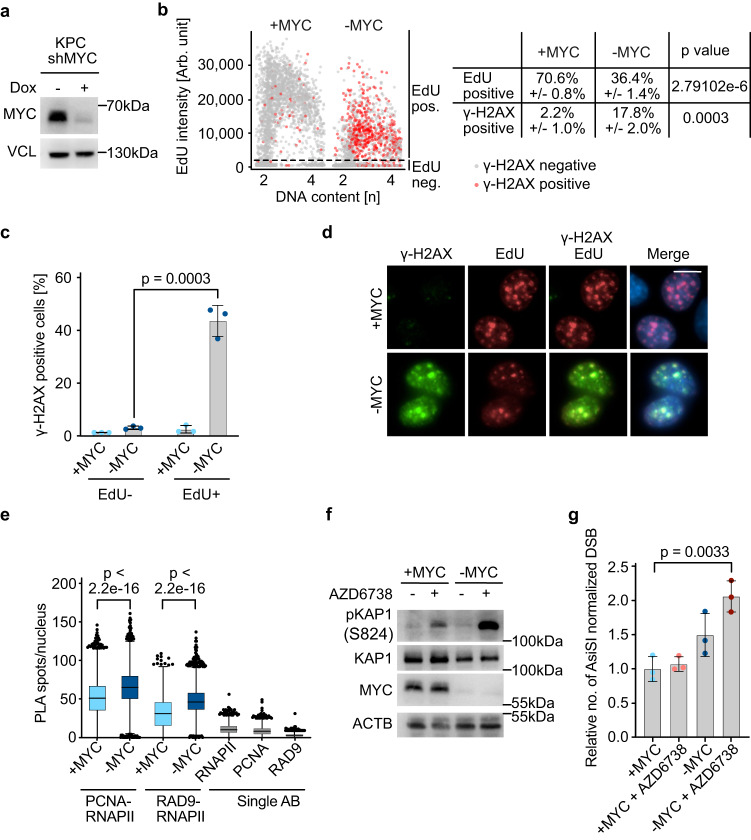
Endogenous MYC prevents transcription-replication conflicts in PDAC cells. **a** Immunoblot showing MYC expression in KPC cells. Where indicated, doxycycline (1 µg/ml) was added for 48 h. Vinculin was loading control (*n* = 3; *n* is number of independent experiments unless otherwise stated). **b** Quantitative image-based cytometry showing DNA content (Hoechst) on the *x*-axis and EdU incorporation on the *y*-axis of cells carrying doxycycline-inducible shRNA targeting *MYC*. “-MYC” indicates samples in which MYC depletion was induced by doxycycline addition (1 µg/ml) for 48 h and “+MYC” ethanol-treated control samples. EdU was added 30 min before fixation. For each independent replicate, 1000 cells were randomly selected and shown in this plot (*n* = 3). The table on the right shows mean values, standard deviations, and *P* values (unpaired two-sided *t*-test). **c** Bar plot showing the percentage of γ-H2AX positive cells in EdU^−^ or EdU^+^ cells, derived from (**b**). Data are presented as mean ± s.d. (*n* = 3; unpaired two-sided *t*-test). **d** Representative immunofluorescence images used for the analysis shown in (**b**). The merged image includes all stains including Hoechst to mark nuclei. Scale bar: 10 µm. **e** Single-cell quantification of nuclear PLA foci between either PCNA or RAD9 and total RNAPII. The following total number of cells was examined over three independent experiments: +MYC: PCNA-RNAPII *n* = 7715; −MYC: PCNA-RNAPII *n* = 2794; +MYC: RAD9-RNAPII *n* = 4934; −MYC: RAD9-RNAPII *n* = 3768; two-tailed Mann–Whitney *U*-test). Single antibody controls are shown for the +MYC condition (number of cells analyzed in one experiment: RNAPII: *n* = 2451; PCNA: *n* = 3232; RAD9: *n* = 2767). In the box plot, the central line shows the median and the borders of the boxes extend from the 25th to the 75th percentile, and the whiskers were plotted using the Tukey method and outliers are shown as black dots. **f** Immunoblot of cells harboring doxycycline-inducible shRNA targeting *MYC*. MYC depletion was induced as in (**a**) and AZD6738 (0.3 µM) was added for 48 h. Beta-actin was loading control (*n* = 3). **g** Bar plot showing the relative number of AsiSI-normalized reads, quantifying double-strand breaks as determined by BLISS sequencing. Doxycycline was added for 48 h to deplete MYC and AZD6738 (2 µM) for 2 h was added where indicated. Data are presented as mean ± s.d. (*n* = 3; unpaired two-sided *t*-test). Source data are provided as a Source Data file.

### The PAF1 complex is critical for limiting DNA damage during S-phase

To identify critical co-factors that enable MYC to carry out these processes, we performed a focused siRNA screen of 86 factors that are either physically associated with MYC or MYCN or that are involved in processes that prevent DNA damage during S-phase such as R-loop resolution, polyadenylation, and promoter-proximal transcription termination (Supplementary Fig. 2a). For this screen, we used high-content automated microscopy analyzing three different parameters (Fig. 2a, b, Supplementary Fig. 2b and Supplementary Data 1). First, we looked for siRNAs that reduced the intensity of EdU incorporation during S-phase, indicating that they caused a delay in S-phase progression. Second, we monitored for an increase in KAP1 phosphorylated at serine 824, indicative of double-strand breaks^30^, and third we determined whether low concentrations of AZD6738 increase KAP1(S824) phosphorylation upon factor depletion in a super-additive or synergistic manner. Each read-out identified between 8 and 56 significant hits (Fig. 2b, Supplementary Fig. 2c). Of these, four hits were positive in all three assays and a further eight hits were positive in two out of three assays (Fig. 2b). We noted that three subunits of the PAF1 complex (PAF1c), CTR9, CDC73 and RTF1, scored as hits and therefore decided to focus on the analysis of this complex in subsequent experiments. We validated the results of the screen using doxycycline-inducible shRNAs targeting each subunit and found that depletion of each of them, as well as depletion of MYC, strongly increased double-strand break formation in response to incubation with low doses of the ATR inhibitor AZD6738 (Fig. 2c). Virtually identical results were obtained upon depletion of CTR9, a central scaffold of PAF1c that is required for its assembly^31^, in an additional p53-mutant and in a p16^ink4a^(Cdkn2a)-deficient murine PDAC cell line, as well as in human (PA-TU-8988T) PDAC cells, arguing that the role of PAF1c is conserved (Supplementary Fig. 2d). Consistently, depletion of CTR9 had only a moderate effect on cell proliferation of PDAC cells, but completely suppressed proliferation of PDAC cells in the presence of low dose AZD6738 (Fig. 2d). Profiling a number of compounds that induce DNA damage or interfere with checkpoint responses showed that depletion of CTR9 sensitized KPC cells to compounds that interfere with the synthesis of thymidine and deoxynucleotides (5-FU, hydroxyurea), cause replication stress (cisplatin) and inhibit the CHK1 kinase that senses replication stress (CHK1: LY-2603618; CHK1 + 2: AZD-7762), but not to, for example, topoisomerase II inhibitors (doxorubicin,etoposide) or transcription-associated cyclin-dependent kinase inhibitors (CDK9: NVP2, CDK12: SR4835) (Fig. 2e and Supplementary Data 2). Finally, PLA assays showed that depletion of CTR9 or CDC73 had no significant effect on the proximity of RAD9 with RNAPII, arguing that it has no direct role in resolving TRCs (Supplementary Fig. 2e). Collectively, the data argue that PAF1c limits DNA damage predominantly during S-phase.

**Fig. 2:**
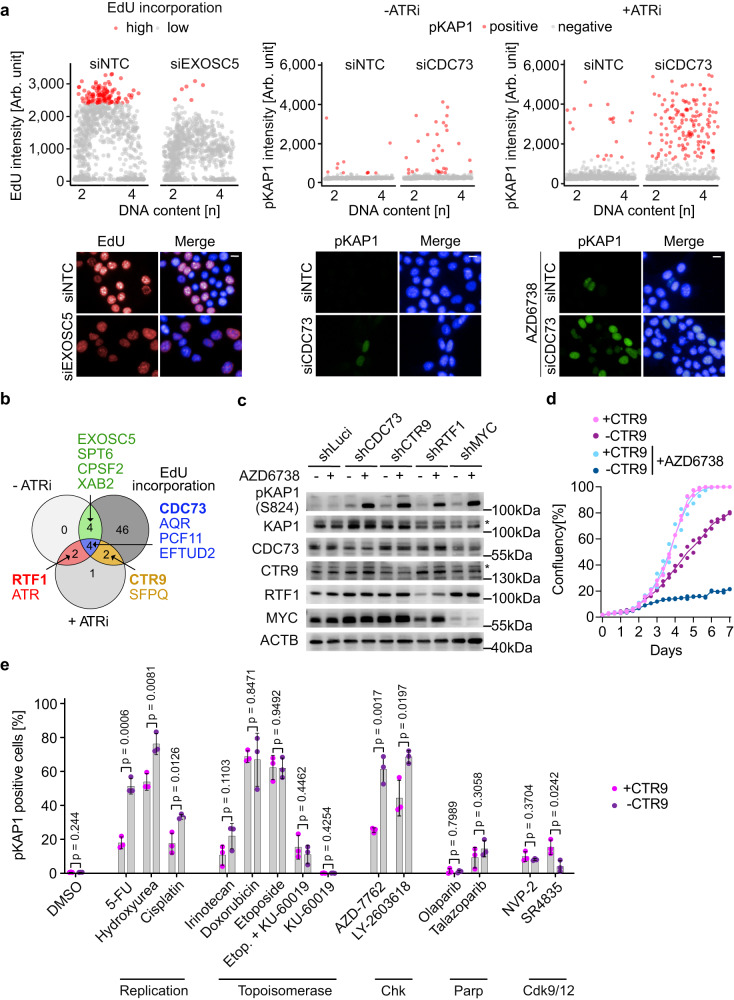
PAF1c maintains genomic stability in PDAC cells. **a** Quantitative image-based cytometry with DNA content (Hoechst) shown on the *x*-axis. Left: EdU intensity shown on the *y*-axis (number of cells plotted: siNTC: *n* = 1032, siEXOSC5:*n* = 1029). Middle: pKAP1(S824) intensity shown on the *y*-axis (number of cells plotted: siNTC: *n* = 1048; siCDC73: *n* = 833). Right: pKAP1(S824) intensity upon incubation with AZD6738 (0.1 µM; 24 h) (number of cells plotted: siNTC: *n* = 1654; siCDC73: *n* = 1175). For each parameter, one siRNA that scored as a hit is shown as an example. Representative images are shown at the bottom. Scale bar: 10 µm. siRNA transfection was 48 h and EdU was added 30 minutes before fixation (number of independent experiments *n* = 3, except for “+ ATRi”, *n* = 2). **b** Venn diagram showing the overlap between hits of different read-outs. Targets scoring in at least 2 of the 3 read-outs are shown. siRNAs with *P* < 0.05 (“+ATRi” *P* < 0.15) were considered as hits. **c** Immunoblot of cells harboring doxycycline-inducible shRNA targeting luciferase, components of the PAF1c and *MYC*. Depletion was induced by doxycycline addition for 72 h and AZD6738 treatment for 72 h at 0.2 µM concentration. * refers to a non-specific band. Beta-actin was loading control (*n* = 3). **d** Growth curve of cells harboring doxycycline-inducible shRNA targeting *CTR9*. “-CTR9” indicates that shRNA expression was induced by doxycycline (1 µg/ml), “+CTR9” samples were treated with ethanol. AZD6738 (0.5 µM) was added where indicated. Each data point represents an independent experiment (*n* = 2 independent experiments). **e** Bar plots showing percentage of pKAP1-positive cells. Where indicated, doxycycline (1 µg/ml) was added for 48 h. Cells were treated with indicated compounds for 24 h. Data are presented as mean ± s.d. (*n* = 3 independent experiments; unpaired two-sided *t*-test). Source data are provided as a Source Data file.

To test whether this protective function of PAF1C is related to MYC levels, we generated MYC-ER cells expressing inducible shCTR9. This showed that, as previously observed in U20S cells, MYC activation increased the percentage of EdU incorporating cells and depletion of CTR9 strongly decreased this percentage if MYC-ER had been activated by 4-OHT but did not affect the overall percentage of EdU incorporating cells when MYC-ER had not been activated (Supplementary Fig. 3a). Furthermore, MYC-ER activation exacerbated DNA damage responses to depletion of CTR9: this was evidenced by an increase in CHK1 phosphorylation, a downstream target of ATR, as well as by increases in KAP1 and γ-H2AX phosphorylation, downstream targets of the ATM kinase (Supplementary Fig. 3b, c). Since ATM is activated by double-strand breaks, this indicated that CTR9 is required both for preventing MYC-enhanced replication stress and double-strand break formation. Furthermore, CTR9 depletion moderately enhanced MYC-dependent apoptosis (Supplementary Fig. 3d). To alleviate replication stress, MYC can form multimeric, sphere-like structures and several PAF1C subunits are required for MYC multimerization in U20S cells^20^. Consistent with these observations, depletion of CTR9 reduced sphere formation of MYC in KPC cells (Supplementary Fig. 3e). Finally, we used publicly available DEPMAP data^32^ to correlate the dependence of multiple human pancreatic tumor cells on each of the genes identified as hits in the screen with MYC expression levels and found a strong correlation between higher level of MYC expression and high level of MYC target gene expression and the dependence on CTR9 and other subunits of the PAF1 complex, while the dependence of human PDAC cells on other genes was not (or anti-) correlated with MYC levels (Supplementary Fig. 3f, g). We concluded that PAF1c is required to limit DNA damage in cells expressing high MYC levels and that this correlates with a requirement for PAF1c in MYC multimerization.

### PAF1c promotes transcription elongation of genes that are essential in S-phase

The PAF1 complex has multiple functions in transcription-associated processes^25^ including transcription elongation by RNAPII^33^, facilitation of promoter-proximal double-strand break repair^22^ and transcription termination^34^. To understand how PAF1c limits double-strand break accumulation during S-phase, we first used proximity ligation assays for the PAF1c subunit CTR9 and transcriptionally active RNAPII phosphorylated at serine 5, to show that endogenous MYC is required for the association of PAF1c with RNAPII (Fig. 3a). We then performed a second siRNA screen of downstream effectors and regulators of PAF1c function to decipher which of its possible functions is critical for its role in limiting DNA damage during S-phase, using phosphorylation of KAP1 in the presence of low concentrations of AZD6738 as readout (Fig. 3b). In these experiments, we used depletion of the two PAF1c subunits CDC73 and RTF1 as positive controls. Depletion of either subunit as well as depletion of HUWE1, which mediates the transfer of PAF1c from MYC to RNAPII^22^, slightly increased KAP1 phosphorylation, which was enhanced upon incubation with low dose AZD6738. In contrast, depletion of factors involved in PAF1c-dependent promoter-proximal histone modifications (RNF20, RNF40, UBE2A,UBE2B and WAC) did not increase KAP1 phosphorylation nor did depletion of INO80, which removes RNAPII during TRCs in yeast^35–38^. We confirmed that depletion of RNF20 essentially abolished H2B (K120) ubiquitylation but had no detectable effect on phosphorylation of KAP1 either in the absence or presence of AZD6738 (Supplementary Fig. 4a). Depletion of several subunits of the CUL5/Elongin complex (CUL5, TCEB1, TCEB2, TCEB3)^39^, which ubiquitylates stalled RNAPII, or the TIF1y/TRIM33 protein, which controls elongation of genes of the erythroid lineage^40^, also did not increase KAP1 phosphorylation. In contrast, depletion of cyclin K and its associated kinase, CDK12, as well as CDK9, increased double-strand break formation (Fig. 3b). PAF1c recruits CDK12 for pause release and transcriptional elongation^41^. Collectively, the data argue that the canonical function of PAF1c in transcription elongation is critical in this assay.

**Fig. 3:**
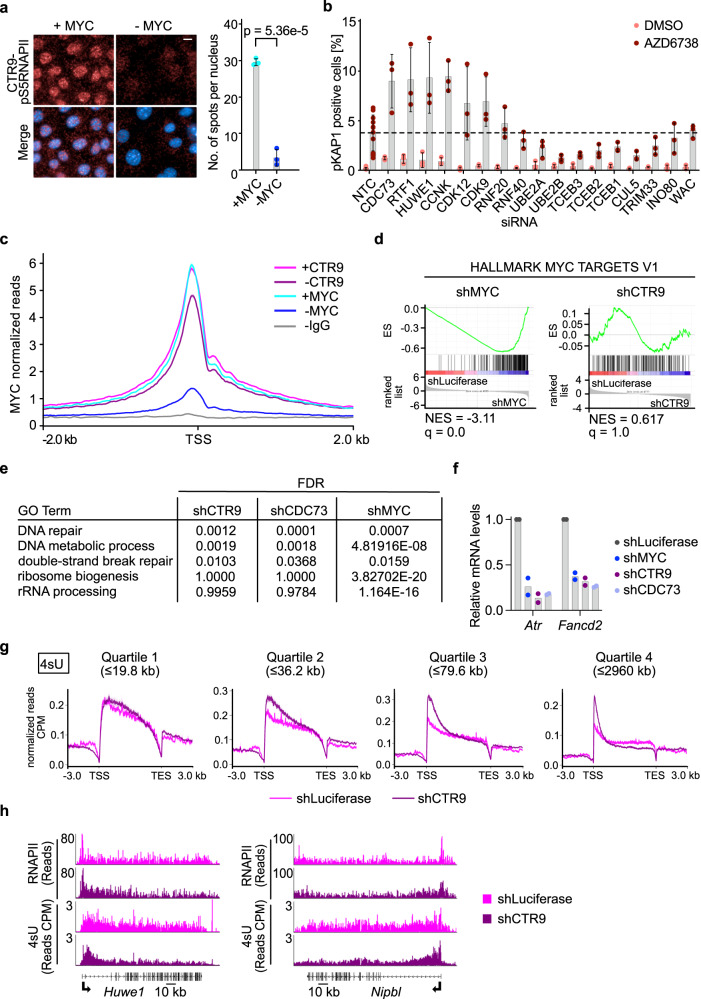
Characterization of PAF1c function in transcription elongation. **a** (Left) Representative images of PLAs between CTR9 and pS5RNAPII in cells harboring doxycycline-inducible shRNA targeting *MYC*. Scale bar: 10 µm. (Right) Quantification of the nuclear PLA foci. Nuclei were stained with Hoechst. Data are presented as mean ± s.d. (*n* = 3 independent experiments; unpaired two-sided *t*-test). **b** Bar plot showing percentage of pKAP1-positive nuclei. siRNAs were transfected 48 h before fixation and AZD6738 (0.1 µM) was added for 24 h. Data are presented as mean ± s.d. (*n* = 3 independent biological replicate for all siRNAs except siNTC, *n* = 12). **c** Average density plot of MYC occupancy localized around the transcription start site (TSS) of all expressed (10920) genes analyzed by CUT&RUN (*n* = 2). “-CTR9/MYC” indicates samples where CTR9 or MYC depletion was induced by doxycycline (1 µg/ml) for 48 h in cells harboring doxycycline-inducible shRNA targeting *CTR9*, and “+CTR9/MYC” ethanol-treated cells. IgG was used as negative control. **d** GSEA enrichment plot of the gene set “HALLMARK MYC TARGETS V1” in cells expressing shRNA targeting luciferase versus either *MYC* (left) or *CTR9* (right) (*n* = 3). **e** Table showing downregulated GO terms upon either CTR9, CDC73 or MYC depletion. Enrichr package in R was used for the GO term search and *P* values were calculated using Fisher’s exact test. False discovery rate (FDR) is calculated using the Benjamini–Höchberg procedure to adjust *P* values for multiple comparisons. **f** RT-qPCR measurement of *Atr* and *Fancd2* mRNA levels upon depletion of either MYC, CTR9 or CDC73 relative to the control. Doxycycline addition was done for 48 h. Each data point represents an independent biological replicate (*n* = 2 biological replicates). **g** Metagene plots mapping nascent transcription marked by 4sU incorporation. Metagene plots show read density averaged over the gene bodies of all expressed genes stratified by increasing length from quartile 1 (shortest) to quartile 4 (longest), where each quartile contains 2091 or 2092 genes. Only intronic 4sU-seq reads were considered (*n* = 3). **h** Browser picture showing read distribution of RNAPII ChIP-sequencing (top) and 4sU- sequencing showing nascent transcription (bottom) at two long DNA repair (GO-0006281) genes (*n* = 2, for the RNAPII-ChIP-sequencing. *n* = 3, for the 4sU-sequencing experiment). Source data are provided as a Source Data file.

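Each doxycycline-inducible shRNA lowered the mRNA of the gene it targets in KPC cells, a murine pancreatic cancer line. The authors' deposited table of each comparison with shLuciferase, a control shRNA directed at luciferase, gives a log2 fold change of −3.42 for Ctr9 after CTR9 depletion (adjusted p = 6.4e-68), −3.67 for Cdc73 after CDC73 depletion (adjusted p = 7.9e-44) and −1.64 for Myc after MYC depletion (adjusted p = 1.7e-71), all from the authors' likelihood ratio test. Ctr9 and Cdc73 encode subunits of PAF1c, which accompanies elongating RNA polymerase II, and Myc encodes the transcription factor MYC. The level computed from a gene's mean and fold change was 30.2 CPM (reads scaled to library size) for Ctr9 in control cells and 2.83 CPM in CTR9-depleted cells, 40.7 and 3.19 CPM for Cdc73 in control and CDC73-depleted cells, and 178 and 57.4 CPM for Myc in control and MYC-depleted cells. Transcripts of the other PAF1c subunits were not lower after either PAF1c depletion. The authors' deposited table for CTR9 depletion gives 0.87 for Paf1, 0.69 for Leo1, 0.64 for Rtf1 and 0.37 for Wdr61, which passed the test, and 0.07 for Cdc73, which did not. The authors' deposited table for CDC73 depletion gives 0.89 for Ctr9, 1.02 for Paf1, 0.85 for Leo1 and 0.74 for Rtf1, which passed, and 0.18 for Wdr61, which did not. After MYC depletion Ctr9 (−0.90), Cdc73 (−0.54), Rtf1 (−0.38) and Leo1 (−0.37) fell in the authors' deposited table, while Paf1 (−0.16) and Wdr61 (−0.03) did not pass the test. Adjusted over the list alone, 4 of these 6 subunits rose and 1 fell after CTR9 depletion and likewise after CDC73 depletion, and 4 fell after MYC depletion. As a list they did not differ from other genes by limma's cameraPR test (adjusted p = 0.809 after CTR9, 0.525 after CDC73 and 0.213 after MYC depletion). Its median log2 fold change after CTR9 depletion was 0.51 and its mean −0.13, with Ctr9 itself among the members. Myc mRNA had a log2 fold change of −0.13 after CTR9 depletion and 0.28 after CDC73 depletion in the authors' deposited table, neither past the test.
Most genes with a value passed the authors' threshold in each depletion. The authors' deposited table calls 7491 of 11982 genes after CTR9 depletion (3754 higher, 3737 lower), 7377 of 12128 after CDC73 depletion (3564 higher, 3813 lower) and 8115 of 12100 after MYC depletion (4023 higher, 4092 lower). The 13 mRNAs encoded by the mitochondrial genome, which carry short poly(A) tails and whose share of a library is often read as a sign of RNA quality, rose together in both PAF1c depletions. Their median log2 fold change was 0.97 after CTR9 depletion (cameraPR, adjusted p = 3.2e-10), 1.10 after CDC73 depletion (adjusted p = 1.5e-06) and −0.18 after MYC depletion (adjusted p = 0.415). The authors' deposited table has all 13 higher in the first and the second comparison, and 1 higher and 6 lower in the third. These counts did not change when adjusted over the list alone. Ribosomal RNA, which poly(A) selection is meant to remove, was measured as well, by genes picked after their values were seen. The authors' deposited table gives the ribosomal RNA precursor Rn45s 1.31, 0.69 and 0.09 after CTR9, CDC73 and MYC depletion, the mitochondrial ribosomal RNA mt-Rnr1 0.89, 1.51 and −0.65, and mt-Rnr2 0.58, 2.04 and 0.22, where the value of Rn45s and of mt-Rnr2 after MYC depletion did not pass the test. Replication-dependent histone mRNAs end without a poly(A) tail, and none of those measured fell in any of the 3 comparisons. The authors' deposited table has 12 of 30 higher after CTR9 depletion, 12 of 27 after CDC73 depletion and 14 of 30 after MYC depletion, or 12, 12 and 13 when adjusted over the list alone. The cameraPR test gave the histone list an adjusted p of 0.0578, 0.0154 and 0.0269, and with a preset correlation of 0.05 between genes the adjusted p was 0.211, 0.123 and 0.127. A stricter reference distribution for the deposited statistic, F with 1 and 4 degrees of freedom, would call 4641 genes after CTR9, 4287 after CDC73 and 6089 after MYC depletion.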

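The series holds 12 libraries, 3 from each of the KPC lines expressing shLuciferase, shCTR9, shCDC73 or shMYC, after 48 h of doxycycline. The methods give its dose as 1 mg/ml, the sample labels as 1 µg/ml. RNA was isolated with TriFast and miRNeasy columns with DNase digestion, mRNA was captured by its poly(A) tail, and libraries were made with a strand-specific kit. The paper's reporting summary gives 15889288 to 17196078 reads for the shLuciferase libraries (median 17011297), 15672953 to 29815450 for shCTR9 (median 15812453), 14605517 to 15781891 for shMYC (median 15641959) and 15278453 to 16917746 for shCDC73 (median 15559308). The authors mapped reads to mm10 with Bowtie 2, an aligner that does not split reads over introns, scaled the samples to the mapped reads of the smallest, counted reads per gene with featureCounts, removed genes with fewer than 5 reads and compared each depletion with shLuciferase in edgeR. Their tables give per gene a log2 fold change, a mean log2 CPM, a likelihood ratio, a p-value and its Benjamini-Hochberg adjustment, with no value per library. The 3 control libraries appear to be the same in all 3 comparisons, because the control level computed for each gene differed between tables by a robust SD of only 0.00324 to 0.00415 on the log2 scale, against 0.51 to 0.88 for the depleted levels. From each table an approximate standard error was taken as the fold change divided by the root of its likelihood ratio. Its median among genes of at least 10 CPM was 0.124 after CTR9, 0.162 after CDC73 and 0.111 after MYC depletion. Gene lists written before the tables were opened were tested with cameraPR on the signed root of the likelihood ratio, with a preset correlation of 0.01 between genes, and adjusted over all lists of a comparison. No correlation could be estimated without values per library, so 0.05 was run beside it. Differences between depletions were tested by an approximate z. It leaves out the covariance of the shared controls, which errs towards larger p-values. It also takes the standard errors from 3 libraries per group as known, which errs towards smaller ones. Gene coordinates are from the RefSeq annotation of GRCm38, the assembly named mm10, and gene length runs from the start to the end of the gene.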

We therefore searched for PAF1c-dependent genes that may cause these phenotypes and performed RNA sequencing after depletion of the PAF1c subunit, CTR9, comparing the results to previous results obtained after MYC depletion^7^. Immunoblots showed that the shRNA used effectively decreased levels of CTR9 (Supplementary Fig. 4b), and ChIP-sequencing assays showed that almost all CTR9 had been removed from chromatin upon doxycycline addition (Supplementary Fig. 4c). As previously observed in U20S cells, depletion of CTR9 led to a moderate reduction in the global chromatin occupancy of endogenous MYC (Fig. 3c)^22^. This moderate decrease in MYC chromatin binding as well as the depletion of CTR9 itself had no significant effect on the expression of canonical MYC target genes, such as those included in the hallmark gene sets of MYC targets (Fig. 3d). 

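MYC target genes fell almost without exception after MYC depletion and moved both ways after CTR9 depletion. The list used here holds 59 well-known targets in nucleotide, amino acid and protein metabolism, and is not the hallmark set. The authors' deposited table has 55 of the 59 lower and 2 higher after MYC depletion, and 18 of 58 lower, 16 higher and 24 short of the threshold after CTR9 depletion. Adjusted over the list alone, the counts were again 55 lower and 2 higher after MYC depletion, and 18 lower and 16 higher after CTR9 depletion. Hspd1, which encodes a mitochondrial chaperonin, changed by −2.13 after MYC depletion and −0.45 after CTR9 depletion on the log2 scale in the authors' deposited table. The authors' deposited table gives the pyrimidine synthesis gene Cad −2.16 and −0.87, and the splicing factor gene Hnrnpa1 −2.20 and −1.09. In the other direction, Impdh2, which acts in guanine nucleotide synthesis, had −1.37 after MYC and 0.85 after CTR9 depletion, and the amino acid transporter gene Slc7a5 −1.43 and 0.92, in the authors' deposited table. Approximate standard errors of these 5 genes ranged from 0.0890 to 0.109.
The list's median log2 fold change was −0.96 after MYC depletion (cameraPR, adjusted p = 6.4e-25) and −0.03 after CTR9 depletion (adjusted p = 0.809). Of the 58 targets measured in both comparisons, 52 were higher after CTR9 than after MYC depletion and none was lower, with a median difference of 0.93 (cameraPR on the approximate z, adjusted p = 4.9e-18). Compared with 10000 random lists matched on expression and gene length, whose typical median after CTR9 depletion was 0.34, that of the MYC targets lay at percentile 0. These draws take genes as independent, and cameraPR with a correction for gene length did not pass (adjusted p = 0.242).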

We confirmed this observation by depleting a second PAF1c subunit, CDC73 (Supplementary Fig. 4d). 

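CDC73 depletion left MYC targets divided in much the same way. The authors' deposited table has 18 of 59 lower, 13 higher and 28 not past the test, and adjustment over the list alone gave 18 and 13 again. Bcat1, the branched-chain aminotransferase gene, fell by 1.95 and Prdx3, a mitochondrial peroxidase gene, by 1.59 in the authors' deposited table, while Impdh2 rose by 1.38 and Slc7a5 by 0.82. Cad, with −0.23, and Hnrnpa1, with −0.15, did not pass in the authors' deposited table. The median of the list was 0.02 and its mean −0.06, and cameraPR placed it on the lower side without passing (adjusted p = 0.883). Set against CTR9 depletion, the median difference was −0.03 (CTR9 minus CDC73, cameraPR, adjusted p = 0.979). Set against MYC depletion, 46 of the 59 targets were higher and 3 lower after CDC73 depletion (median difference 0.86, adjusted p = 1.5e-11 from cameraPR). The percentile among matched random lists was 0.53, with a typical median of 0.26, while cameraPR with a correction for gene length did not pass (adjusted p = 0.486).
The MYC network, meaning MYC, its partner MAX and the MXD, MNT and MGA antagonists, also moved in both directions. The authors' deposited table has 5 of 10 members higher and 3 lower after CTR9 depletion, 5 of 11 higher and 2 lower after CDC73 depletion, and 3 of 10 higher and 5 lower after MYC depletion. Adjusted over the list alone there were 6 higher and 3 lower, 5 and 2, and 3 and 5. Mxd4, a MYC antagonist, rose in all 3 comparisons, with 1.67, 2.66 and 0.82 in the authors' deposited table, and Mga fell in all 3, with −0.73, −1.06 and −0.51. Mxi1, another antagonist of the MXD family, had −0.39 after CTR9, 0.77 after CDC73 and −1.64 after MYC depletion in the authors' deposited table. None of the 3 cameraPR tests passed (adjusted p = 0.419, 0.141 and 0.172).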

GO term analysis confirmed that depletion of CTR9 or CDC73 had no effect on expression of canonical MYC target genes involved in, for example, ribosome biogenesis and ribosomal RNA processing (Fig. 3e). However, like MYC, depletion of CTR9 or CDC73 downregulated a set of genes that is highly enriched for genes involved in DNA replication and repair and includes genes that are critical for maintaining genomic stability during S-phase (Fig. 3e; Supplementary Fig. 5a). 

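Genes of ribosome biogenesis and ribosomal RNA processing fell broadly after MYC depletion, and less and in both directions after the PAF1c depletions. The authors' deposited table has 106 of 116 listed genes lower and none higher after MYC depletion, 52 lower and 17 higher after CTR9 depletion, and 31 lower and 24 higher after CDC73 depletion. Adjusted over the list alone these were 106 and 0, 52 and 17, and 30 and 22. The nucleolar factor genes Lyar and Nolc1 had −2.50 and −2.07 after MYC depletion, −0.81 and −0.31 after CTR9 depletion, and −0.46 and −0.33 after CDC73 depletion in the authors' deposited table. Npm1, which encodes the nucleolar protein nucleophosmin, changed by −2.07 after MYC and −1.21 after CTR9 depletion, with −0.39, not past the test, after CDC73 depletion in the authors' deposited table. The authors' deposited table has Wdr12, needed for large ribosomal subunits, at −1.08, −1.31 and −1.44 after MYC, CTR9 and CDC73 depletion, and Polr1a, the large subunit of RNA polymerase I, at −0.83, −0.98 and −0.83. Approximate standard errors of these genes were 0.0877 to 0.307.
At the threshold of a log2 fold change below −1 that the paper set for Fig. 3e, the authors' deposited table has 55 members after MYC, 3 after CTR9 and 8 after CDC73 depletion. A random set of the same size would hold 9.97, 10.7 and 14.6 (Fisher's exact test, adjusted p = 5.7e-27, 0.0483 and 0.234), so CTR9 depletion had fewer strongly reduced members than expected. Over all members the median log2 fold change was −0.95, −0.19 and −0.05, with an adjusted p of 3.5e-27, 0.0114 and 0.598 from cameraPR. For CTR9 depletion this was an adjusted p of 0.211 with a preset correlation of 0.05. The genes were higher after CTR9 than after MYC depletion for 88 members and lower for 2 (median difference 0.85, cameraPR, adjusted p = 3.6e-14), and higher after CDC73 than after MYC depletion for 83 and lower for 7 (median difference 1.00, adjusted p = 3.9e-14). Matched random lists placed the medians after CTR9 and CDC73 depletion at percentiles 0 and 2.95. With a correction for gene length cameraPR gave an adjusted p of 5.8e-04 and 0.474.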

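More DNA repair genes fell than rose in all 3 depletions, as a group after CDC73 depletion only at the smaller of the preset correlations, and DNA replication genes fell as a group after MYC depletion. The authors' deposited table has 70 of 130 repair genes lower and 18 higher after CTR9 depletion, 66 lower and 16 higher after CDC73 depletion, and 83 lower and 11 higher after MYC depletion, with unchanged counts when adjusted over the list alone. Rad18, a ubiquitin ligase gene for bypassing lesions at replication forks, had −1.94, −2.23 and −0.43, and Xrcc5, which encodes the Ku80 end-joining protein, −1.22, −1.66 and −0.27 after CTR9, CDC73 and MYC depletion in the authors' deposited table. Other repair genes fell after MYC depletion and not after the PAF1c depletions. Ung, which removes uracil from DNA, had −2.61 after MYC depletion, 0.06 (not past the test) after CTR9 and 0.49 after CDC73 depletion, and the mismatch repair gene Msh6 had −1.27, −0.17 and −0.23 (the last pair not past the test) in the authors' deposited table. The median log2 fold change of the repair list was −0.42 after CTR9 (cameraPR, adjusted p = 4.2e-05), −0.41 after CDC73 (adjusted p = 0.00163) and −0.49 after MYC depletion (adjusted p = 9.3e-05). With a preset correlation of 0.05 the adjusted p was 0.0344, 0.131 and 0.0462. Members below −1 were 29, 33 and 22 in the authors' deposited table, where chance gives 12.0, 16.3 and 11.2 (Fisher's exact test, adjusted p = 1.2e-04, 5.5e-04 and 0.0184).
Replication genes were divided after the PAF1c depletions. The authors' deposited table has 20 of 62 lower and 12 higher after CTR9 depletion, 19 lower and 18 higher after CDC73 depletion, and 47 lower and 4 higher after MYC depletion. Adjusted over the list alone there were 19 lower and 12 higher, 19 and 18, and 48 and 4. Orc5 and Orc3, which encode subunits of the origin recognition complex, fell by 2.08 and 1.20 after CTR9 depletion and 2.09 and 2.35 after CDC73 depletion in the authors' deposited table, as did Pole, the leading-strand polymerase gene, by 1.17 and 1.10. In the same comparisons Pcna, the sliding clamp gene, rose by 1.14 and 1.43 in the authors' deposited table. The ribonucleotide reductase gene Rrm2 had −0.10 and −0.23, short of the threshold, and −1.34 after MYC depletion in the authors' deposited table. The replication list as a whole had medians of −0.07, −0.03 and −0.66 (cameraPR, adjusted p = 0.430, 0.777 and 2.5e-07). It was lower after MYC than after CTR9 depletion, with a median difference of 0.53 (CTR9 minus MYC, cameraPR, adjusted p = 2.5e-04), while for repair genes the same difference was 0.05 (adjusted p = 0.768). The 8 genes shown in Supplementary Fig. 5a were lower in each comparison in the authors' deposited table, but the study chose them on these samples, so their count is not independent evidence, nor is their 8 of 8 when adjusted over the list alone.

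**Figure D1:**
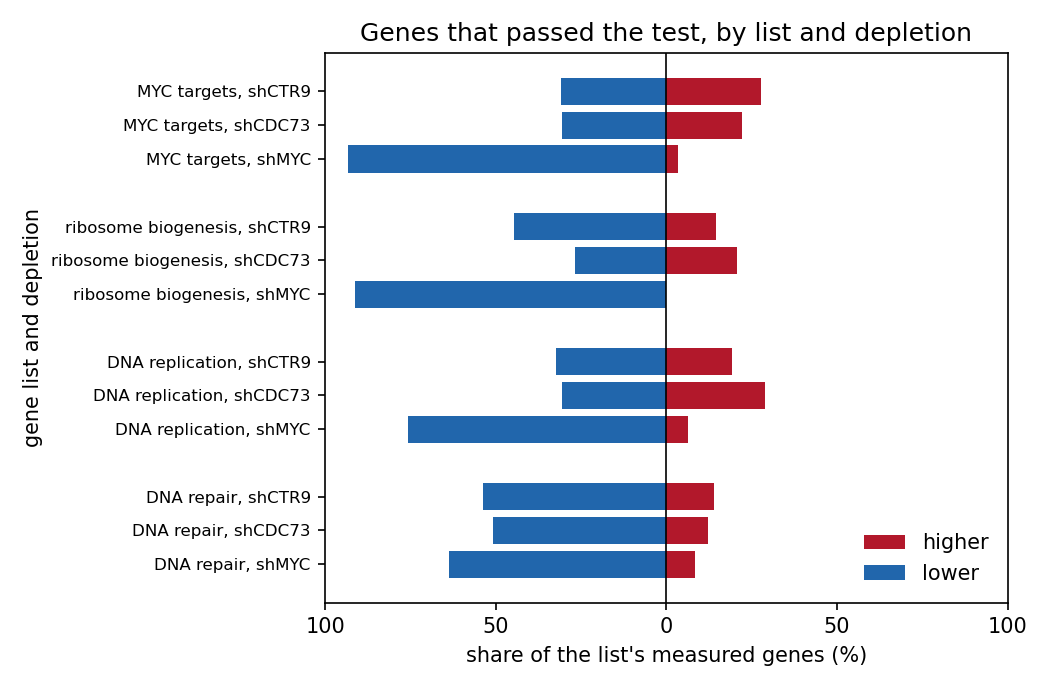
Share of each list's measured genes (percent, horizontal axis) that passed the test and were higher (red, to the right) or lower (blue, to the left) than with shLuciferase, for 4 gene lists in 3 depletions. After MYC depletion nearly all MYC target and ribosome biogenesis genes that passed lie on the lower side, while after CTR9 and CDC73 depletion the repair list has the largest share of lower genes.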

We confirmed these observations using RT-qPCR assays (Fig. 3f). To understand this selectivity, we performed 4sU-sequencing of nascent RNA after CTR9 depletion and plotted the change in occupancy relative to gene length; the results are shown as a metagene plot for quartiles of increasing gene length (Fig. 3g). This showed that CTR9 depletion caused a significant decrease in nascent transcription in the gene body of long genes and that the strength of the effect increased with gene length, consistent with the role of PAF1c as an elongation complex. At the same time, CTR9 depletion caused a global increase in nascent transcription in promoter-proximal regions (Fig. 3g). 

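Short genes were more often higher and long genes more often lower after depletion of CTR9 or CDC73, and MYC depletion gave no such order. Genes were divided by length into 5 bins. In the shortest bin, up to 6.55 kb, the authors' deposited table has 1121 of 2334 genes higher and 398 lower after CTR9 depletion. In the longest, from 61.0 kb upwards, 268 of 2333 genes were higher and 1166 lower in the authors' deposited table. From the shortest to the longest bin the median log2 fold change after CTR9 depletion was 0.31, 0.16, 0.01, −0.14 and −0.33. After CDC73 depletion it was 0.39, 0.11, −0.10, −0.23 and −0.27, and after MYC depletion 0.01, 0.06, −0.03, −0.07 and 0.03. Spearman's rho between gene length and log2 fold change was −0.319 over 11666 genes after CTR9 depletion, −0.284 over 11805 after CDC73 depletion and −0.00662 over 11774 after MYC depletion, and Pearson's r with the log of length was −0.280, −0.253 and 0.0136. These are correlations across genes, which are not independent replicates, so no p is attached to them. Over genes measured in both comparisons rho was lower after CTR9 than after MYC depletion by a difference of −0.318 (95% bootstrap interval over genes −0.341 to −0.297).
Some of the shortest genes belong to groups that can follow RNA quality or poly(A) selection. With 13 mitochondrially encoded mRNAs and 30 histone genes measured after CTR9 depletion, they are few beside the 2334 genes of the shortest bin. Mitochondrially encoded mRNAs have a median length of 0.784 kb and replication-dependent histone genes of 0.49 kb, and the median log2 fold change of the histone genes was 0.56, 0.72 and 0.60 after CTR9, CDC73 and MYC depletion. The deposited values count reads over the whole gene, while the methods say that Supplementary Fig. 5b used reads of its latter part, which was not repeated here. After MYC depletion the sign of rho depended on the setting, with −0.0943 for exonic length, 0.0170 for genes of at least 5 CPM and 0.0265 for genes of at least 10 CPM.

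**Figure D2:**
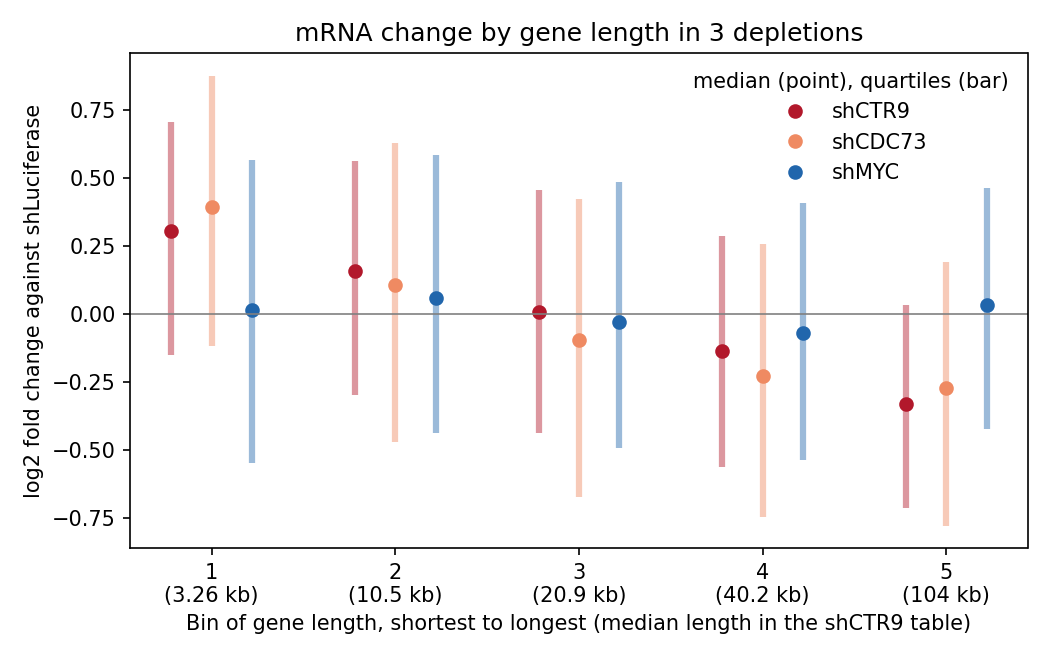
Median log2 fold change against shLuciferase (points) and quartiles of genes (bars) in 5 bins of gene length from shortest to longest, for CTR9, CDC73 and MYC depletion. The medians descend from 0.31 to −0.33 after CTR9 depletion and stay between −0.07 and 0.06 after MYC depletion.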

Consistent with this, CTR9 depletion preferentially upregulated the expression of short genes, but downregulated the expression of very long genes (Supplementary Fig. 5b). Importantly, many genes that are critical for DNA synthesis and repair are very long (Supplementary Fig. 5a), arguing that the decrease in their expression upon CTR9 depletion is a consequence of their length. Indeed, analysis of 4sU data from several long genes involved in S phase progression and DNA repair confirmed that their transcription terminates prematurely upon CTR9 depletion (Fig. 3h). 

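The genes of DNA synthesis and repair that the paper tabulates are all long and were all lower after CTR9 depletion. Atr, which encodes the kinase that answers stalled replication forks, spans 95.6 kb of chromosome 9 from 95857597 to 95953217 in GRCm38, and its log2 fold change was −1.97 after CTR9, −1.72 after CDC73 and −1.48 after MYC depletion in the authors' deposited table. Rad50, a subunit of the complex that binds DNA ends, lies on chromosome 11 from 53649519 to 53707319 (57.8 kb) and had −1.61, −1.69 and −0.49 in the authors' deposited table. Fancd2, a Fanconi anemia gene of crosslink repair, lies on chromosome 6 from 113531640 to 113597020 (65.4 kb) and had −1.49, −1.84 and −0.74 in the authors' deposited table. The mismatch repair gene Pms1, at 108 kb the longest of the 8, had −1.21, −1.85 and −0.72, and the helicase gene Blm, 80.2 kb long, −0.59, −1.17 and −1.53 in the authors' deposited table. The authors' deposited table gives −1.26 and −1.25 for Mre11a, −1.25 and −1.36 for Fanci, and −1.29 and −0.84 for Topbp1 after CTR9 and CDC73 depletion, genes that span 52.5, 58.0 and 45.3 kb. Approximate standard errors of the 8 genes ranged from 0.0919 to 0.341, and Pms1, Atr, Blm and Fanci, at 5.73 to 16.1 CPM in control cells, had the widest after CTR9 depletion.
Their median log2 fold change was −1.28 after CTR9, −1.53 after CDC73 and −0.82 after MYC depletion, and since the study chose them on these samples no test is set beside it. The 130 genes of the wider repair list have a median length of 29.6 kb, and the 62 replication genes one of 21.9 kb. Against random lists matched on expression and length, whose typical median after CTR9 depletion was −0.14, the median of the wider repair list lay at percentile 0. Because many genes of DNA synthesis and repair are long, the paper reasons that their lower expression after CTR9 depletion follows from their length. The paper also reports from nascent RNA that transcription of several long repair genes ends early after CTR9 depletion. The wider repair list fell further than lists of like length, also by cameraPR with a correction for gene length (adjusted p = 4.2e-04). At these settings, length in general did not account for all of its fall. The draws take genes as independent, however, and the corrected test is given at the preset correlation of 0.01 alone. Without the correction cameraPR gave an adjusted p of 0.0344 at a correlation of 0.05.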

Consistently, CTR9 depletion decreased the total levels of several key DNA repair proteins (Supplementary Fig. 5c). Bioinformatic analyses showed that CTR9 depletion preferentially downregulated the expression of long, but not of short, genes involved in DNA synthesis and repair (Supplementary Fig. 5d). 

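After CTR9 depletion, reduced repair and replication genes tended to be longer than the rest, a difference short of the threshold after adjustment, and short ones fell too. Supplementary Fig. 5d used a larger gene ontology set of repair genes and a Wilcoxon test for CTR9 depletion alone, which were not repeated here. The 192 genes of the repair and replication lists were divided at their median length of 27.0 kb. After CTR9 depletion the authors' deposited table has 52 of the 96 longer genes lower and 12 higher, and 38 of the 96 shorter genes lower and 18 higher. Among the longest, Prkdc (205 kb), the DNA-dependent protein kinase gene, fell by 1.49 and Wrn (151 kb), the Werner helicase gene, by 1.38 in the authors' deposited table, while the cohesin loader gene Nipbl (175 kb) had −0.25 and did not pass. The ubiquitin ligase gene Huwe1 (135 kb) had −0.42 and the Fanconi gene Fancl (84.8 kb) −0.89 in the authors' deposited table. Among the shortest, Gtf2h5 (5.66 kb), a subunit of the repair and transcription factor TFIIH, rose by 1.11 in the authors' deposited table.
The 90 genes that fell had a median length of 31.5 kb and the other 102 one of 23.8 kb. Their mean log2 length differed by 0.47 (two-sided permutation test, p = 0.0326, adjusted p = 0.0979 over the 3 comparisons). Pearson's r between length and log2 fold change over the 192 genes, which are not independent replicates, was −0.284 after CTR9, −0.240 after CDC73 and −0.00460 after MYC depletion. Median log2 fold changes after CTR9 depletion were −0.40 for the longer and −0.15 for the shorter genes. After CDC73 depletion 45 of the longer and 40 of the shorter genes were lower in the authors' deposited table, and the permutation test of length gave p = 0.0808. After MYC depletion the order was the other way, with a median of 26.1 kb for the genes that fell and 28.5 kb for the others (difference in mean log2 length −0.30, permutation test, p = 0.210). For CTR9 depletion the difference in length was 0.22 (permutation test, p = 0.421) within the repair list alone and 0.08 (p = 0.537) for exonic length, and neither passed.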

We concluded that PAF1c is specifically required for elongation of long genes and that its role in limiting double-strand break accumulation upon ATR inhibition reflects the fact that many genes required for replication and DNA repair are very long^42^.

### CTR9 is required for PDAC maintenance in vivo

To determine whether PAF1c is required for PDAC growth, we generated stable clones expressing a doxycycline-inducible shRNA targeting CTR9 (shCTR9) and characterized them by immunoblotting. We selected two clones and injected them into syngeneic C57BL/6 mice (Supplementary Fig. 6a). Seven days later, we determined the tumor status using luciferase imaging and added doxycycline to the food to induce CTR9 depletion. Subsequently, we monitored tumor growth and survival. As controls, we used tumors harboring shCTR9 that were kept in the absence of doxycycline as well as tumors expressing a control non-targeting shRNA in the presence of doxycycline. The analysis showed that depletion of CTR9 led to an often complete tumor regression, documented by very large decreases in luciferase activity such that many tumors were virtually undetectable by luciferase imaging after CTR9 depletion (Fig. 4a, b). Intriguingly, while all mice kept in the absence of doxycycline and control mice expressing a control shRNA died within 44 days after transplantation, a subset of mice transplanted with tumors in which CTR9 was depleted survived for more than 200 days, even though doxycycline administration was ended after 91 days (Fig. 4c). This indicates that no tumor cells capable of re-initiating tumor growth were left after treatment. We concluded that CTR9 is required for PDAC maintenance in vivo.

**Fig. 4:**
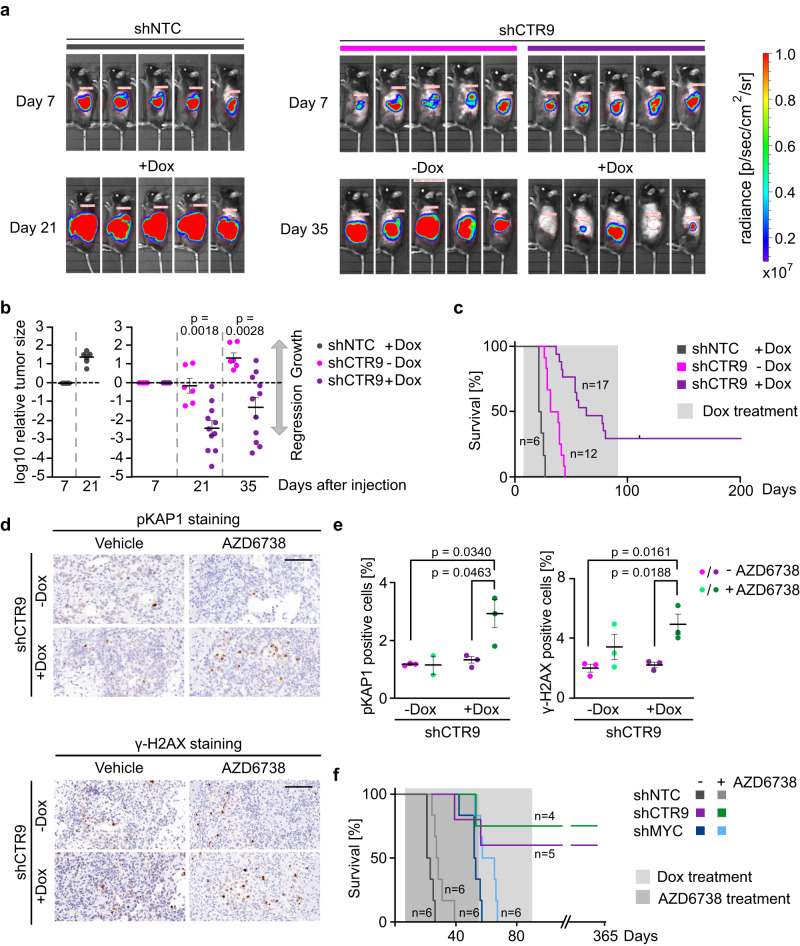
CTR9 is required for PDAC growth. **a** Luciferase imaging of KPC-cell–derived tumors expressing NTC (non-targeting control) shRNA or shRNA against *CTR9* upon orthotopic transplantation into C57BL/6 J mice. Doxycycline treatment was started 7 days after transplantation. Luciferase activity is shown at day 7 after transplantation and after 2 or 4 weeks of doxycycline treatment. **b** Change of tumor size of KPC tumors expressing doxycycline-inducible shNTC (left) or shCTR9 (right) relative to the start of doxycycline treatment on day 7. The plot shows the log_10_ of the ratio of luciferase activity at the indicated times relative to day 7. Results are presented as mean ± S.E.M. *P* values were calculated using the unpaired two-sided *t*-test. *n* = 6 mice for shNTC+Dox and shCTR9-Dox, while *n* = 11 mice for shCTR9+Dox. **c** Kaplan–Meier plot of mice transplanted with KPC cells expressing doxycycline-inducible shCTR9 or shNTC. Doxycycline was added to the food for 12 weeks as indicated. **d** Immunohistochemistry of pancreatic tumors expressing shRNA against *CTR9*. Mice were treated for 3 days with or without doxycycline and AZD6738 or vehicle. Sections were stained with anti-pKAP1 and anti-γ-H2AX antibodies. Scale bar: 100 µm. **e** Percentage of pKAP1 or γ-H2AX positive cells present in the tumor tissue. Positive cells were counted after 3 days of CTR9 depletion and AZD6738 treatment. Results are presented as mean ± S.E.M. Each dot represents an independent tumor and *P* values were calculated using the unpaired two-sided *t*-test. *n* = 3 independent tumors except for pKAP1 staining of AZD6738 treated mice, *n* = 2. **f** Kaplan–Meier plot of mice transplanted with KPC cells expressing doxycycline-inducible shCTR9, shMYC or shNTC. Expression of shRNAs was induced with doxycycline from day 7 for 12 weeks in all mice. Mice were treated with AZD6738 or vehicle from day 7 for 7 weeks. Source data are provided as a Source Data file.

To test whether this effect is a consequence of PAF1c’s ability to limit S phase-associated DNA damage, we made use of the observation that the ATR inhibitor AZD6738 can be used in vivo and tested whether depletion of CTR9 and of MYC sensitizes tumors to treatment with AZD6738. Consistently, exposure of mice to AZD6738 significantly enhanced the percentage of tumor cells that stained positive for phosphorylated KAP1 and H2AX in CTR9-depleted tumors while treatment of control animals with AZD6738 did not induce a significant increase in KAP1 or H2AX phosphorylation (Fig. 4d, e). Surprisingly, however, treatment with AZD6738 did not lead to a significant increase in the percentage of mice surviving after CTR9 depletion (Fig. 4f), similar to its effect in control mice (Fig. 4f). We also tested the effect of AZD6738 on the survival of mice bearing MYC-depleted tumors and noted again a small extension of survival, but no clear sign of synergy (Fig. 4f). Collectively, the data argue that limiting S phase-associated DNA damage is not sufficient to explain the ability of PAF1c disruption to enable on long-term survival of PDAC bearing mice.

### PAF1c depletion redistributes RNAPII and SPT6 to short genes including MHC class I genes

To search for additional mechanisms that contribute to the therapeutic efficacy of CTR9 depletion, we revisited the RNA sequencing data and noted that depletion of either MYC or CTR9 caused a significant and specific increase in expression of multiple MHC class I genes (Fig. 5a and Supplementary Fig. 6b). 

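Genes of MHC class I rose after CTR9 depletion and, by smaller amounts for most of them, after MYC depletion. The heavy chain gene H2-D1, on chromosome 17 of GRCm38 from 35263094 to 35267497, had a log2 fold change of 2.22 after CTR9 and 0.75 after MYC depletion in the authors' deposited table. H2-K1, another classical heavy chain gene on chromosome 17 from 33996012 to 34000619, had 1.77 and 0.63 in the authors' deposited table. From the means and fold changes, H2-D1 stood at 65.9 CPM in control cells and 308 CPM after CTR9 depletion, and H2-K1 at 90.7 and 309 CPM. B2m, which encodes the light chain shared by all class I molecules, had 0.73 and 0.46, and the non-classical gene H2-T23 1.45 and 0.77 in the authors' deposited table. H2-T22, also non-classical, had 0.49 after CTR9 and 0.99 after MYC depletion, and Raet1e, a ligand of the natural killer receptor NKG2D, 0.84 and −1.90 in the authors' deposited table. Of the 21 genes of the heat map in Fig. 5a, the authors' deposited table has 19 higher and none lower after CTR9 depletion, and 15 higher and 1 lower after MYC depletion. The heat map shows genes of a gene ontology term on class I presentation, which the study singled out on these samples. These counts, which stay 19 and 15 when adjusted over the list alone, are therefore not independent evidence.
The median log2 fold change of the 21 genes was 1.46 after CTR9 and 0.63 after MYC depletion, and because of that choice no test of the list is set beside it. H2-D1 was higher after CTR9 than after MYC depletion by 1.47 (approximate SE 0.139, adjusted p = 9.6e-25 by the approximate z) and H2-K1 by 1.14 (adjusted p = 8.9e-16), whereas for B2m the difference of 0.26 did not pass (adjusted p = 0.234). In all 12 of the 21 genes were higher after CTR9 than after MYC depletion, 3 were lower and 6 did not pass. Genes that cut and load peptides for class I did not move as a group. Of 9 measured, the authors' deposited table has 2 higher and 4 lower after CTR9 depletion, and 6 higher and 2 lower after MYC depletion, with the same counts adjusted over the list alone (cameraPR, adjusted p = 0.439 and 0.669). Tapbp, the peptide loading factor tapasin, had 0.42 and 0.30, the trimming peptidase gene Erap1 −1.45 and 0.45, and the immunoproteasome subunit Psmb10 −0.59 and −0.76 in the authors' deposited table. H2 genes resemble each other closely and can share reads. Of 20 heat map genes with a transcript sequence, 13 had at least 80% of their 50-base stretches in no other gene, and the authors' deposited table has 11 of these 13 higher after CTR9 depletion (median 1.45).

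**Figure D3:**
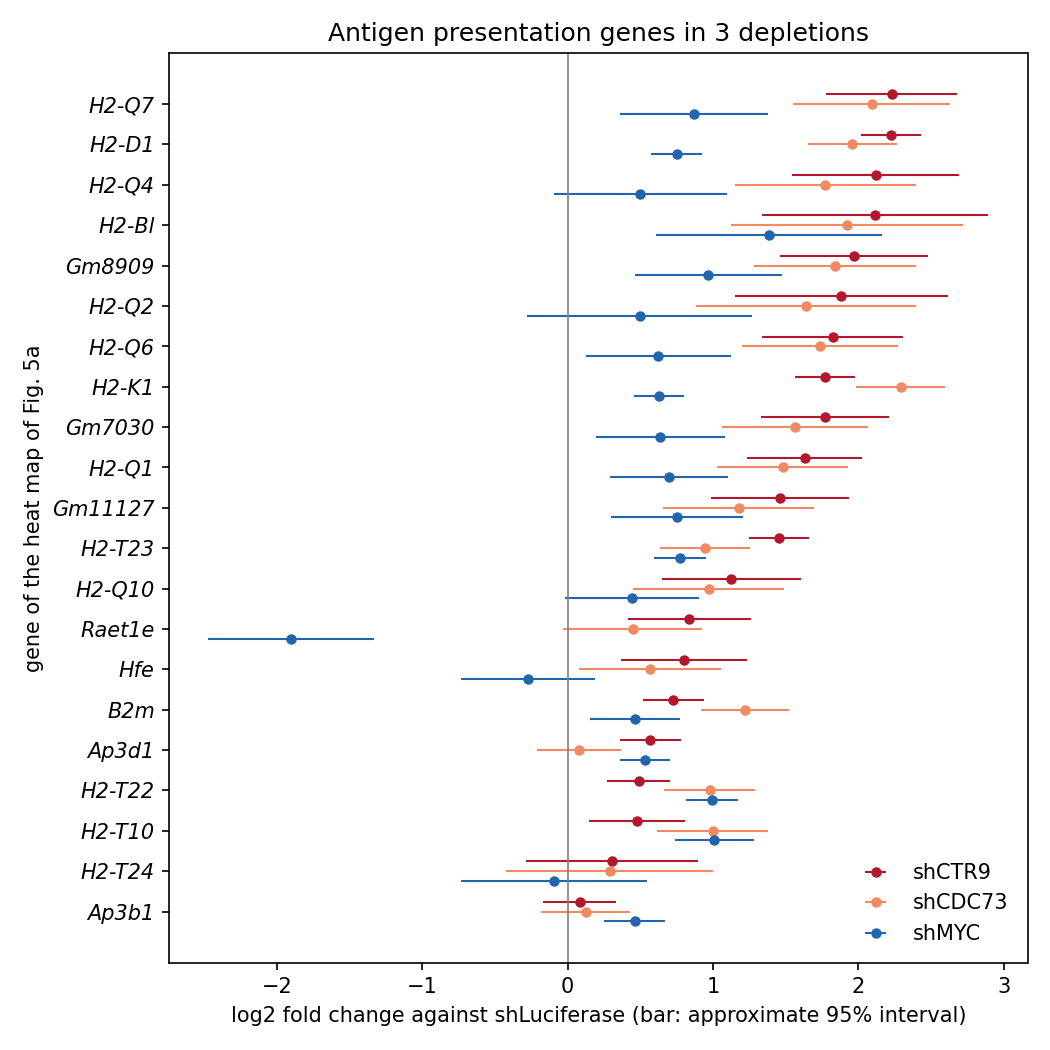
Log2 fold change against shLuciferase of the 21 genes of the heat map in Fig. 5a after CTR9, CDC73 and MYC depletion, with approximate 95% intervals from the deposited likelihood ratios, ordered by the value after CTR9 depletion. H2-D1 and H2-K1 lie at 2.22 and 1.77 after CTR9 depletion and at 0.75 and 0.63 after MYC depletion, and Raet1e is the gene that fell after MYC depletion.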

Depletion of CDC73 confirmed that these observations were due to loss of PAF1c function (Supplementary Fig. 6b). 

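CDC73 depletion raised the same classical heavy chain genes. The authors' deposited table gives 1.96 for H2-D1, 2.29 for H2-K1, 1.22 for B2m and 0.94 for H2-T23, and 17 of the 21 heat map genes higher with none lower. Adjusted over the list alone the count was again 17, and again the list is the study's own choice and not independent evidence. Its median log2 fold change was 1.22. H2-K1 was higher after CDC73 than after CTR9 depletion (CTR9 minus CDC73 −0.52, approximate z, adjusted p = 0.0195), and H2-D1 did not pass this comparison (0.27, adjusted p = 0.283). Over the 21 genes, 2 were higher and 3 lower after CTR9 than after CDC73 depletion, and 16 did not pass. Raet1e (0.45), the adaptor subunit genes Ap3d1 (0.08) and Ap3b1 (0.12), and H2-T24 (0.29) were the 4 heat map genes that did not pass after CDC73 depletion in the authors' deposited table. Among genes of peptide processing, Tapbp rose by 1.15, and the chaperone gene Canx fell by 1.34 and Erap1 by 0.59 in the authors' deposited table. The authors' deposited table has 3 of these 9 processing genes higher and 4 lower, as does adjustment over the list alone. Their median was 0.01 and their mean −0.06, on the lower side in cameraPR without passing (adjusted p = 0.924). Against MYC depletion, H2-D1 was higher by 1.21 (adjusted p = 1.4e-10) and H2-K1 by 1.66 (adjusted p = 3.2e-19) by the approximate z.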

Flow cytometry analyses confirmed that the expression of H2-D1 and H2-K1, two MHC class I antigens, increased on the cell surface after CTR9 depletion (Supplementary Fig. 6c). A side-by-side comparison showed that depletion of CTR9 elevated expression H2-D1 and H2-K1 more strongly that depletion of MYC (Supplementary Fig. 6d), despite very effective MYC depletion (Fig. 1a). Furthermore, depletion of CTR9 upregulated both genes in KPC-MYCER cells even when MYCER had been activated, demonstrating that high MYC levels do not bypass CTR9 function (Supplementary Fig. 6d). These observations caught our attention, since suppression of MHC class I gene expression is a major mechanism of MYC-mediated immune evasion^43,44^ and the observation suggested that depletion of CTR9, like that of MYC, might render tumors visible for the host immune system.

**Fig. 5:**
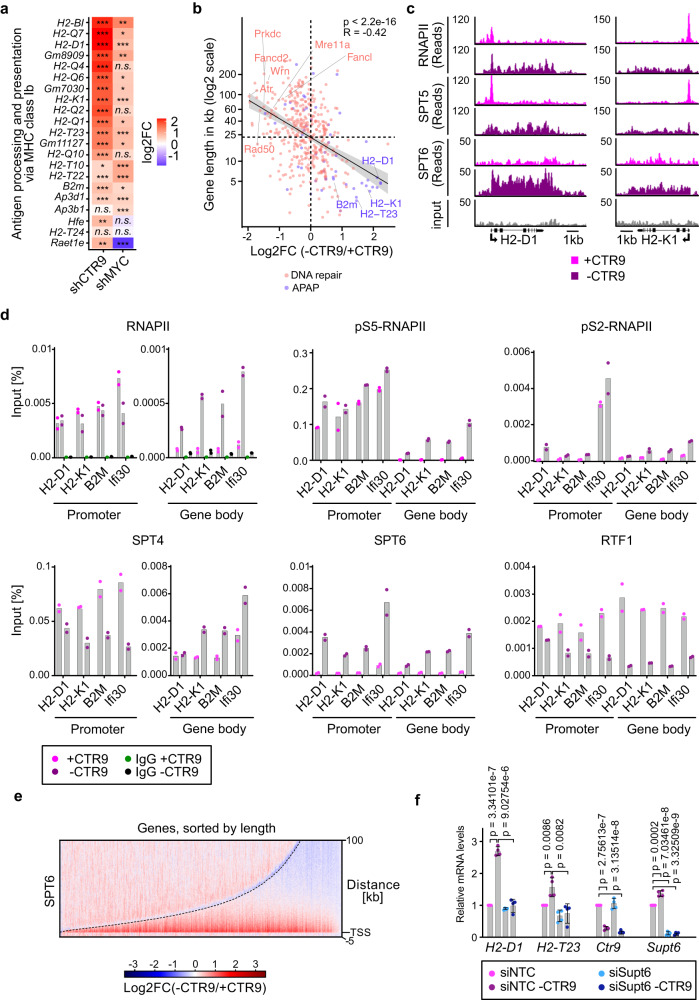
PAF1c sequesters SPT6 on long genes. **a** Heat map showing log_2_FC of change in expression of genes involved in antigen processing and presentation via MHC class I molecules (GO-0002475) upon the depletion of either CTR9 or MYC (*n* = 3). *P* values were calculated using the likelihood ratio test (LRT), then False discovery rate (FDR) was calculated using the Benjamini–Höchberg procedure to adjust *P* values for multiple comparisons. The FDRs were: *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001, n.s. not significant. **b** Scatter plot of gene length versus log_2_ fold-changes in gene expression upon CTR9 depletion, comparing expressed genes of the GO term DNA repair (GO-0006281, *n* = 375 genes) in red with antigen processing and presentation genes (APAP, GO-0019882, *n* = 56 genes) in blue (Pearson correlation coefficient (R) = −0.42, *p* < 2.2e-16, two-sided pearson correlation test). **c** Browser picture showing read distribution of RNAPII (top), SPT5 (middle) and SPT6 (bottom) at *H2-K1* and *H2-D1* genes from a ChIP-Rx experiment in cells expressing doxycycline-inducible shRNA targeting *CTR9* (*n* = 2). “-CTR9” indicates that shRNA expression was induced by doxycycline (1 µg/ml), “+CTR9” samples were treated with ethanol. **d** ChIP-qPCR showing RNAPII, pS5RNAPII, pS2RNAPII, SPT4, SPT6 or RTF1 binding to the indicated genes either at the promoter or in the gene body. IgG was used as a negative control to show the background signal. Data are presented as mean of two technical replicates of one of two biological replicates with similar results (*n* = 2). **e** Heat map of the log_2_FC of SPT6 occupancy for all expressed (10,920) genes analyzed by ChIP-Rx comparing CTR9 depletion to the control. Genes are sorted according to their length from shortest (left) to longest (right). The black dashed line represents the end of the gene (*n* = 2). **f** RT-qPCR measurement of *H2-D1* and *H2-T23* MHC class I genes, *CTR9* and *Supt6 (*encoding SPT6*)*. KPC cells expressing doxycycline inducible shRNA targeting *CTR9* were used. Both siRNA transfection and doxycycline addition were for 48 h. Data are presented as mean ± s.d. (*n* = 4 independent experiments; unpaired two-sided *t*-test). Source data are provided as a Source Data file.

To understand the mechanism underlying this regulation, we initially tested whether depletion of CTR9 activates innate immune signaling pathways, since depletion of MYC causes activation of the TBK1 kinase^7^ and since multiple nucleic acid species that result from DNA damage and aberrant RNA processing can signal to the innate immune system. Surprisingly, TBK1 autophosphorylation, which reflects its activity, increased as expected in response to MYC depletion, but not in response to CTR9 depletion (Supplementary Fig. 6e). Consistently, depletion of MYC, but not of CTR9 or CDC73, caused a broad increase in the expression of genes involved in interferon signaling and of cytokines, many of which are target genes of IRFs (interferon regulatory factor) and NF-κB, downstream targets of TBK1 (Supplementary Fig. 6f)^45,46^. 

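Cytokine genes rose as a group after MYC depletion and fell after CTR9 depletion, and most interferon-stimulated genes were higher after MYC depletion, as a group only at the smaller of the preset correlations. The authors' deposited table has 13 of 20 measured interferon-stimulated genes higher and 1 lower after MYC depletion, 5 of 18 higher and 4 lower after CTR9 depletion, and 10 of 19 higher and 5 lower after CDC73 depletion. Rigi, the cytosolic RNA sensor gene, had 1.98 after MYC, −0.82 after CTR9 and 0.16 (not past the test) after CDC73 depletion, and Lgals3bp, a secreted glycoprotein gene, 1.39, −1.15 and −1.17 in the authors' deposited table. Irgm1, an interferon-induced GTPase gene, rose in all 3 by 0.81, 0.83 and 0.88, and the transcription factor gene Irf1 had 0.23 (not past the test), 0.65 and 1.24 in the authors' deposited table. Of cytokine and NF-κB target genes, the authors' deposited table has 13 of 18 higher and 3 lower after MYC depletion, 2 of 19 higher and 13 lower after CTR9 depletion, and 9 of 19 higher and 4 lower after CDC73 depletion. Adjustment over each list alone changed none of these counts. The chemokine gene Ccl20 had 2.43, −2.33 and 0.06 (not past the test) after MYC, CTR9 and CDC73 depletion, and Tnfaip3, an NF-κB inhibitor gene, 1.95, −0.14 (not past the test) and 0.69 in the authors' deposited table. Against the rise after MYC depletion, the neutrophil chemokine gene Cxcl5 had −3.97 after MYC depletion and −1.93 after CTR9 depletion in the authors' deposited table. Il33, an alarmin cytokine gene, had −0.29, −1.74 and −1.76 after MYC, CTR9 and CDC73 depletion there.
Medians of the interferon list were 0.88 after MYC (cameraPR, adjusted p = 0.0108, or an adjusted p of 0.0622 with a preset correlation of 0.05), 0.07 after CTR9 (adjusted p = 0.824) and 0.36 after CDC73 depletion (adjusted p = 0.526). For cytokines they were 0.67 (adjusted p = 0.00354), −0.63 (adjusted p = 0.00121) and 0.24 (adjusted p = 0.141) by the same test. Cytokine genes were lower after CTR9 than after MYC depletion (median difference −1.45, cameraPR, adjusted p = 3.6e-06), and interferon-stimulated genes likewise (−0.61, adjusted p = 0.0388, or an adjusted p of 0.124 with a preset correlation of 0.05). For CDC73 against MYC depletion neither difference passed (−1.11 for cytokines, adjusted p = 0.593, and −0.60 for interferon-stimulated genes, adjusted p = 0.152, from cameraPR). The interferon list names 50 genes and the cytokine list 33, and those without a value here were not analysed.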

Depletion of CTR9 also upregulated MHC class I expression in additional p53-mutant, in p16^ink4a^-deficient murine PDAC cells as well as in human PA-TU-8988T and PANC1 PDAC cells (Supplementary Fig. 6g, h). It is also detectable in published datasets of RNAPII ChIP-sequencing experiments performed in DLD-1 colorectal adenocarcinoma cell line in which the PAF1 protein, another subunit of PAF1c, has been replaced by an auxin-degradable chimera^47^ (Supplementary Fig. 6i), further supporting the notion that the PAF1c is directly involved in regulation of MHC class I genes.

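Antigen presentation genes were shorter than repair genes, and most of those in the study's heat map rose where repair genes tended to fall. The 32 measured genes of class I and class II presentation had a median length of 5.30 kb, against 27.0 kb for the 192 genes of DNA repair and replication (two-sided permutation test of mean log2 length, p = 1e-05, the smallest that 100000 permutations can give). Median log2 fold changes after CTR9 depletion were 0.76 for antigen presentation genes and −0.42 for the 130 repair genes. H2-Q7, a class I gene of 4.63 kb, had 2.23 after CTR9 depletion in the authors' deposited table, and the longest heat map gene, Ap3b1 with 207 kb, had 0.08 and did not pass. Over these 162 genes together, Pearson's r between length and log2 fold change was −0.453 after CTR9 depletion (permutation test, p = 1e-05) with a Spearman rho of −0.389, −0.422 after CDC73 depletion, and −0.236 over 163 genes after MYC depletion (p = 0.00272, the adjusted p over the 3 comparisons being equal). Genes are not independent replicates, so these values describe the genes and not the spread between samples. Within antigen presentation genes alone r was −0.452 and within repair genes alone −0.216 after CTR9 depletion. Of the 32 antigen presentation genes, 21 are those of the study's heat map, from a gene ontology term singled out on these samples. The other 11 had a median log2 fold change of −0.01 after CTR9 depletion, and without the heat map genes r was −0.268 (permutation test, p = 0.00140). For MYC depletion r was −0.0691 without them (permutation test, p = 0.415) and −0.122 (p = 0.143) for genes of at least 5 CPM, neither past the threshold.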

To understand the underlying mechanism, we first noted that genes involved in antigen presentation are significantly shorter than genes involved in DNA repair and replication, raising the possibility that the effects of PAF1c depletion on transcription elongation are the critical factor for MHC class I upregulation (Fig. 5b). We therefore performed ChIP-sequencing for RNAPII from control and CTR9-depleted cells; this showed that - paralleling the data on nascent transcription - CTR9 depletion caused a global redistribution of RNAPII in the gene body from the 3´-part of genes to promoter-proximal regions and that the strength of the effect increased with gene length (Supplementary Fig. 7a). Annotation of individual genes showed MHC class I genes are among the short genes at which RNAPII increases throughout the entire gene body after CTR9 depletion (Supplementary Fig. 7a). Inspection of browser tracks of two major MHC class I genes showed that RNAPII was loaded on the promoter of these genes in both control and CTR9-depleted cells, and RNAPII was released into productive elongation upon CTR9 depletion (Fig. 5c). We confirmed this using ChIP-qPCR of the promoter and gene body of four genes involved in antigen presentation (Fig. 5d). Next, we analyzed chromatin association of several elongation factors to understand which might be limiting for antigen presentation genes due to their being sequestered in the body of long genes. ChIP-sequencing showed that SPT5, one of two components of the DSIF (DRB sensitivity inducing factor) was loaded on RNAPII at the start site of MHC class I genes in the presence and was, like RNAPII, released into the gene body upon CTR9 depletion (Fig. 5c). Similarly, the effects of CTR9 depletion on phosphorylation of Ser2 and Ser5 of the CTD of RNAPII and on chromatin association of the SPT4 subunit of DSIF were consistent with the effects on total RNAPII and argued that RNAPII is actively elongating on MHC class I genes after CTR9 depletion (Fig. 5d). Furthermore, depletion of CTR9 decreased chromatin association of another subunit of PAF1c, RTF1, which directly promotes elongation of RNAPII (Fig. 5d)^48,49^. In contrast, depletion of CTR9 caused a large increase in association of SPT6 at both the promoter and body of MHC class I genes (Fig. 5c, d). SPT6 is a histone chaperone that mediates the displacement and reassembly of nucleosomes during transcription elongation and stimulates RNAPII processivity^50,51^. Genome-wide analyses confirmed that depletion of CTR9 led to a strong decrease of SPT6 occupancy in the body of long genes, and an accumulation on short genes and on promoter-proximal regions (Fig. 5e). Comparing the change in RNAPII, SPT5 and SPT6 occupancy for length-dependent quartiles of genes showed that the length-dependent decrease in SPT6 closely paralleled the decrease in nascent transcription (compare Fig. 3g and Supplementary Fig. 7b). This suggested that sequestration of SPT6 is one - of potentially several - mechanisms by which elongating RNAPII complexes on long genes suppress expression of MHC class I genes. Consistent with this hypothesis, depletion of SPT6 abrogated upregulation of two MHC class I genes that we tested upon CTR9 depletion (Fig. 5f). Collectively, our data show that PAF1c promotes elongation on long genes that include DNA replication and repair genes and that the resulting sequestration of the SPT6 histone chaperone and potentially additional elongation factors limits RNAPII elongation of short genes that include genes involved in antigen presentation.

### CTR9 is critical for immune evasion of PDAC

To test whether escape from immune surveillance is the critical function of PAF1c in KPC tumors, we performed histological analyses and found that depletion of CTR9 caused an increase in the number of multiple types of immune cells in the tumor tissue (Fig. 6a; Supplementary Fig. 8a). To better understand the significance of these changes, we isolated live cells from tumor tissue and comprehensively profiled changes in immune cell populations by measuring established surface antigens using flow cytometry (Fig. 6b; Supplementary Fig. 8b). Since only 3–5% of live cells in these isolates were tumor cells as judged by EpCAM staining, these analyses detect relative changes in immune cell populations in the tumor. In these experiments, we did not detect any significant changes in the number of B cells, the polarization of macrophages or in multiple populations of myeloid cells (Supplementary Fig. 8c). In contrast, depletion of CTR9 caused an increase in the number of (CD3-positive) T-cells, and of cDC1 cells, which are dendritic cells that stimulate T-cell responses against tumors and locally present tumor antigens to re-stimulate T-cells (Fig. 6b)^52^. Previous work has shown that there is a specific increase in expression of CTLA4, a negative regulator of T-cell receptor signaling, during tumor progression in a KRAS-driven murine PDAC model and that induction of MYC in a model of hepatocellular carcinoma elevates CTLA4 expression on T-cells^53,54^. Consistent with these observations, T-cells in control mice expressed high levels of CTLA4 and there was a robust decrease in CTLA4 expression upon CTR9 depletion in CD3- and CD8-positive T cells (Fig. 6b, c). In contrast, we did not observe changes in PD-1 expression in T-cells (Fig. 6b). The data show that depletion of CTR9 in the tumor tissue causes the loss of signals that restrain T-cell function and induce a specific activation of T-cell mediated immune responses. In strong support of this hypothesis, a large percentage of the tumor cells that remained after three days of doxycycline addition were in direct association with CD8-positive cytotoxic T-cells (Fig. 6d). To test whether restoration of immune surveillance is the critical tumor-suppressive effect of CTR9 depletion in PDAC tumors, we transplanted the KPC cells expressing inducible shCTR9 described above into NRG mice, which lack both T- and B-lymphocytes as well as natural killer cells. Under these conditions, CTR9 was completely dispensable for tumor growth since depletion of CTR9 had no significant effect on either tumor size (Fig. 6e) or survival (Fig. 6f). We concluded that the critical function of CTR9 in pancreatic carcinoma is to protect tumor from eradication by the immune system. A model summarizing our findings is shown in Fig. 7.

**Fig. 6:**
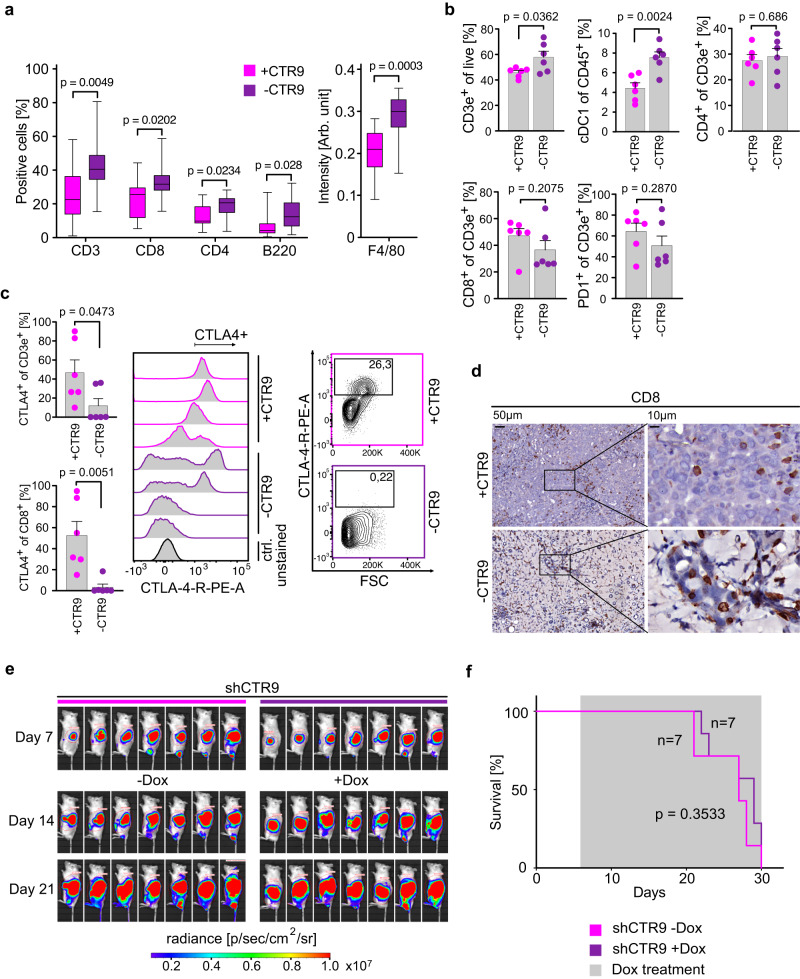
CTR9 is required for immune evasion in PDAC. **a** Box plots showing the percentage of the indicated cells (left), or intensity of DAB (diaminobenzidine) staining (right) in tumor tissue. Mice carrying tumors expressing doxycycline-inducible shRNA against *Ctr9* were treated for three days with doxycycline or control. For each plot, 4–6 regions per tumor were evaluated from three independent tumors, *n* = 14 regions analyzed. *P* values were calculated using unpaired two-tailed *t*-test using Welch’s correction. In the box plot, the central line shows the median, the box borders extend from the 25th to the 75th percentile, and the whiskers go down to the smallest value and up to the largest. **b** Bar plots showing flow cytometry analysis of immune cell subsets in the tissues of tumors initiated by orthotopic transplantation of KPC cells harboring doxycycline-inducible shNTC or shCTR9. After 7 days of transplantation, doxycycline treatment was added for 3 days. Pre-gating was performed using single living cells. cDC1 cells were defined as (CD45^+^, CD11b^−^, CD11c^+^). Data are presented as mean ± s.d. (*n* = 6 independent tumors; unpaired two-sided *t*-test). **c** Left, bar plots showing the percentage of CTLA4^+^ T-cells of CD3e^+^ or CD8^+^ cells, data are presented as mean ± s.d. (*n* = 6 independent tumors; unpaired two-sided *t*-test). Middle, histograms showing staining of CTLA4 on T-cells (CD3e^+^), with intensity on the x-axis, and counts on the *y*-axis. Right, flow cytometry contour plot, documenting the gating strategy for CTLA4^+^ T-cells (CD3e^+^). **d** Representative immunohistochemistry images of tumor sections stained for CD8 (brown) with two different magnifications. Note the juxtaposition of CD8-positive T-cells with the remaining tumor cells. “-CTR9” refers to three days of doxycycline treatment. **e** Luciferase imaging of KPC cell derived tumors harboring shRNA against *Ctr9* upon orthotopic transplantation into NRG mice. Doxycycline treatment was started 7 days after transplantation. Luciferase activity of KPC cells was measured at day 7 after transplantation (start) and after 1 and 2 weeks of doxycycline treatment. **f** Kaplan–Meier plot of NRG mice transplanted with KPC cells expressing doxycycline-inducible shCTR9. shRNA was induced with doxycycline from day 7. *P* values were calculated using two-sided Mantel–Cox test. Source data are provided as a Source Data file.

**Fig. 7:**
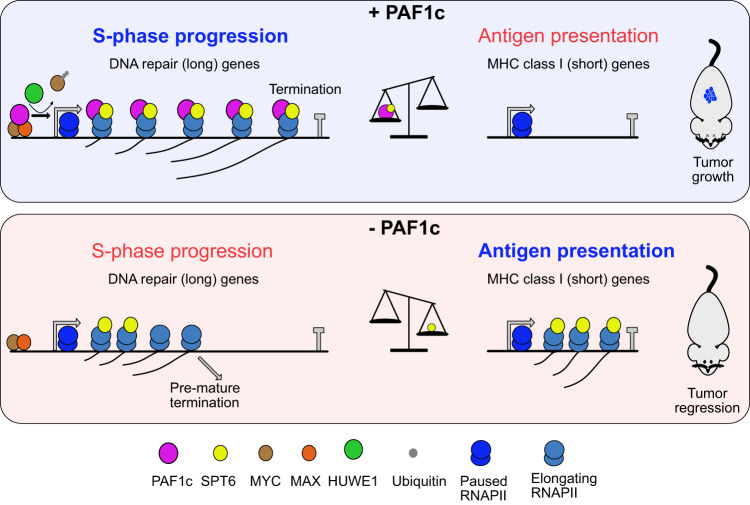
Model summarizing our findings. Model summarizing our findings. We propose that PAF1c acts downstream of MYC to enhance full-length transcription of long DNA repair genes while limiting the expression of short MHC class I genes. Interference with PAF1c function results in the redistribution of transcription elongation factors, including SPT6. This restores expression of short MHC class I genes and impairs the full-length transcription of long DNA repair genes. This change reshapes the tumor microenvironment, causing immune cell-dependent tumor regression and enabling long-term survival of PDAC-bearing mice.

## Discussion

Enhanced and deregulated expression of MYC has widespread effects on cell growth, metabolism, and cell proliferation, and many of these effects are mediated by binding of MYC to E-box sequences in promoters and subsequent regulation of downstream target genes^11^. This has led to the concept that oncogenic effects of MYC are mediated by the altered expression of a large set of target genes and that strategies to target MYC must block E-box dependent activation. However, many potentially oncogenic functions of MYC overlap with those of other oncogenes: for example, the effects of MYC on cell proliferation are similar to those of the RAS pathway with respect to induction of cyclin genes^55,56^ and to p53 loss with respect to repression of CDKN1A (P21CIP1) expression^57–59^. Similarly, the ability of MYC to promote the biosynthesis of metabolic precursors^60^ may be largely alleviated by KRAS-dependent macropinocytosis^61^. Consequently, the critical oncogenic functions of endogenous MYC in the presence of the KRAS and p53 mutations that drive the development of most human PDACs^1^ are less clear. Endogenous MYC is required in PDAC for progression through the S-phase of the cell cycle and for immune evasion of tumors^6,7,62^. At the same time, biochemical analyses show that the MYC protein participates in several different complexes, raising the question of which complexes are required to carry out both functions.

Here, we performed a focused siRNA screen searching for proteins that limit DNA damage during S phase of PDAC cells. This screen identified the RNAPII-associated complex PAF1c: while depletion of CTR9 or CDC73 had no significant effect on the occurrence of TRCs, depletion of several PAF1c subunits strongly enhanced the accumulation of double-strand breaks upon ATR inhibition arguing that PAF1c limits the DNA damage arising during S-phase. Activation of MYCER enhanced the DNA damage associated with CTR9 depletion and the dependence on multiple PAF1c subunits closely correlated with high MYC levels and high MYC target gene expression across multiple human cell lines, arguing that PDAC cells with high MYC levels are particularly dependent on PAF1c. At the same time, MYC binds directly to PAF1c and activation of MYC in osteosarcoma cells recruits PAF1c to its target promoters and, via PAF1c, promotes double-strand break repair at promoters^63^; we show here hat endogenous MYC in pancreatic carcinoma cells is required to recruit PAF1c to RNAPII. Collectively, the data reveal a PAF1-dependent genome protective function of MYC that is distinct from its regulation of canonical target genes.

A secondary siRNA screen of downstream mediators of PAF1c showed that BRE1 does not mediate the function of MYC and PAF1c in suppressing DNA damage during S-phase in KPC cells. Instead, the screen identified the HUWE1 ligase that transfers PAF1c from MYC to RNAPII^22^, and the transcription-related kinases CDK9 and CDK12 as critical for DNA damage upon ATR inhibition. This suggests that the canonical function of the PAF1c in RNAPII elongation^33^ is critical in KPC cells. Consistently, depletion of CTR9 decreased nascent transcription and RNAPII, SPT5 and SPT6 occupancy in the body of multiple long genes required for DNA repair and S-phase progression and downregulates these genes. Most likely, therefore, PAF1c depletion causes a critical decrease in the levels of proteins required to prevent accumulation of double-strand breaks during S-phase.

Depletion of the PAF1c subunit CTR9 in a PDAC transplant model demonstrated its critical role in the growth and maintenance of PDACs in vivo since many tumors undergo complete regression upon CTR9 depletion. Strikingly and in contrast to depletion of MYC, a subset of mice shows long-term survival even after doxycycline withdrawal, demonstrating that no tumor cells capable of initiating tumor regrowth remain. We have previously found that PDAC tumors that relapse after MYC depletion restore MYC function in part by downregulating the expression of the MXD family of MYC antagonists, arguing that, relative to MYC, CTR9 function is tumorigenesis is less easily bypassed by compensatory mechanisms^7^. CTR9 depletion in combination with ATR inhibition induces double-strand break formation in culture and in vivo, arguing that CTR9 prevents S phase-associated DNA damage. Surprisingly, while CTR9 depletion showed synergy with ATR inhibition in inducing DNA damage, there was no synergistic effect on survival. Instead, the survival benefit conferred by CTR9 depletion was entirely dependent on the host immune system and correlated with elevated mRNA levels of multiple MHC class I molecules. Repression of MHC class I genes by MYC^44^ and MYCN^43^ is consistently observed in multiple experimental models and indeed many MYC-driven tumors are immunologically “cold” tumors. Reflecting these tumor cell-intrinsic changes, depletion of CTR9 induced a specific increase in the number of T-cells and cDC1 dendritic cells, which present antigen to T-cells, and an activation of CD8-positive T-cells. On a molecular level, this correlated with a strong decrease in the expression of the checkpoint protein CTLA-4, which inhibits T-cell receptor signaling; previous work had shown that induction of MYC in tumor cells induces CTLA4 expression in T-cells in a model of hepatocellular carcinoma, and that CTLA4 increases during tumor progression a KRAS-driven PDAC model^53,54^.

Various types of nucleic acids such as single-stranded DNA, double-stranded RNA and R-loops, resulting from DNA damage and abnormal transcription, can be exported from the nucleus and activate innate immune signals and the TBK1 kinase via pattern recognition receptors located in the cytosol or endosomes^64,65^. Surprisingly, depletion of PAF1c subunits resulted in specific upregulation of MHC class I molecules in the absence of TBK1 activation, suggesting that there is a direct link between transcriptional elongation and immune evasion. Subsequent analyses showed that depletion of CTR9 releases RNAPII, SPT5 and, most clearly, SPT6 from the body of long genes, causing a global redistribution of the transcription machinery towards promoter-proximal regions. This correlates with an upregulation of expression of short genes, which includes MHC class I genes. Previous work has shown that MYC has widespread effects on multiple steps of RNAPII assembly, with effects on pause release and elongation predominating in several systems^12,66^. Our data suggest that MYC-dependent immune evasion is a direct consequence of its effects on transcriptional elongation. While several molecular mechanisms can account for these observations, we propose that long and short genes compete for components of the basal transcriptional machinery and that this competition is a central mechanism of MYC-dependent immune evasion. Since PAF1c, unlike most of the MYC protein, has a stably folded structure, our data suggest that small molecules targeting PAF1c may be found that specifically disrupt the immune evasive function of MYC while sparing its canonical functions in physiological cell growth.

## Methods

### Mouse experiments

All animal procedures were approved by the Regierung von Unterfranken under protocol numbers RUF 55.2–2532–2-1419 and RUF 55.2-2532-2-148. For orthotopic transplantation, mice (C57BL/6 J or NOD.Cg-*Rag1*^*tm1Mom*^ *Il2rg*^*tm1Wjl*^/SzJ (NRG), RRID:IMSR_JAX:007799) were anaesthetized, the spleen and the pancreas were externalized and 50,000 modified KPC cells were injected in 50 μL Matrigel/PBS (2:1) into the pancreatic tail. The mice were treated prophylactically with painkillers for three days. Luciferase activity was measured with an IVIS camera, first on day 7 after orthotopic transplantation. Doxycycline was administered to the mice in the diet, starting on day 7 after orthotopic transplantation. The administration of doxycycline was stopped after 12 weeks. The inhibitor AZD6738 (MCE) was dissolved in 10% DMSO, 40% propylene glycol and 50% water. The inhibitor was administered to mice orally by gavage once a day. After every 5 days, the administration was suspended for 2 days. The first dose was given on day 7 after orthotopic transplantation. In total, AZD6738 was administered over a period of 7 weeks (35 single doses). C57BL/6 J mice were ordered from Charles River, bred in-house, and 5–12 weeks old at the start of the experiment. NRG mice were ordered from Janvier-Labs and were 9 weeks old at the start of the experiment. Since KPC cells were established from a tumor of a male mouse, orthotopic transplantation experiments were performed using male mice to minimize the risk of immune rejection. Maximum tumor size/ burden was not exceeded. The health status of the mice was checked at least once a day. The general condition, the behavior of the animals, the body condition index, the visibility of the tumor and, in the NRG animals, the impairment due to the immunodeficiency status of the mice were evaluated. The overall condition was recorded using a scoring system, and the mice were sacrificed if there was an average burden over two days or if the average burden was exceeded.

### Flow cytometry analysis

Extracted tumors were mechanically disrupted and digested in a 500 µL mixture of 1 mg/mL collagenase A and D (Roche, #10103578001, #11088858001), trypsin inhibitor from glycine max (Sigma, #T6522) and 0.4 mg/mL DNase I (Roche, #10104159001) in PBS (Sigma, #D8537) first at 22 °C for 45 min and then at 37 °C for 15 min with 1000 rpm rotation in a thermo-mixer (Eppendorf). EDTA (Merck, #324504) was then added to a final concentration of 10 mmol/L, whereafter the cells were passed through a 70-µm mesh prior to immunostaining. Cells were stained with fixable viability dye eFluor780 (1:1000, eBioscience, #65-2860-40) for 15 min at 4 °C, blocked with anti-mouse TruStain FcX™ (1:50, Biolegend, #101319) for 5 min at 4 °C and stained for 30 min at 4 °C with combinations of the following fluorescently conjugated antibodies: anti-CD45 BV510 (30-F11, 1:300), anti-CD3e AF700 (500A2, 1:300), anti-PD-1/CD279 BV421 (29 F.1A12, 1:200), anti-CD11b PE (M1/70, 1:300), anti-CD11c AF647 (N418, 1:300), anti-CD4 BV650 or BV605 (GK1.5, 1:200), anti-CD8 FITC or PE (53-6.7, 1:200), anti-CTLA-4 PE (UC10-4B9, 1:200), anti-CD45R/B220 PE-Dazzle (RA3-6B2, 1:200), anti-Ly6G PerCP-Cy5.5 (1A8, 1:300), anti-Ly6C AF700 (HK1.4, 1:300), anti-F4/80 BV421 (BM8, 1:300), anti-Podoplanin APC (8.1.1, 1:300), anti-Ep-CAM BV421 (G8.8, 1:300), anti-E-Cadherin PE-Dazzle (DECMA-1, 1:200), anti-CTLA-4 PerCP-Cy5.5 (UC10-4B9, 1:200) all from BioLegend and CD31 PE-Cy7 (MEC13.3, 1:200) and CD44 SB645 (IM7, 1:200) both from eBioscience and anti-MHCII SB600 (M5/114.15.2, 1:200) and anti-PDGFRa SB702 (APA5, 1:200) both from ThermoFisher. Anti-CD206 BV650 (C068C2, 1:200) was added after surface staining was completed and after fixation-permeabilization using the FoxP3/Transcription Factor Fixation/Permeabilization Kit (eBioscience, #00–5523–00) and the manufacturer’s guidelines were followed. All flow cytometry was performed on an Attune NxT (Thermo Fisher) analyzer and offline analysis was performed with FlowJo software (Treestar, version 10.9).

For staining of MHC Class I proteins on the surface of the cells shown in Supplementary Fig. 6c, cells were trypsinized and washed twice with PBS. Cells were blocked using 2% FCS in PBS and 1 μg first antibody was added for 30 min at 4 °C per condition. Cells were washed twice using 2% FCS in PBS and secondary antibody was added in a 1:400 dilution for 30 min at room temperature. Cells were washed twice with 2% FCS in PBS. Measurement was performed using BD FACSCanto II flow cytometry and BD FACSDIVA software. The following primary antibodies were used: anti-H-2Db (Thermo Fisher Scientific Cat# MA5-17992, RRID:AB_2539376), anti-H-2Kb (Bio X Cell Cat# BE0172, RRID:AB_10949300).

For Annexin V/propidium iodide flow cytometry shown in Supplementary Fig. 3c, the supernatant of the respective condition was combined with the cells that were harvested by trypsinization and washed with cold PBS. The cell pellet was resuspended in 100 μL of 1× Annexin V binding buffer (10 mM HEPES (pH 7.4), 140 mM NaCl, and 2.5 mM CaCl2) with Annexin V/Pacific Blue dye. The cells were incubated for 15 min at room temperature in the dark. Subsequently, 400 μL of 1× binding buffer containing propidium iodide (54 μM) was added. The samples were stored in the cold and dark until analysis. Measurement was performed using BD FACSCanto II flow cytometry and BD FACSDIVA software.

### Immunohistochemistry

For immunohistochemical analysis, samples were embedded in paraffin and sectioned at 6 μm using a microtome (Leica). Sections were deparaffinized, rehydrated and subjected to high-temperature antigen retrieval at pH 6 for all stains except for pKAP1 at pH 9. Detection of primary antibodies was performed using peroxidase-coupled appropriate secondary antibodies. Sections were counterstained with hematoxylin. Staining was imaged using a Pannoramic DESK scanner and analysed using QuPath^67^. Due to the shape of macrophages (Supplementary Fig. 6), proper cell detection was not possible and mean intensity was used for the analysis. For histology, the following antibodies were used: anti-CD3 (Abcam Cat# ab16669, RRID:AB_443425, 1:100), anti-CD4 (Thermo Fisher Scientific Cat# 14-9766-82, RRID:AB_2573008, 1:100), anti-CD8 (Lab Vision Cat# RB-9009-P1, RRID:AB_149750, 1:100), anti-F4/80 (Abcam Cat# ab6640, RRID:AB_1140040, 1:1,000), anti-CD45R/B220 (BD Biosciences Cat# 550286, RRID:AB_393581, 1:50), anti-KAP1 phospho-S824 (Abcam Cat# ab70369, RRID:AB_1209417, 1:500), anti-γ-H2AX (Abcam Cat# ab2893, RRID:AB_303388, 1:1,000).

### Cell culture

HEK293TN (RRID: CVCL_UL49), PA-TU-8988T, Panc-1, U20S (RRID: CVCL_0042), and KPC cells were cultured in DMEM (Sigma-Aldrich) supplemented with 10% FCS (Biochrom and Sigma-Aldrich) and 1% penicillin-streptomycin (Sigma-Aldrich). KPC cells were provided by Jens Sieveke^7,68^. P53-mutant and p16ink4a(Cdkn2a)-deficient murine PDAC cell lines were provided by Dieter Saur. Panc-1 and PA-TU-8988T human PDAC cell lines were provided by Mathias Rosenfeldt. HEK293TN and U2OS cells were obtained from ATCC. Cells were regularly tested negative for mycoplasma contamination using standard methods (Arbeitsgemeinschaft Gentechnik, AM029).

### Live-cell imaging

KPC cells harboring shRNA targeting *CTR9* were seeded in a 24-well plate (Greiner), after the indicated treatments, cellular proliferation was assessed using the Incucyte SX5, with 9 fields analyzed every 8 h using the 10x objective.

### Chemicals

AZD6738 (ATRi) was purchased from MedChemExpress. For other compounds shown in Fig. 2e, suppliers and respective concentrations used are shown in Supplementary Data 2.

### Lentiviral infection and siRNA transfection

psPAX2 (Addgene 12260) and pMD2.G (Addgene 12259) lentiviral packaging plasmids were used to generate stable cell lines. HEK293 cells were used for lentiviral production. Cell-free virus-containing supernatants were used for infections. shRNAs against CTR9, CDC73 and RTF1 were selected as previously described^69^ and lentivirally transduced into the cell genome. KPC cells were infected with lentiviral supernatants in the presence of 4 μg/ml polybrene for 24 h. Cells were selected with puromycin 2 μg/ml for 2 days. KPC cells harboring shMYC were used as described before^7^. siRNA transfection was performed using RNAiMAX reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol following the reverse transfection method.

### Immunoblotting

Cells were lysed using RIPA buffer (50 mM HEPES, 140 mM NaCl, 1 mM EDTA; 1% Triton X-100, 0.1% sodium deoxycholate and 0.1% SDS) containing protease and phosphatase inhibitor cocktails (Sigma-Aldrich). Lysates were cleared by centrifugation and bicinchoninic acid assay was used to determine protein concentration. Protein samples were separated on Bis-Tris gels and transferred to a polyvinylidene fluoride membrane (Millipore). Protein expression was analyzed by immunoblotting using the indicated primary antibodies. Membranes were scanned and analyzed using LAS 4000 mini-imaging system (Fuji). Vinculin or beta-actin was used as a loading control. The following primary antibodies were used: anti-MYC (Abcam Cat# ab32072, RRID:AB_731658, 1:5000), anti-CTR9 (Bethyl Cat# A301-395A, RRID:AB_960973, 1:1000), anti-CDC73 (Cell Signaling Technology Cat# 3644, RRID:AB_2078386, 1:1000), anti-RTF1 (Bethyl Cat# A300-179A, RRID:AB_2185963, 1:1000), anti-vinculin (Sigma-Aldrich Cat# V9131, RRID:AB_477629, 1:5000), anti-actin-beta (Sigma-Aldrich Cat# A5441, RRID:AB_476744, 1:5000), anti-KAP1 phospho-S824 (Abcam Cat# ab70369, RRID:AB_1209417, 1:5000), anti-KAP1 (Bethyl Cat# A300-274A (also A300-274A-M, A300-274A-T), RRID:AB_185559, 1:1000), anti-TBK1 phospho-S172 (Cell Signaling Technology Cat# 5483, RRID:AB_10693472, 1:1000), anti-TBK1 (Cell Signaling Technology Cat# 3504, RRID:AB_2255663, 1:1000), anti- NIPBL (Santa Cruz Biotechnology Cat# sc-374625, RRID:AB_10989775, 1:1000), anti-MRE11 (Abcam Cat# ab208020, RRID:AB_2814655, 1:1000), anti-CHK1 (phosphoSer345) (Cell Signaling Technology Cat# 2348, RRID:AB_331212, 1:1000), anti-RAD50 (Abcam Cat# ab208019, 1:1000), anti-ATR (Thermo Fisher Scientific Cat# A300-138A, RRID:AB_2063318, 1:1000), anti-CHK1 (Santa Cruz Biotechnology Cat# sc-7898, RRID:AB_2229488, 1:1000), anti-FANCD2 (Abcam Cat# ab108928, RRID:AB_10862535, 1:1000), anti-HUWE1 (Abcam Cat# ab70161, RRID:AB_1209511, 1:1000), anti-RNF20 (Cell Signaling Technology Cat# 11974, RRID:AB_2797786, 1:1000), anti-Ubiquityl-Histone H2B (Lys120) (Cell Signaling Technology Cat# 5546, RRID:AB_10693452, 1:1000), anti-histone H2B (Abcam Cat# ab1790, RRID:AB_302612, 1:1000). Depending on the primary antibody, either ECL anti-mouse IgG horseradish peroxidase (GENA931-1ML) or ECL anti-rabbit IgG horseradish peroxidase (GENA934-1ML) from Sigma-Aldrich were used as secondary antibodies at 1:5000 dilution.

### Immunofluorescence staining

Cells were plated in 96-well plates (Perkin Elmer). For EdU pulse experiments in Fig. 1b or siRNA screen in Fig. 2a–c, cells were treated with 10 mM EdU (Jena Bioscience) for 30 min. Fixation was performed with 4% methanol-free PFA (Science Ser- vices) for 10 min at RT. Permeabilization was carried out with 0.5% w/v Triton X-100/PBS for 15 min at RT. Blocking was performed with 5% w/v BSA/PBS for 1 h at RT. For EdU pulse experiments, newly synthesized DNA was visualized by copper(I)-catalyzed azide-alkyne cycloaddition (100 mM Tris pH 8.5, 4 mM CuSO4, 10 mM AFDye 647 Azide (Jena Bioscience), 10 mM L-ascorbic acid). The cells were then incubated with the primary antibodies in blocking buffer overnight at 4 °C. After washing, cells were incubated with appropriate fluorophore-conjugated secondary antibody for 1 h at RT. Counterstaining for nuclei detection was performed by 2.5 mg/ml Hoechst 33342 (Sigma-Aldrich) for 10 min at RT. Images were acquired with an Operetta CLS High-Content Imaging System at 20×, 40× or 63× magnification using a water immersion objective. Images were processed and analyzed using Harmony High Content Imaging and Analysis Software (PerkinElmer) and R. The following primary antibodies were used: anti-KAP1 phospho-S824 (Abcam Cat# ab70369, RRID:AB_1209417, 1:600) and anti-Phospho-Histone H2A.X Ser139 (Cell Signaling Technology Cat# 2577, RRID:AB_2118010, 1:500). The following secondary antibodies were used: Alexa Fluor® 647 Goat anti-rabbit IgG (H + L) (Thermo Fisher Scientific Cat# A-21244, RRID:AB_2535812, 1:400) and Alexa Fluor® 488 Goat anti-rabbit IgG (H + L) (Thermo Fisher Scientific Cat# A-11008 (also A11008), RRID:AB_143165, 1:400).

### siRNA screen

RNAi cherry-pick library (SMARTpool, Horizon Discovery) was diluted according to the manufacturer’s instructions. KPC cells were seeded and transfected at the same time in 96-well plates (PerkinElmer) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions following reverse transfection method at a final concentration of 25 nM siRNA per well. Fixation was performed 48 h after transfection. EdU pulse and staining were performed as described in immunofluorescence staining. The percentage of positive cells was used to calculate the z-score, where *z* = (*x*-*µ*)/*σ* (*x* is the percentage of positive cells in a certain well, *µ* is the percentage of positive cells in all wells and *σ* is the standard deviation across all wells). *Z*-score was calculated to rank candidates according to their effect on increasing/decreasing the percentage of positive cells. *P* values were calculated using unpaired *t*-test, two-sided for “EdU incorporation” and one-sided *t*-test for “-ATRi” and “+ATRi” readouts, with the likelihood of siRNA targeting a candidate to increase the percentage of pKAP1 positive cells than siNTC. *P* < 0.05 was used for considering a positive hit, except for “+ATRi” *P* < 0.15 was used. Raw data of the siRNA screen are presented in Supplementary Data 1.

### Proximity ligation assay

KPC cells expressing doxycycline-inducible shRNA targeting *MYC* were seeded in a 384-well format (PerkinElmer). Where indicated, cells were treated with doxycycline (1 mg/ml, 48 h) or equivalent amounts of ethanol. For the experiment in Fig. 1e, ice-cold methanol was used for fixation and permeabilization for 20 min at −20 °C. For the experiment in Fig. 3a, fixation and permeabilization was performed as mentioned in immunofluorescence staining. Cells were incubated with the indicated mouse and rabbit antibodies in blocking buffer overnight at 4 C. Cells were incubated with plus (Sigma-Aldrich, DUO92002) and minus (Sigma-Aldrich, DUO92004) probes directed against rabbit and mouse antibodies, respectively, for 1 h at 37 C. Washing with PLA Wash buffer A (Sigma-Aldrich) was followed by ligation for 30 min at 37 C. After washing with PLA Wash buffer A, in situ PCR amplification was then performed using Alexa 495 (Sigma-Aldrich, DUO92014) or 644 (Sigma-Aldrich, DUO92013) conjugated oligonucleotides for 2 h at 37 C. Samples were counterstained with Hoechst 33342 (Thermo Fisher Scientific). Images were acquired using the Operetta CLS High-Content Analysis System at 40x magnification (PerkinElmer), processed and analyzed using Harmony High-Content Imaging and Analysis Software (PerkinElmer) and Prism v8.2.1. For Fig. 3a, background spots with low intensity were discarded from the analysis. The following primary antibodies were used: anti-total RNAPII (Santa Cruz Biotechnology Cat# sc-55492, RRID:AB_630203, 1:1500), anti-PCNA (Abcam Cat# ab92552, RRID:AB_10561973, 1:1500), anti-RAD9 (Thermo Fisher Scientific Cat# PA5-21275, RRID:AB_11152972, 1:500), anti-RNAPII phospho Ser5 (BioLegend Cat# 904001, RRID:AB_2565036, 1:500), anti-CTR9 (Novus Cat# NB100-68205, RRID:AB_1108024, 1:500).

### RNA extraction and real-time quantitative PCR (RT–qPCR)

Total RNA was isolated using peqGOLD TriFast (PeqLab). Reverse transcription was performed using 1–2 µg RNA template, random primers, dNTPs, MLV buffer and MLV reverse transcriptase. cDNA was then used for quantitative PCR (qPCR) using the appropriate primers and PowerUP SYBR Green Master Mix (Thermo Fisher Scientific). For mRNA qPCRs, all conditions were normalized to the corresponding mRNA of the gene *Vcl*. All primer sequences are shown in Supplementary Data 3.

### RNA sequencing

KPC cells expressing doxycycline-inducible shRNA targeting CTR9, CDC73, MYC or luciferase as a control were incubated with doxycycline (1 mg/ml) for 48 h. RNA was isolated using peqGOLD TriFast (PeqLab). Total RNA was extracted using the miRNeasy kit (QIAGEN) including on-column DNase I digestion. mRNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) and library preparation was performed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina according to the instructions. Libraries were size selected using Agentcourt AMPure XP Beads (Beckman Coulter), followed by amplification with 11 cycles of PCR.

### Chromatin-based high-throughput sequencing

ChIP and ChIP-Rx (ChIP-sequencing) with spike-in normalization were performed as previously described^22^, with the slight modification of using sonication (20 min, 25% amplitude, 10 s on, 30 s off) to fragment the DNA prior to immunoprecipitation. CUT&RUN followed by sequencing was based on ref. ^70^ When specified, 10% U2OS cells were added as spike-in. The following primary antibodies were used for ChIP (3 µg) or ChIP-sequencing (15 µg): anti-RNAPII (Santa Cruz Biotechnology Cat# sc-17798, RRID:AB_677355), anti-SPT6 (Novus Cat# NB100-2582, RRID:AB_2196402, 1.5 µg for ChIP and 10 µg for ChIP-sequencing), anti-SPT5 (Santa Cruz Biotechnology Cat# sc-133217, RRID:AB_2196394), anti-RTF1 (Bethyl Cat# A300-179A, RRID:AB_2185963), anti-RNAPII phosphor-Ser2 (Abcam Cat# ab5095, RRID:AB_304749), anti- RNAPII phosphor-Ser5 (BioLegend Cat# 904001, RRID:AB_2565036), anti-SPT4 (Cell Signaling Technology Cat# 64828, RRID:AB_2756442, 1.5 µg for ChIP), anti-CTR9 (Bethyl Cat# A301-395A, RRID:AB_960973). All libraries were sequenced on the NextSeq2000 Illumina platform, paired-end sequencing with 60 cycles for read1 and 60 cycles for read2, except for BLISS libraries that were sequenced on NextSeq2000, single-read sequencing with 101 cycles for read1.

### BLISS

BLISS was performed as described in ref. ^22^. Cells were fixed with 3.7% v/v paraformaldehyde and washed with PBS. Lysis was performed by incubation in lysis buffer 1 (10 mM Tris-HCl, 10 mM NaCl, 1 mM EDTA, 0.2% Triton X-100, pH 8) for 1 h at 4 C, followed by a brief rinse in PBS and incubation in lysis buffer 2 (10 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 0.3% SDS, pH 8) for 1 h at 37 C. After rinsing in PBS, cells were equilibrated in CutSmart buffer (New England Biolabs) before double-strand breaks were blunted using the Quick Blunting Kit (New England Biolabs) according to the manufacturer’s protocol. After PBS rinse and before blunting, AsiSi (New England Biolabs) digestion was performed according to the manufacturer’s instructions. Sense and antisense adaptor oligos were annealed by heating at 95 °C for 5 minutes, followed by a gradual cooling to 25 °C over a period of 45 min. Following equilibration in CutSmart buffer (New England Biolabs) and T4 Ligase buffer (New England Biolabs), annealed adapters were applied to samples and ligated with T4 DNA Ligase (New England Biolabs) for 16 h at 16 °C according to the manufacturer’s recommendations. Excess adapters were removed by repeated rinses in high salt wash buffer (10 mM Tris-HCl, 2 M NaCl, 2 mM EDTA, 0.5% Triton X-100, pH 8). Genomic DNA was extracted in DNA extraction buffer (1% SDS, 100 mM NaCl, 50 mM EDTA, 10 mM Tris-HCl, pH 8) supplemented with Proteinase K (1 mg/ml, Roth) for 16 h in a thermoshaker at 55 °C. DNA was isolated by phenol-chloroform extraction and isopropanol precipitation, resuspended in TE buffer and sonicated with a Covaris Focused Ultrasonicator M220 for 1 to 2 min to obtain a fragment size of 300–500 bp. Fragment size was determined on the Fragment Analyzer (Agilent) using the NGS Fragment High Sensitivity Analysis Kit (1–6000 bp; Agilent). DNA was concentrated using Agencourt AMPure XP Beads (Beckman Coulter), transcribed into RNA, and DNA digested using the MEGAscript T7 Transcription Kit (Thermo Fischer Scientific) according to the manufacturer’s recommendations. RNA purification was performed using Agencourt RNAClean XP Beads (Beckman Coulter). RNA concentration was determined on the Fragment Analyzer (Agilent) using the Standard Sensitivity RNA Analysis Kit (Agilent). Library preparation was performed by ligation of the RA3 adaptor to samples using T4 RNA Ligase 2 (New England Biolabs) supplemented with recombinant ribonuclease inhibitor (Thermo Fischer Scientific). Samples were reverse transcribed using SuperScript III Reverse Transcriptase Kit (Thermo Fisher Scientific), and library indexing and amplification were performed using NEBNext High-Fidelity 2X PCR Master Mix (New England Biolabs) with RP1- and desired RPI-primer. Libraries were purified using Agentcourt AMPure XP Beads (Beckman Coulter), quality, quantity, and fragment size assessed on the Fragment Analyzer (Agilent) using the NGS Fragment High Sensitivity Analysis Kit (1–6000 bp; Agilent), and then subjected to Illumina sequencing according to the manufacturer’s instructions. Adapters and oligos were custom synthesized, and unique molecular identifiers (UMIs) were generated by random incorporation of the four standard dNTPs using the ‘Machine mixing’ option.

### 4sU sequencing

4sU sequencing were performed as previously described^21^. Subconfluent cells were treated as described. During the last 15 min of treatment, cells were incubated with 2 mM 4-thiouridine (4sU; Sigma-Aldrich) before lysis with QIAzol reagent (QIAGEN). Total RNA extraction was performed using the miRNeasy kit (QIAGEN) with on-column DNase digestion, and RNA quantity and quality were assessed using a Nanodrop spectrophotometer and a Fragment Analyzer (Thermo Fisher Scientific), respectively. 20–40 µg of RNA with RQN values greater than 9 was then biotinylated by adding EZ-Link Biotin-HPDP (Pierce) in 0.2 mg/ml dimethylformamide and biotin labeling buffer (10 mM Tris pH 7.4, 1 mM EDTA) and incubating for 2 h at RT with rotation. Biotinylated RNA was then purified by chloroform isoamyl alcohol extraction in MaXtract high-density tubes (QIAGEN). The upper aqueous phase was collected and 1/10 volume of 5 M NaCl and an equal volume of isopropanol were added. All samples were centrifuged at 20,000 g for 20 min at 4 °C, the RNA pellets were washed with 75% ethanol and centrifuged at 20,000 g for 10 min at 4 °C. After drying, the pellets were resuspended in nuclease-free water. Biotinylated RNA samples were then eluted using Dynabeads MyOne Streptavidin T1 beads (Invitrogen) in Dynabeads Wash Buffer (2 M NaCl, 10 mM Tris pH 7.5, 1 mM EDTA, 0.1% v/v Tween 20) for 15 min at RT with rotation. After stringent washing, 4sU-labeled RNA was eluted from the beads with 100 ml of freshly prepared 100 mM DTT in nuclease-free water and purified using the RNeasy MinElute Kit (QIAGEN). Samples were quantified using the RiboGreen Assay (Invitrogen), and 5–20 ng RNA was used for cDNA library preparation by first depleting rRNA using the NEBNext rRNA Depletion Kit (Human/Mouse/Rat) (New England Biolabs) and then the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs). cDNA libraries were amplified using appropriate multiplexed index primers in 11–14 cycle PCR, depending on the amount of RNA input.

### Bioinformatical analysis and statistics

ChIP-sequenced libraries were mapped separately to mouse mm10 genome and human hg19 (spike-in) using Bowtie 2 v2.3.4.1^71^ with default parameters. ChIP-Rx spike-in normalization was performed by calculating spike-in normalization factor, by dividing the number of mapped reads from the spike-in of the smallest sample by the number of mapped reads from the spike-in of each sample. For each sample, this factor was multiplied by the number of reads that mapped to the mouse genome. Samtools^72^ was used to manipulate the bam files (indexing and subsampling). To visualize read alignments on the Integrated Genome Browser v9.1.10, BAM files were converted to bigwig files using deepTools v3.5.1 with no further normalization and a bin size of 10 bases. Heat map (Supplementary Fig. 4c) was generated by applying the computeMatrix operation to all expressed genes (at least 10 reads mapped per gene based on mRNA-sequencing) followed by plotHeatMap function in deepTools. Heat maps (Fig. 5e, Supplementary Fig. 7a) were generated using bamCompare function first followed by plotHeatMap in Deptools.

CUT&RUN libraries were mapped to the mouse mm10 genome using default parameters using Bowtie 2 v2.3.4.1. Samples were read-normalized with the number of reads in the smallest sample. BAM files were converted to bigwig files using deepTools with no further normalization and a bin size of 10 bases. Metagene plot (Fig. 3c) was generated by applying the computeMatrix operation to all expressed genes (Centered around TSS) followed by plotProfile function in deepTools.

For mRNA-seq, reads were mapped to mm10 using Bowtie 2 v2.3.4.1 then samples were normalized to the number of mapped reads in the smallest sample. Reads per gene were counted using the featureCounts function from the R package Rsubread. Non- and low-expressed genes were removed with less than 5 reads per gene. Differentially expressed genes relative to control cells expressing shRNA targeting luciferase, were retrieved using edgeR and *P* values were adjusted for multiple testing using the Benjamini–Höchberg procedure. Gene set enrichment analysis^73^ was done with the Hallmark or the C5 (ontology gene sets) databases from MSigDB^74^. GO terms were identified using GOstats and enrichR packages in R^75^. For the table in Fig. 3e, threshold of log2FC of <−1 was set for the GO term search. In Supplementary Fig. 5b, differential gene expression was calculated based on reads mapping only to the second half of the gene. In Supplementary Fig. 5d, down-regulated genes in the DNA repair GO term (GO-0006281) were selected based on a log_2_FC < 0 and FDR < 0.05.

For BLISS, samples were demultiplexed based on their condition-specific barcodes using UMI-tools v1.0.1^76^, allowing for one mismatch in the barcode, and mapped to the mouse reference genome (mm10) using Bowtie2 v2.3.4.1. For normalization, AsiSI-specific restriction sites were generated by in silico digestion of the mm10 genome, followed by counting deduplicated reads in AsiSI-specific restriction sites using countBamInGRanges from the R package exomeCopy. The sample with the lowest number of AsiSI-specific reads was divided by the number of corresponding reads from each sample. The resulting ratio was multiplied by the total number of deduplicated reads, and samples were then randomly subsampled to the calculated number of reads. For Supplementary Fig. 1b, AsiSI-normalized mapped reads were annotated to the respective described genomic region using ChIPseeker v1.34.1 in R v4.2.2.

For the analysis of the 4sU sequencing experiment, reads were mapped to the mouse reference genome (mm10) with Bowtie 2 v2.3.4.1. Reads mapping to exons and regions in the ENCODE Blacklist^77^ were removed from BAM files using bedtools v2.26.0. Samples were then normalized by the bamCoverage function in deepTools using counts per million mapped reads, and then bigwig files were generated. For the metagene quartile plots in Fig. 3g and Supplementary Fig. 7b, expressed genes were stratified based on their length from quartile 1 (shortest) to quartile 4 (longest), where each quartile consists of 2091 genes, except quartile 4 with 2092 genes. Since only intronic 4sU reads were considered; thus, genes shorter than 10 kb were excluded from the analysis, as very short genes have a very low number of reads after filtering for exons.

The data shown in Supplementary Fig. 3f, g were generated using R and data were obtained from two databases: CRISPR (DepMap Public 23Q2 + Score, Chronos) and OmicsExpressionProteinCodingGenesTPMLogp1. The CRISPR database contains gene dependency values for each cell line, while the OmicsExpressionProteinCodingGenesTPMLogp1 database stores gene expression profiles for each cell line. Both datasets were obtained from DepMap^32^. The axes labels are defined by DepMap^32^. Data filtering was performed exclusively for pancreatic carcinoma cell lines.

For statistical analysis, the statistical tests for the results shown in each panel are described in the figure legends. All statistical analyses were performed using either Prism 9.5.1 or R v4.2.2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

ChIP-Rx, BLISS and RNA sequencing data are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE228800, including GSE228795 and GSE243703 (ChIP-seq/CUT&RUN), GSE228797 (RNA-seq), GSE228799 (BLISS) and GSE243701 (4sU-seq). The mm10 (GRCm38) and hg19 (GRCh37.p13) reference genomes are available at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/ and https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.25/, respectively. The mm10 blacklisted regions are available at https://www.encodeproject.org/files/ENCFF543DDX/. Source data are provided with this paper. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: PAF1c links S-phase progression to immune evasion and MYC function in pancreatic carcinoma
**Source:** Nat Commun. 2024 Feb 16;15:1446. doi: 10.1038/s41467-024-45760-8

Supplementary Figure 1

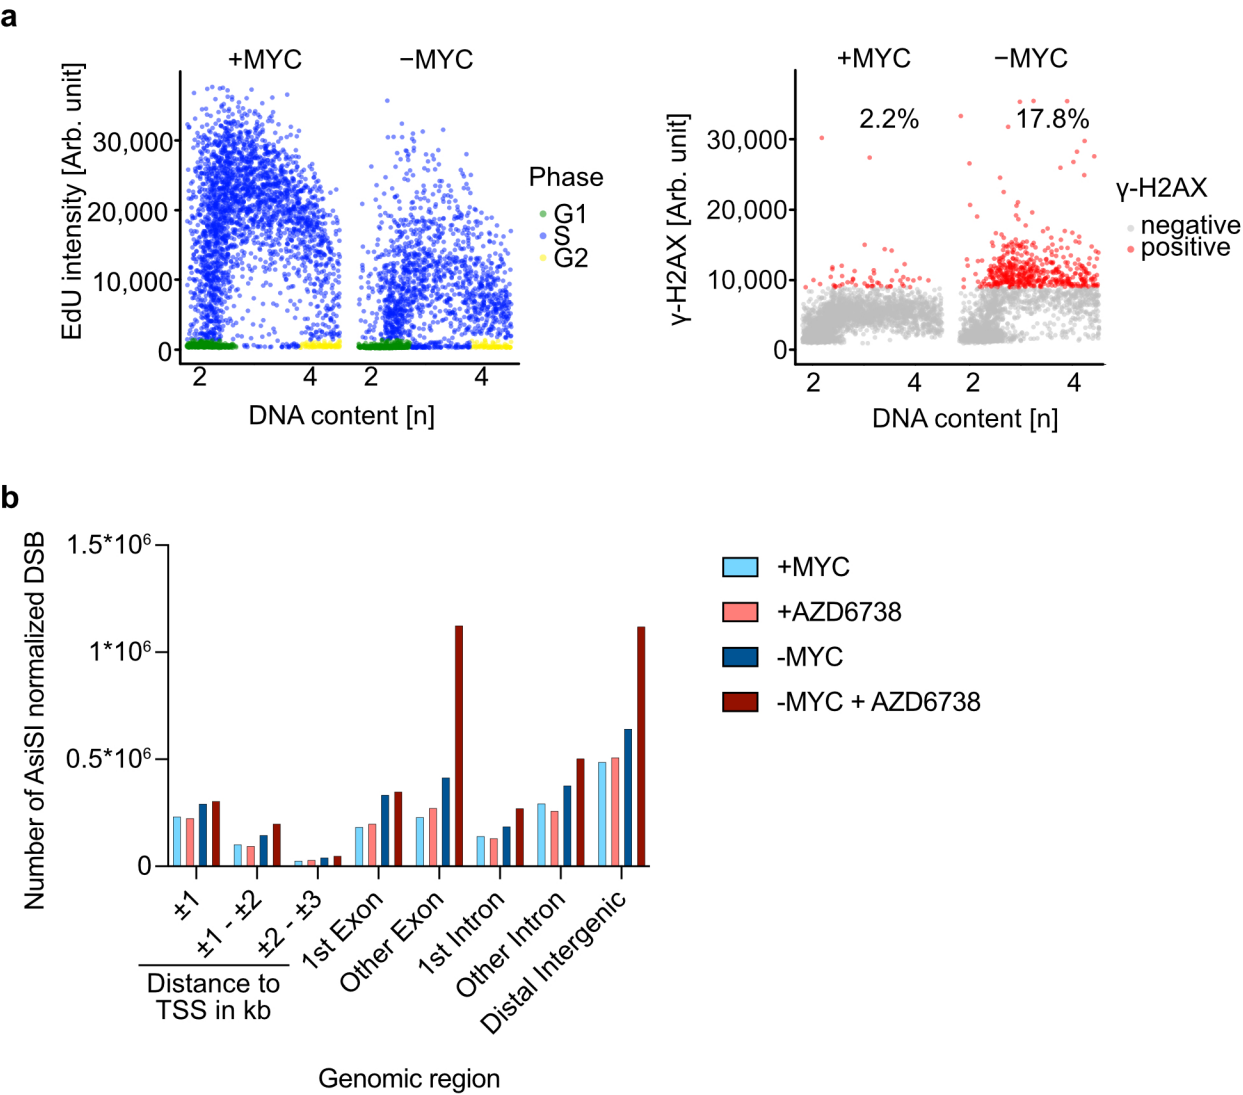

Supplementary Figure 1. Characterization of MYC depletion.

a. Quantitative image-based cytometry showing DNA content on the x-axis and y-axis measuring EdU incorporation. Left panel shows gates for different cell cycle phases, right panel shows the threshold for considering γ -H2AX positive cells. These plots are related to the experiment shown in Figure 1b-d (n=3 independent experiments).

b. Bar plot showing the number of AsiSI-normalized reads, quantifying double-strand breaks at the indicated genomic regions. For this plot, data from the three biological replicates were pooled.

Source data are provided as a Source Data file.

Supplementary Figure 2

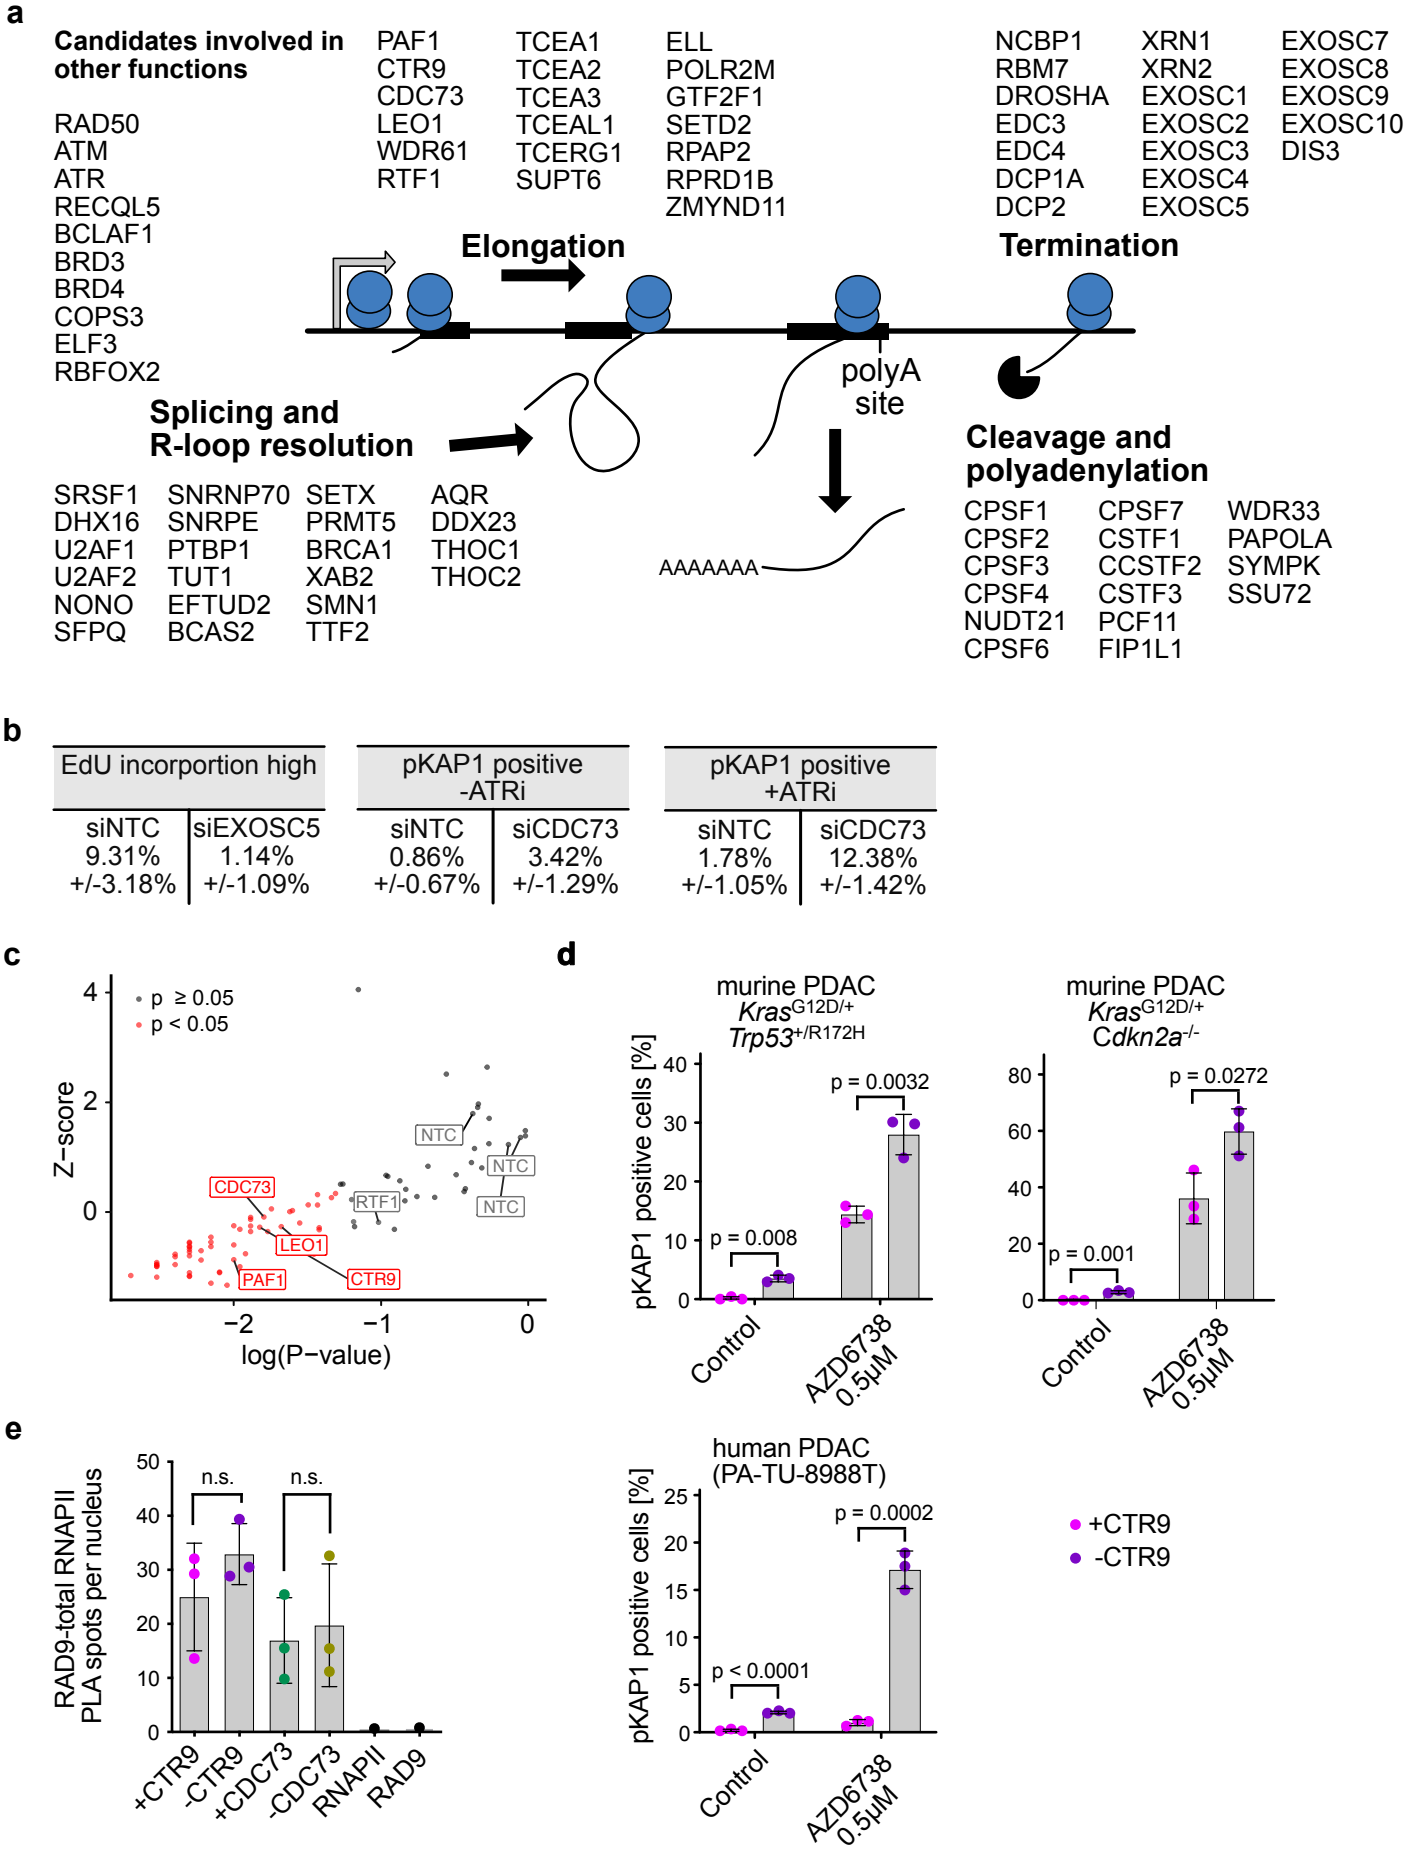

Supplementary Figure 2. Focused siRNA screen of genes involved in S-phase progression.

a. Scheme illustrating siRNA targets and their function.

b. Quantification of data shown in Fig. 2a. The mean value and the standard deviation are shown (n=3 independent experiments, except for "+ ATRi", n=2).

c. Scatter plot illustrating hits from the "EdU incorporation" read-out. Each dot represents an siRNA. Z-score was calculated based on the number of EdU-high cells. P values were calculated using unpaired t-test, two-sided. Hits with P value <0.05 are colored in red. Labeled are siRNAs targeting the components of the PAF1c and non-targeting control (NTC) (n=3 independent experiments; unpaired two-sided t-test).

d. Bar plots documenting percentage of pKAP1 positive cells in p53-mutant (top left) or p16ink4a- deficient (top right) murine PDAC cells as well as PA-TU-8988T (bottom) human PDAC cells. Murine PDAC cell lines express doxycycline-inducible shCTR9. PA-TU-8988T cells were transfected with siRNAs targeting CTR9. Treatment with AZD6738 (0.5 μ M) was for 72h. Data are presented as mean $\pm$ s.d. (n=3 independent experiments; unpaired two-sided t-test).

e. Bar plots quantifying the number of nuclear PLA foci between RAD9 and total RNAPII. Data are presented as mean $\pm$ s.d. (n=3 independent experiments; unpaired two-sided t-test).

Source data are provided as a Source Data file.

Supplementary Figure 3

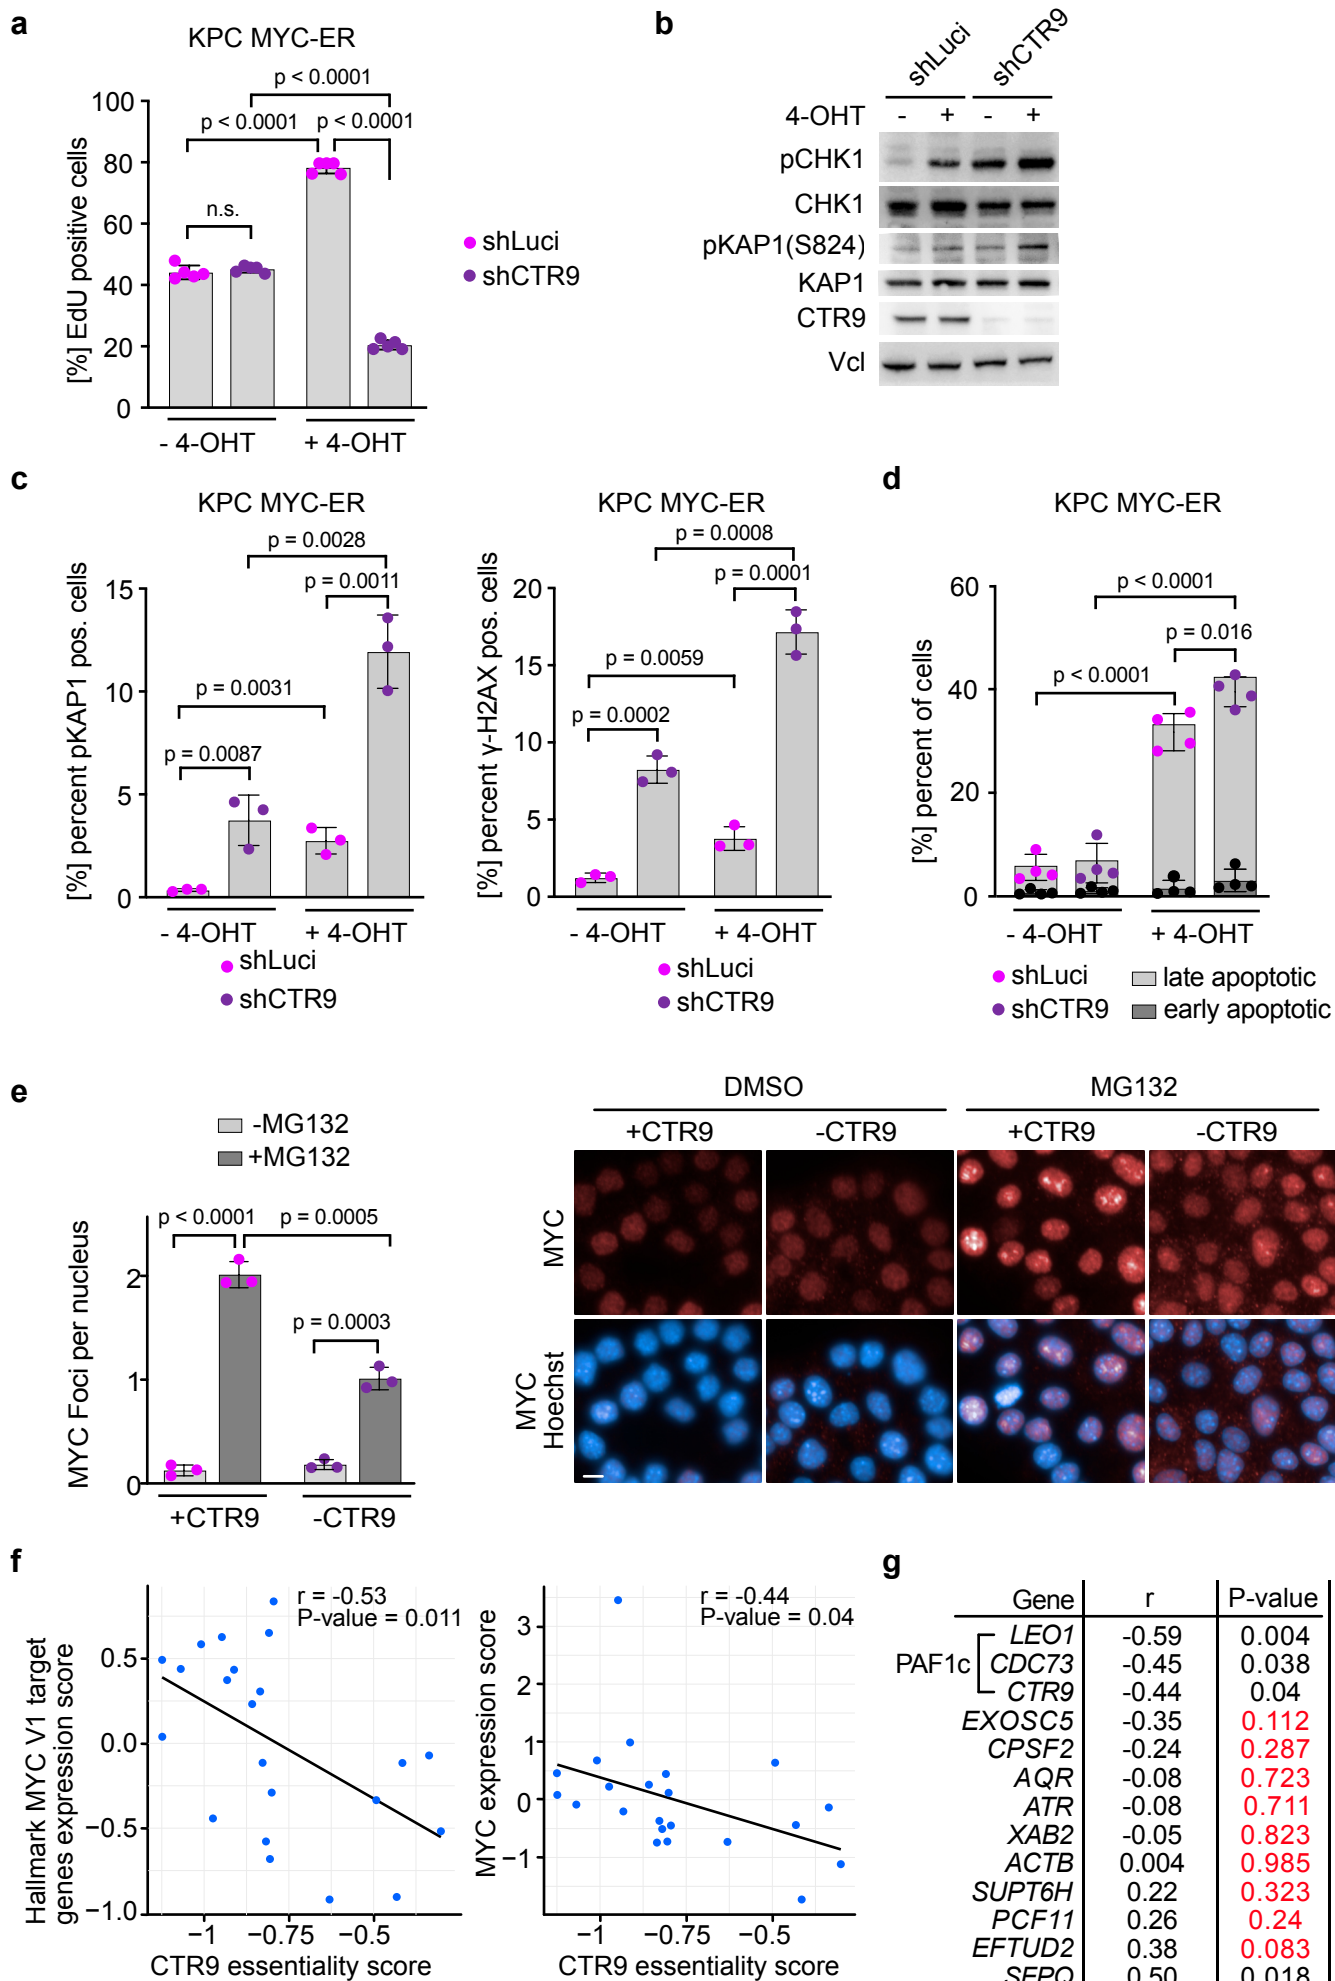

Supplementary Figure 3. MYC activation enhances the dependence on PAF1c.

a. Quantification of EdU positive cells in KPC MYC-ER cells expressing shRNA targeting CTR9. Where indicated, MYCER was activated by adding 4-hydroxytamoxifen (4-OHT; 200nM) for 24 h. Doxycycline was added for 48h, EdU was added 20 minutes before fixation. Data are presented as mean $\pm$ s.d. (n=5 independent experiments; unpaired two-sided t-test).

b. Immunoblot of the indicated proteins and phosphoproteins in KPC-MYCER cells documenting their levels upon CTR9 depletion and MYC activation. CTR9 depletion was induced by doxycycline addition for 72h and MYC activation was induced by the addition of 4-OHT for 24h (pCHK1: n=2 independent experiments; pKAP1: n=4 independent experiments).

c. Bar plots documenting percentage of pKAP1- (left) and γ H2Ax-positive (right) cells under the experimental conditions as in (b). Data are presented as mean $\pm$ s.d. (n=3 independent experiments; unpaired two-sided t-test).

d. Annexin V/propidium iodide (PI) flow cytometry analysis measuring early (Annexin V+/propidium iodide-) and late (Annexin V+/propidium iodide+) apoptosis. shRNA expression was induced by doxycycline and, where indicated, MYCER was activated by the addition of 4-OHT, respectively, for 48 hours. Data are presented as mean $\pm$ s.d. (n=4 independent experiments; unpaired two-sided t-test).

e. Quantification of MYC multimers (foci). Nuclei were stained with Hoechst. CTR9 depletion was induced by doxycycline addition for 48h and MG132 (20 μ M) for 4h before fixation as indicated. Data are presented as mean $\pm$ s.d. (n=3 independent experiments; unpaired two-sided t-test). Representative immunofluorescence pictures are shown on the right.

f. Correlation between Hallmark MYC target gene V1 (left) or MYC (right) expression scores and the essentiality score of CTR9. A lower essentiality score means that a gene is more likely to be dependent in a given cell line. Each graph includes the corresponding Pearson correlation coefficient and p-value for the regression analysis, in multiple pancreatic carcinoma cell lines.

g. Table showing Pearson correlation coefficient and p-value between MYC expression score and the dependency on the indicated genes in multiple human pancreatic carcinoma cell lines. Non-significant p-values are indicated in red.

Source data are provided as a Source Data file.

Supplementary Figure 4

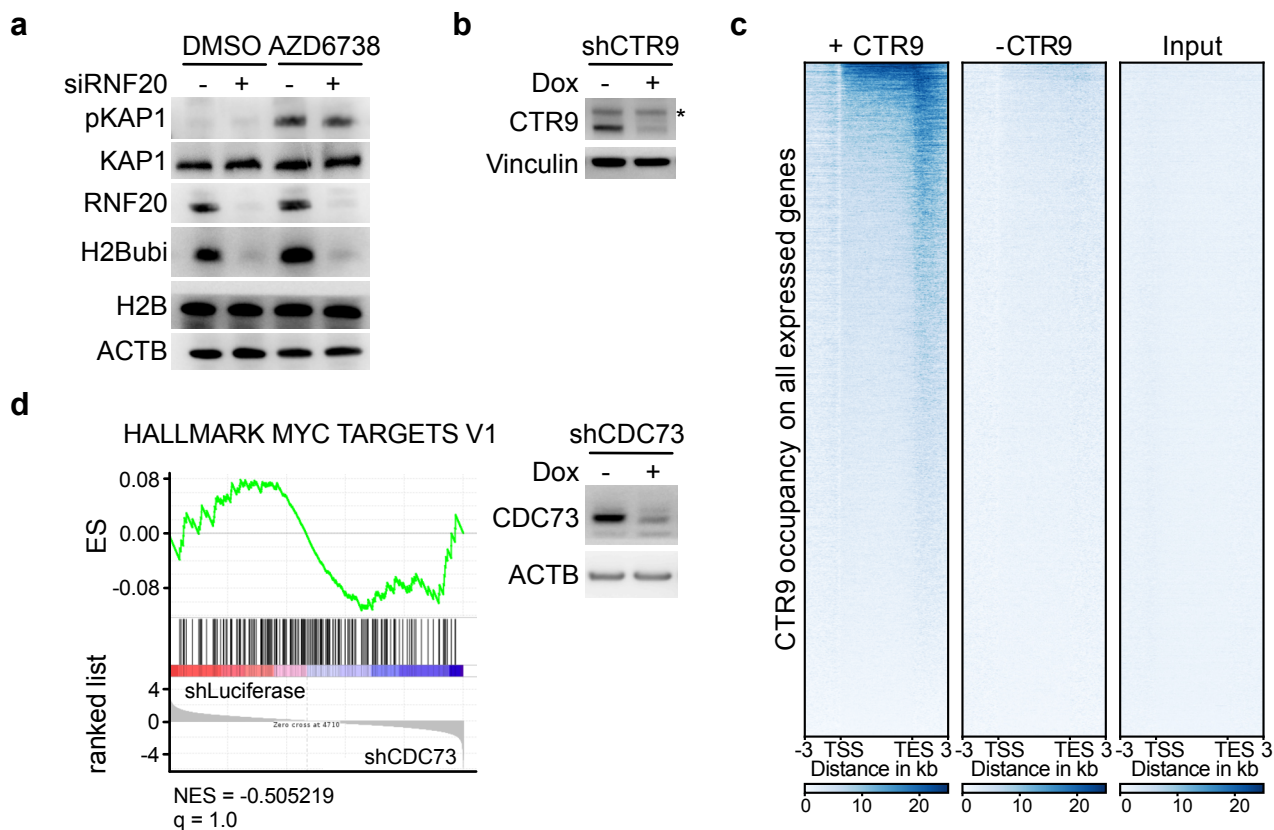

Supplementary Figure 4. Characterization of PAF1c function in PDAC cells.

a. Immunoblot documenting levels of the indicated proteins or posttranslational modifications 48hrs after siRNA-mediated depletion of RNF20 in KPC cells in the presence or absence of AZD6738 (0.2 μ M; 72 h) (n=3 independent experiments).

b. Immunoblot of cells harboring doxycycline-inducible shRNA targeting CTR9. Doxycycline was added for 48h where indicated. * refers to a non-specific band. Vinculin was loading control (n=4 independent experiments).

c. Heat map of CTR9 occupancy for all expressed (10920) genes analyzed by ChIP-Rx in cells expressing shCTR9. Where indicated (" -CTR9"), doxycycline was added for 48h (n=2 independent experiments).

d. (Left): GSEA enrichment plot of MYC target gene set V1 in cells expressing shRNA targeting luciferase versus CDC73 (n=3). (Right): Immunoblot documenting depletion of CDC73(n=3 independent experiments).

Supplementary Figure 5

a

Gene	Length in kb	shCTR9		shCDC73		shMYC	
		log ₂ FC	FDR	log ₂ FC	FDR	log ₂ FC	FDR
<i>Atr</i>	94	-1.97	5.5E-18	-1.72	1.6E-11	-1.48	3.8E-13
<i>Rad50</i>	58	-1.61	2.9E-20	-1.69	3.3E-17	-0.49	3.6E-04
<i>Fancd2</i>	65	-1.49	2.6E-16	-1.84	1.5E-16	-0.74	3.2E-07
<i>Mre11a</i>	52	-1.26	3.0E-21	-1.25	3.6E-14	-0.86	1.1E-14
<i>Fanci</i>	58	-1.25	1.9E-10	-1.36	2.3E-09	-0.77	2.4E-06
<i>Topbp1</i>	45	-1.29	9.6E-29	-0.84	1.6E-07	-0.95	3.5E-24
<i>Pms1</i>	108	-1.21	3.6E-05	-1.85	3.0E-07	-0.72	1.1E-02
<i>Blm</i>	80	-0.59	3.7E-03	-1.17	8.8E-07	-1.53	2.6E-16

b

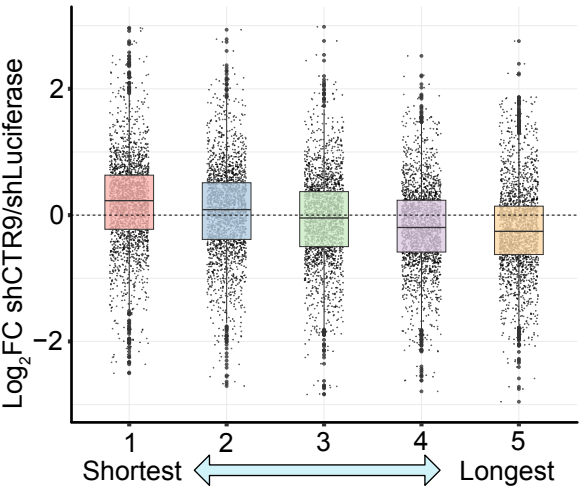

c

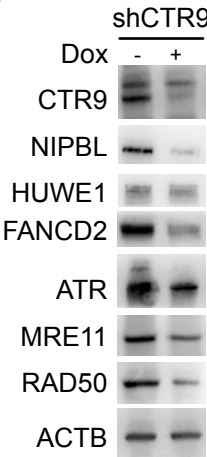

d

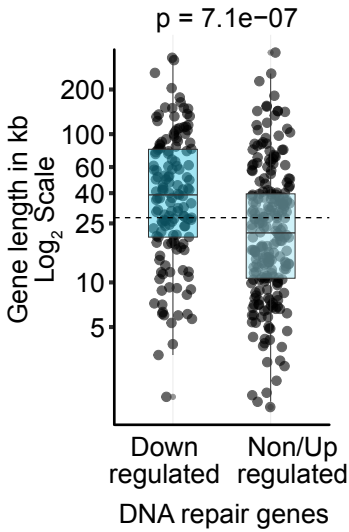

Supplementary Figure 5. Full-length transcription of long genes requires CTR9.

a. Table showing the length of genes involved in DNA repair and their change in expression upon depletion of CTR9, CDC73 or MYC. FDR is calculated to adjust P values for multiple comparisons (n=3 independent experiments).

b. Box plot showing log₂FC of mRNA levels upon CTR9 depletion compared to control. Genes are shown as dots and are stratified based on their length from bin 1 (shortest) to 5 (longest), with bin 1,2,3 = 2066 genes, and bin 4,5 = 2065 genes. Log₂FC was calculated using reads mapped to the second half of each gene (n=3 independent experiments). In the box plot, the central line shows the median and the borders of the boxes extend from the 25th to the 75th percentile, and the whiskers were plotted using the Tukey method.

c. Immunoblot documenting levels of DNA repair proteins upon depletion of CTR9. * refers to a non-specific band. CTR9 depletion was achieved by adding doxycycline for 48h (n=4 independent experiments).

d. Box plot showing gene length in kilobase (kb) comparing genes expressed in DNA repair GO term (GO-0006281, n=375 genes) stratified according to their differential expression upon CTR9 depletion to either down-regulated (n= 147 genes) or non/up regulated (n = 228 genes). The dashed black line represents the median of all expressed genes in the DNA repair GO term. P value was calculated using non-parametric Wilcoxon test. In the box plot, the central line shows the median and the borders of the boxes extend from the 25th to the 75th percentile, and the whiskers were plotted using the Tukey method.

Source data are provided as a Source Data file.

Supplementary Figure 6

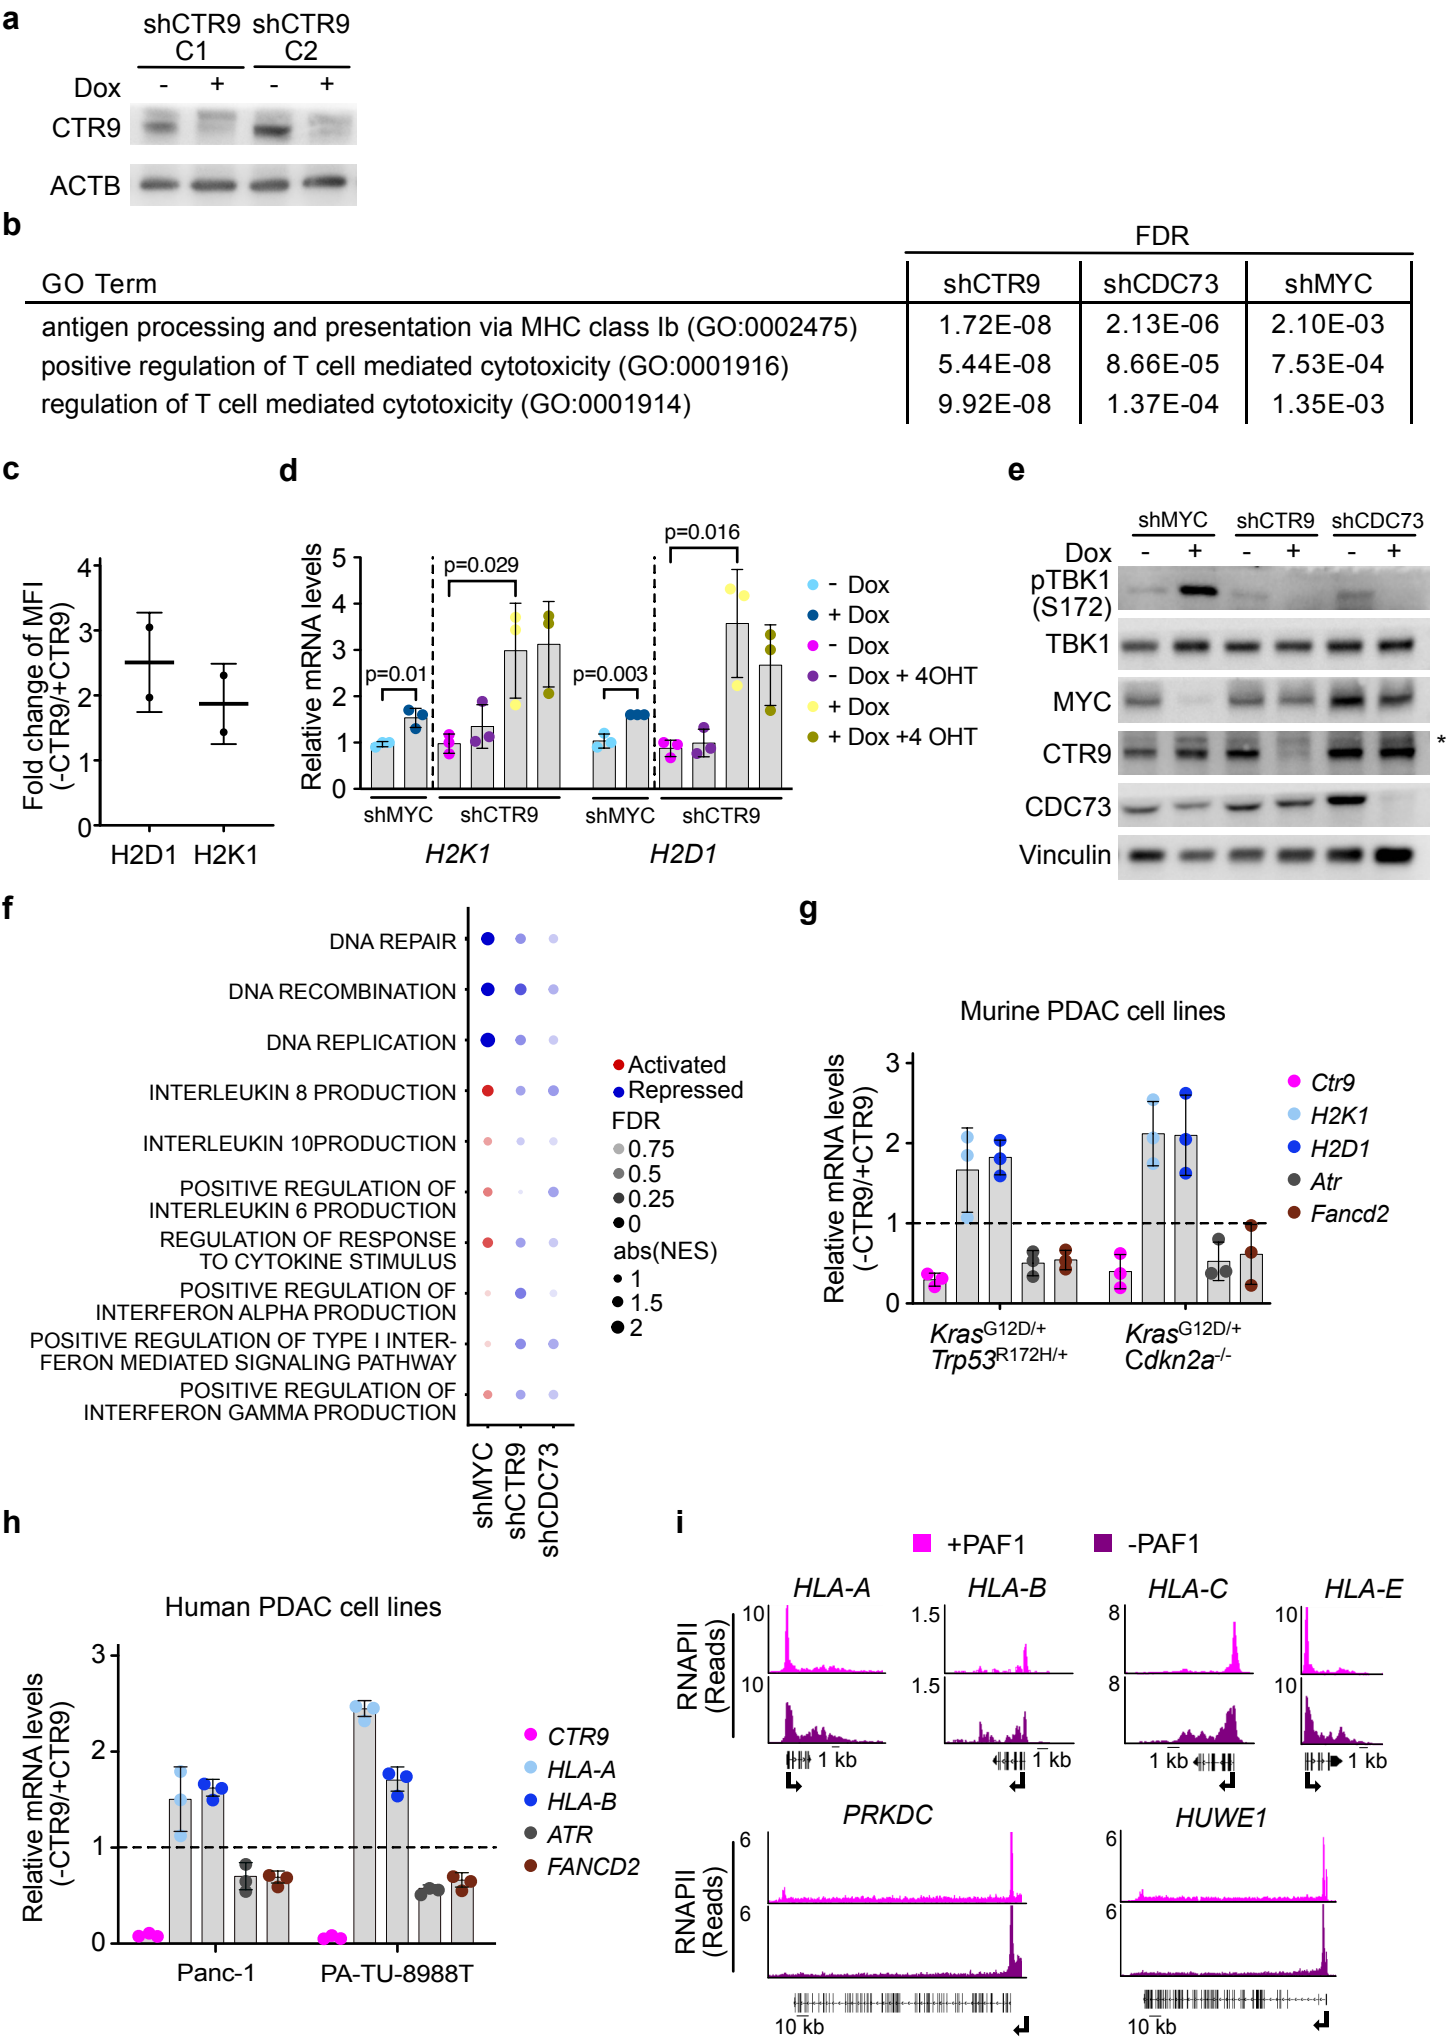

Supplementary Figure 6. PAF1c suppresses the expression of MHC class I genes.

- a. Immunoblot documenting depletion of CTR9 in two different KPC clones harboring doxycycline-inducible shRNA targeting CTR9. * refers to a non-specific band.
  - b. Table showing FDR of upregulated GO terms upon depletion of CTR9, CDC73 or MYC (n=3 independent experiments).
  - c. Flow cytometry analysis of cell surface expression of H2-D1 and H2-K1 upon CTR9 depletion by doxycycline addition for 48 h. Shown is relative mean fluorescence intensity. Data are presented as mean $\pm$ s.d. (n=2 independent experiments).
  - d. RQ-PCR analysis of expression of the indicated MHC class I genes after shRNA-mediated depletion of MYC and after depletion of CTR9 in KPC-MYCER cells. Where indicated, MYCER was activated by adding 4-hydroxytamoxifen (4-OHT; 200nM) for 24 h. Doxycycline was added for 48h. Data are presented as mean $\pm$ s.d. (n=3 independent experiments; unpaired two-sided t-test). Only significant P values are shown.
  - e. Immunoblot for KPC cells harboring shRNA targeting either MYC, CTR9 or CDC73. Depletion was induced by doxycycline addition for 48 h. Vinculin was loading control.
  - f. Dot plot representing the GSEA analysis showing the response of genes of the indicated GO terms to depletion of either MYC, CTR9 or CDC73 using shRNA. The size of each dot represents the NES in either direction. The FDR is represented by the intensity of the color with darker color indicating more significance.
  - g. RT-qPCR measurement documenting the effects of CTR9 depletion in murine PDAC cells with the indicated genotypes. CTR9 depletion was induced by doxycycline addition for 48 h. Data are presented as mean $\pm$ s.d. (n=3 independent experiments).
  - h. Same as e, but for PA-TU-8988T and PANC1 human PDAC cell lines transfected with siRNA targeting CTR9 or non-targeting control (48 h). Data are presented as mean $\pm$ s.d. (n=3 independent experiments).
  - i. Browser track pictures showing RNAPII distribution over several MHC class I and DNA repair genes in human DLD1 cells expressing an auxin-degradable PAF1 allele.
- Source data are provided as a Source Data file.

b. Metagene plots mapping SPT5, SPT6 and RNAPII chromatin occupancy by ChIP-Rx, shown for the same group of genes in Fig. 3g, stratified by increasing length from quartile 1 (shortest) to quartile 4 (longest), where each quartile consists of 2091 genes, except quartile 4 with 2092 genes (n=2 independent experiments).

a

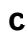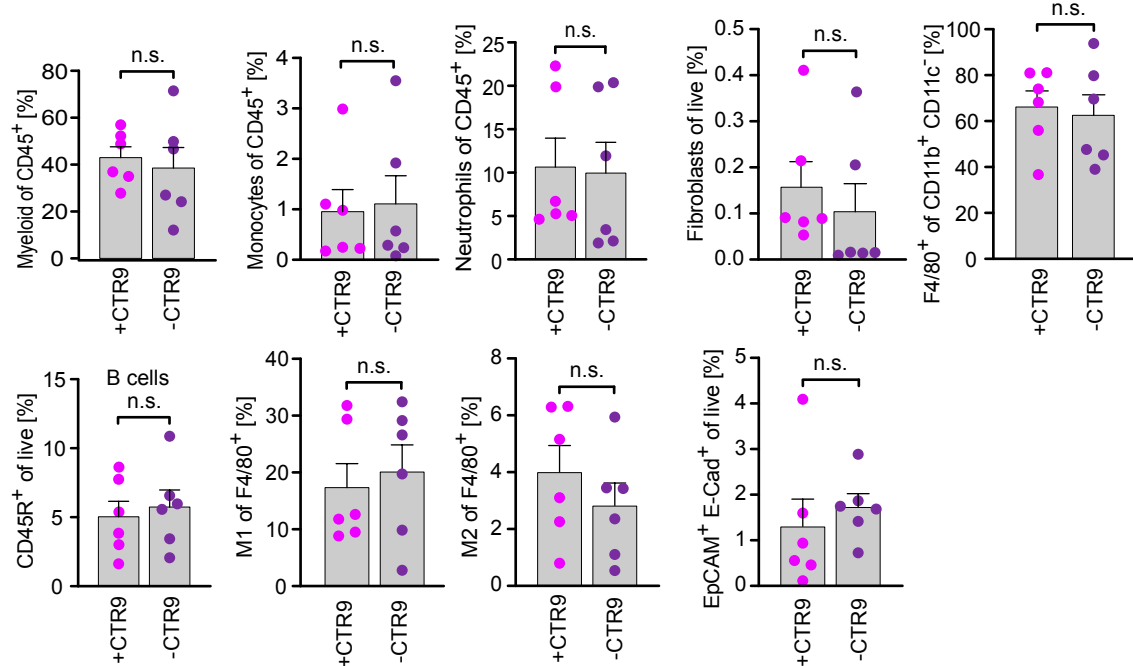

Supplementary Figure 8. Characterization of the tumor microenvironment after CTR9 depletion.

a. Representative images showing CD3, CD8, CD4 and B cells (B220) as well as macrophages (F4/80) stained in brown. Scale bar: 20µm.

b. Flow cytometry plots, documenting the gating strategy for the respective immune cell population.

c. Flow cytometry analysis of immune cell subsets in the tissues of tumors initiated by orthotopic transplantation of KPC cells harboring doxycycline-inducible shNTC or shCTR9. After 7 days of transplantation, doxycycline treatment was done for 3 days. Pre-gating was performed using single living cells. Cells were defined as cDC2 (CD45+, CD11b+, CD11c+), monocytes (CD45+, CD11b+, CD11c-, Ly6C+, Ly6G-), neutrophils (CD45+, CD11b+, CD11c-, Ly6C-, Ly6G+), fibroblasts (CD45-, EpCAM-, E-cadherin-, CD31-, PDGFRα+, Pdpn+), macrophages (CD45+, F4/80+, CD11b+, CD11c-), B-cells (CD45+, CD3e-, CD45R+), M1 macrophage subtype (MHCII+, CD206-), M2 macrophage subtype (MHCII-, CD206+) and epithelial, likely tumor, cells (EpCAM+, E-cadherin+). Data are presented as mean ± s.d. (n=6 independent tumors; unpaired two-sided t-test).

Source data are provided as a Source Data file.

Uncropped immunoblot images of supplementary figures
Supplementary Figure 3 panel b.

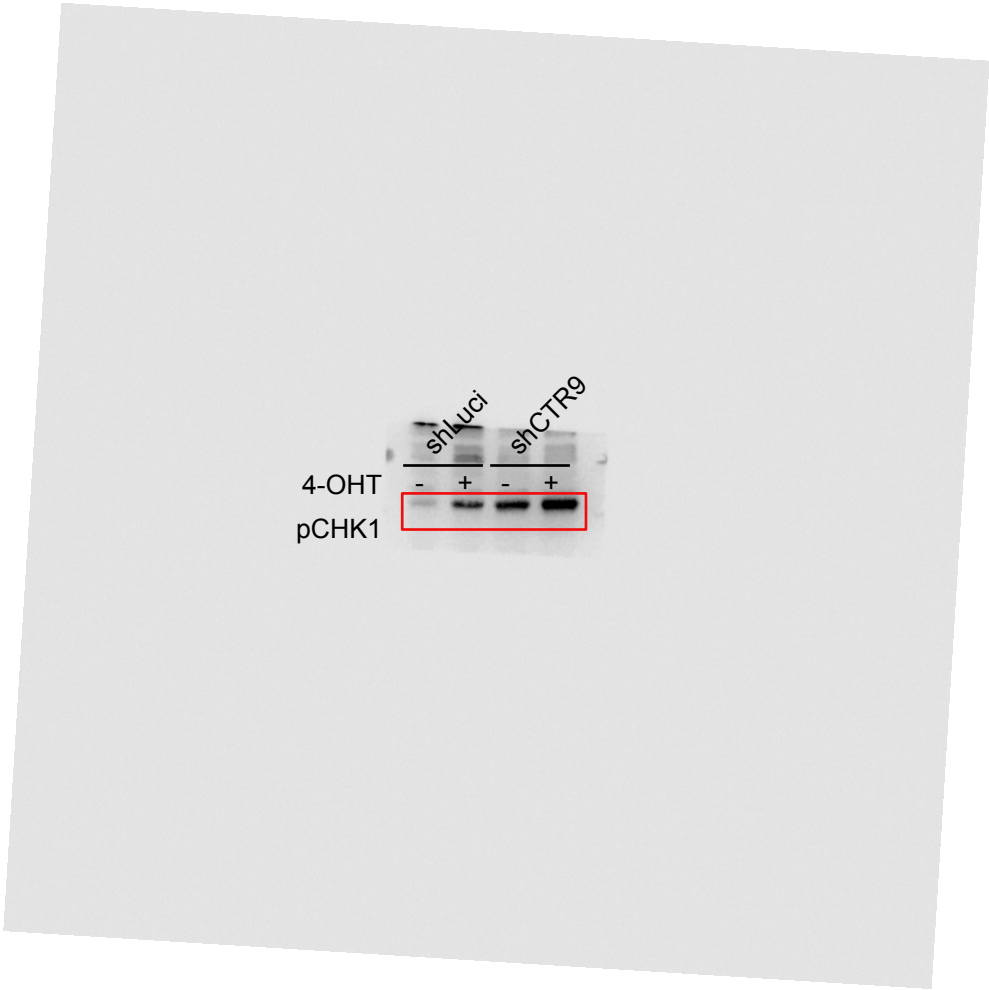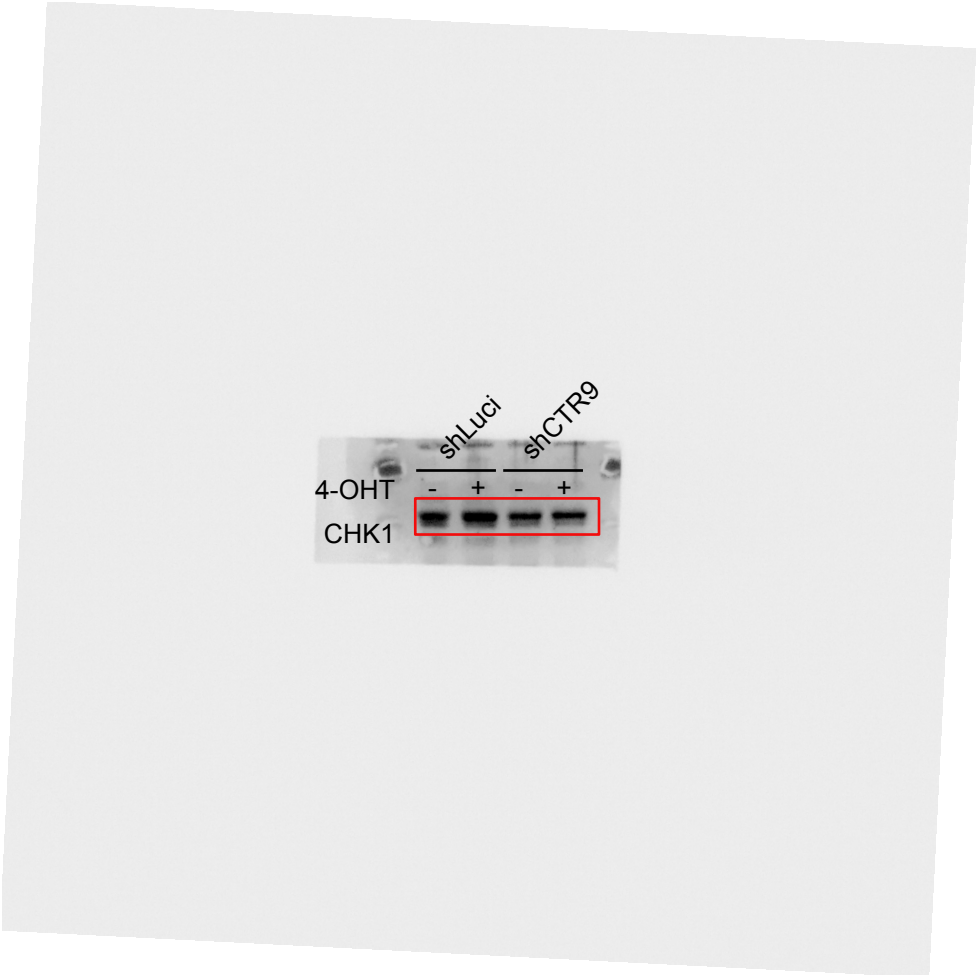

Supplementary Figure 3 panel b.

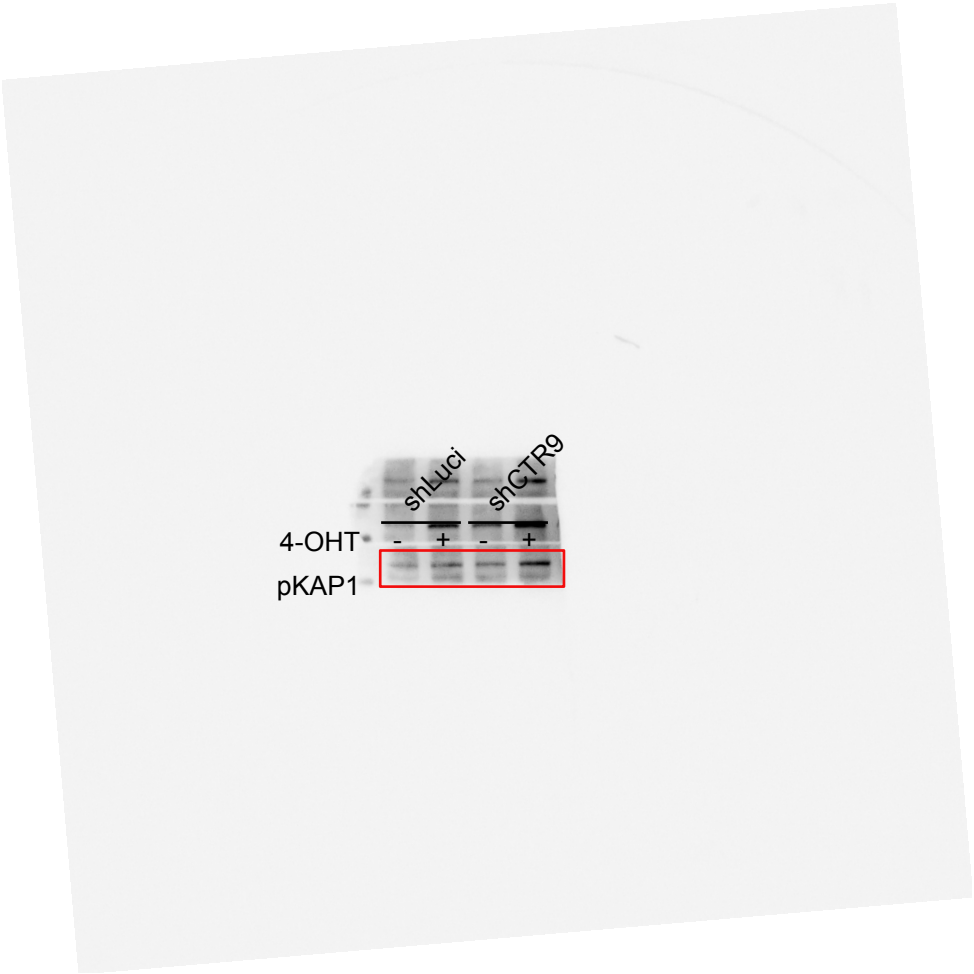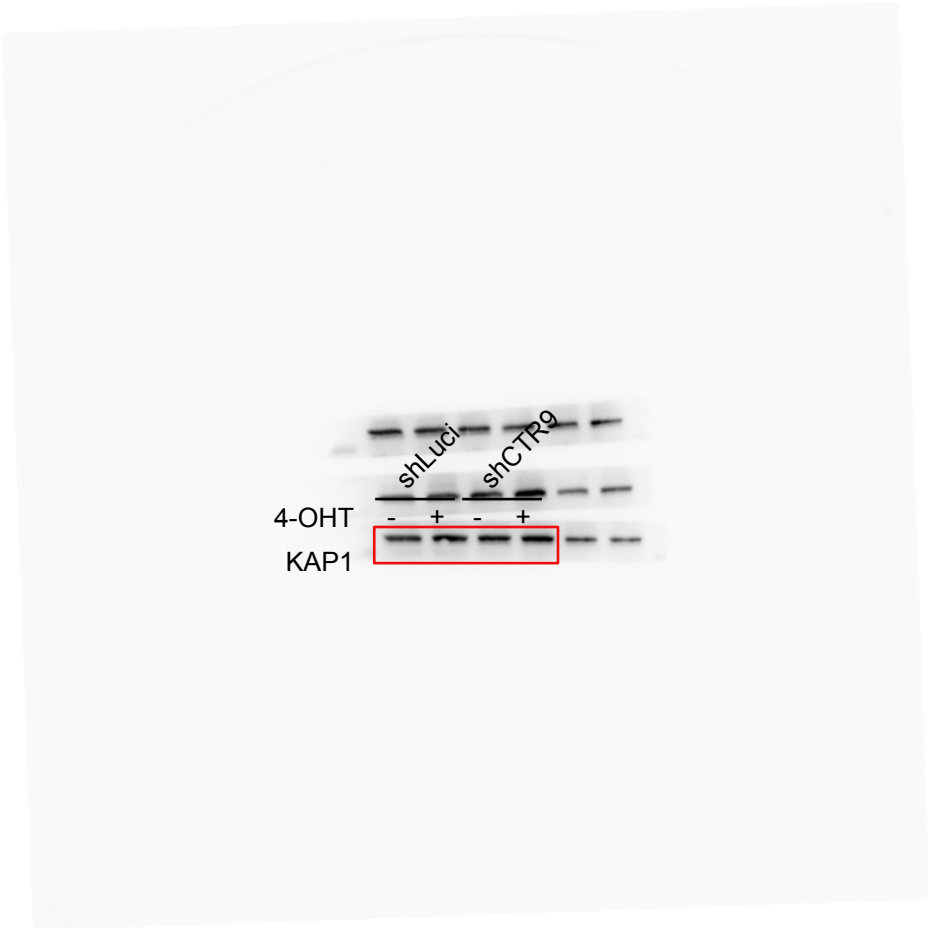

Supplementary Figure 3 panel b.

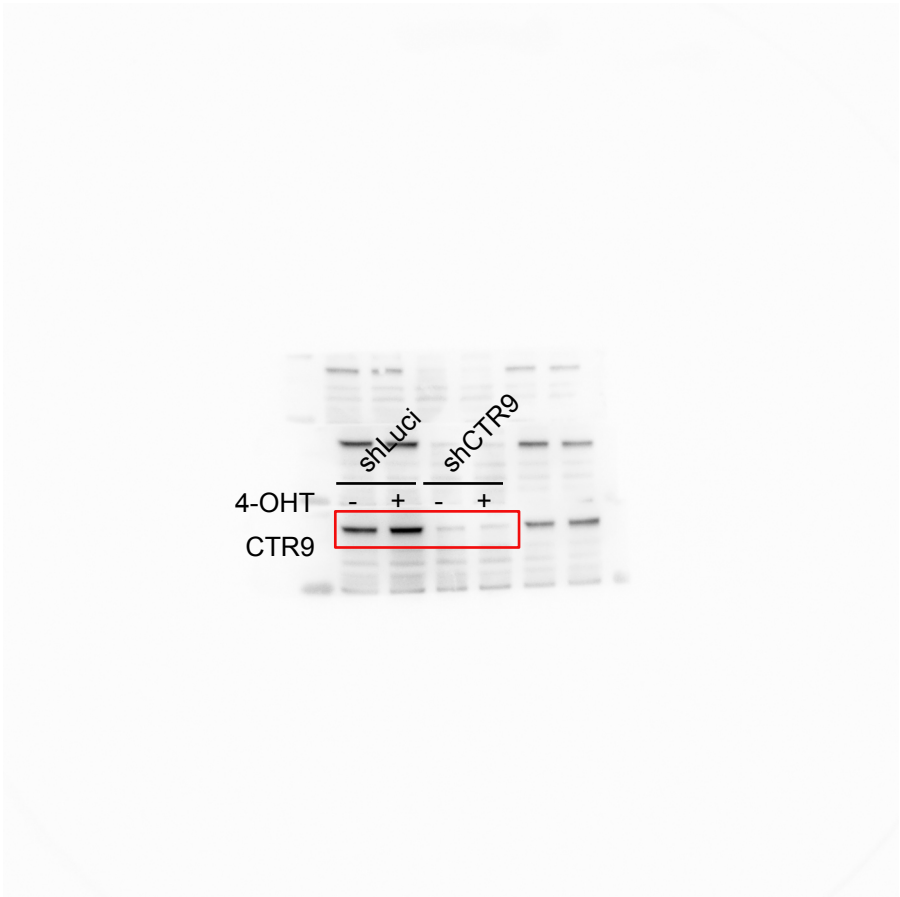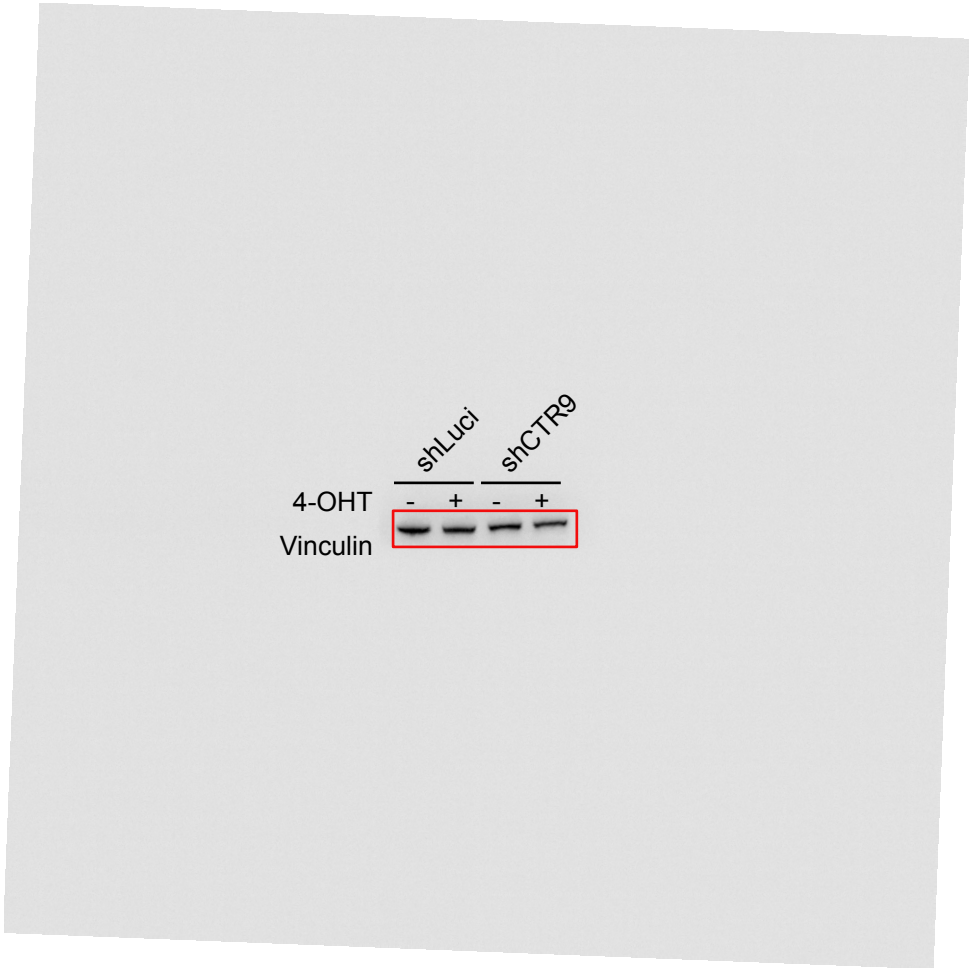

Supplementary Figure 4 panel a.

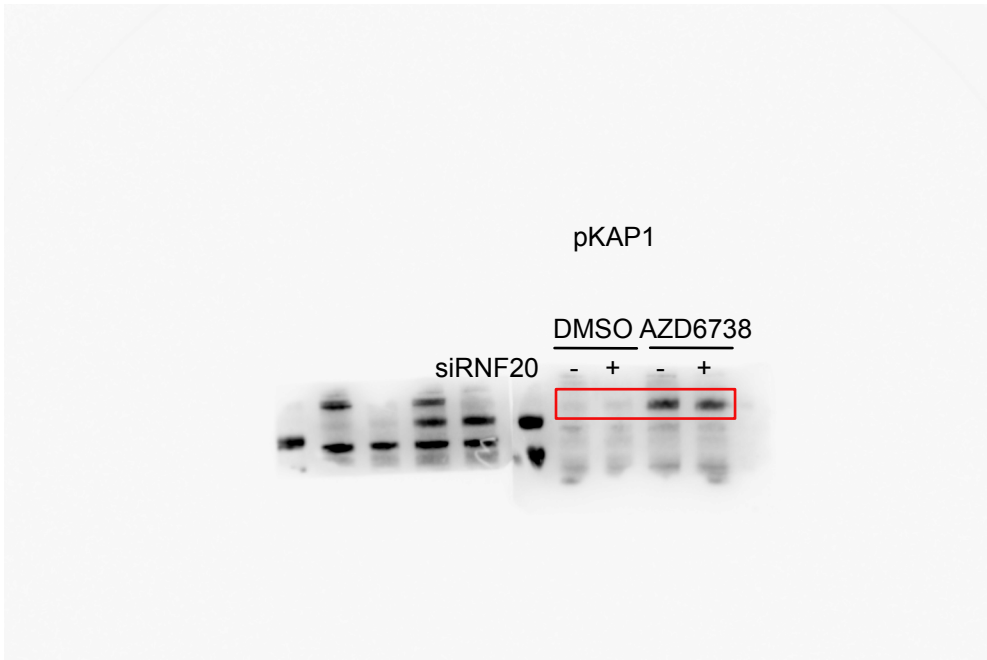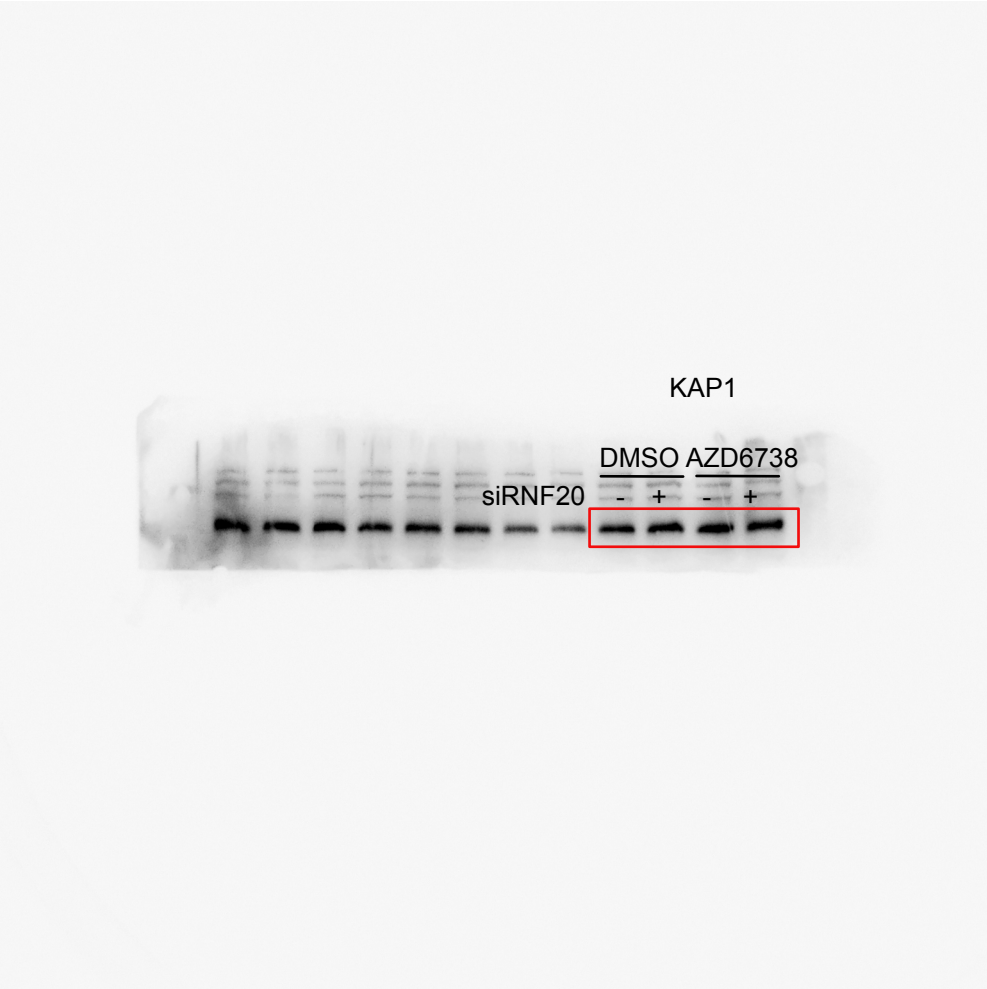

Supplementary Figure 4 panel a.

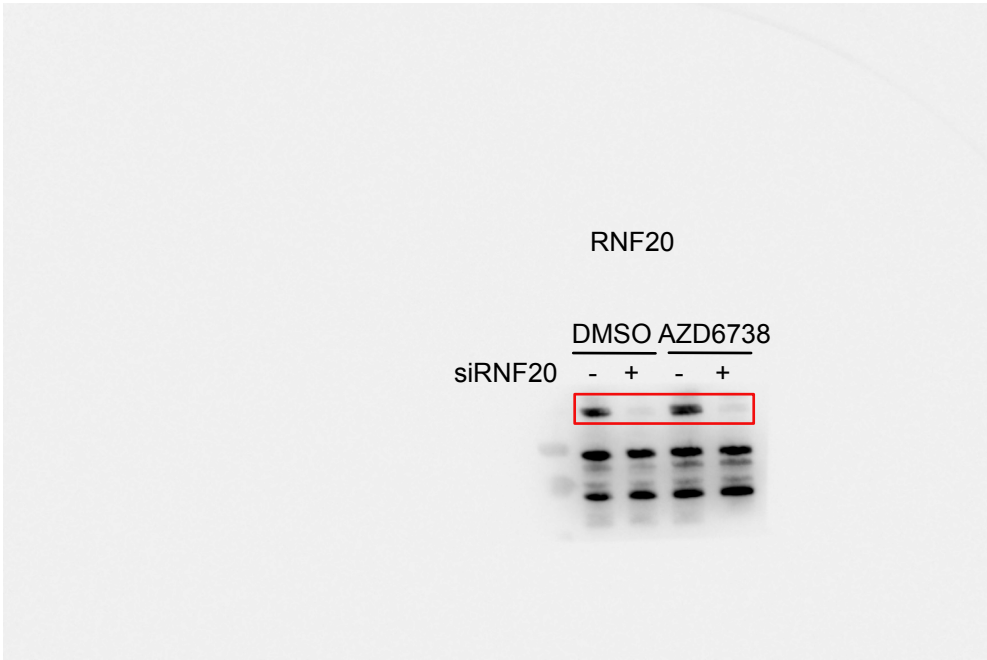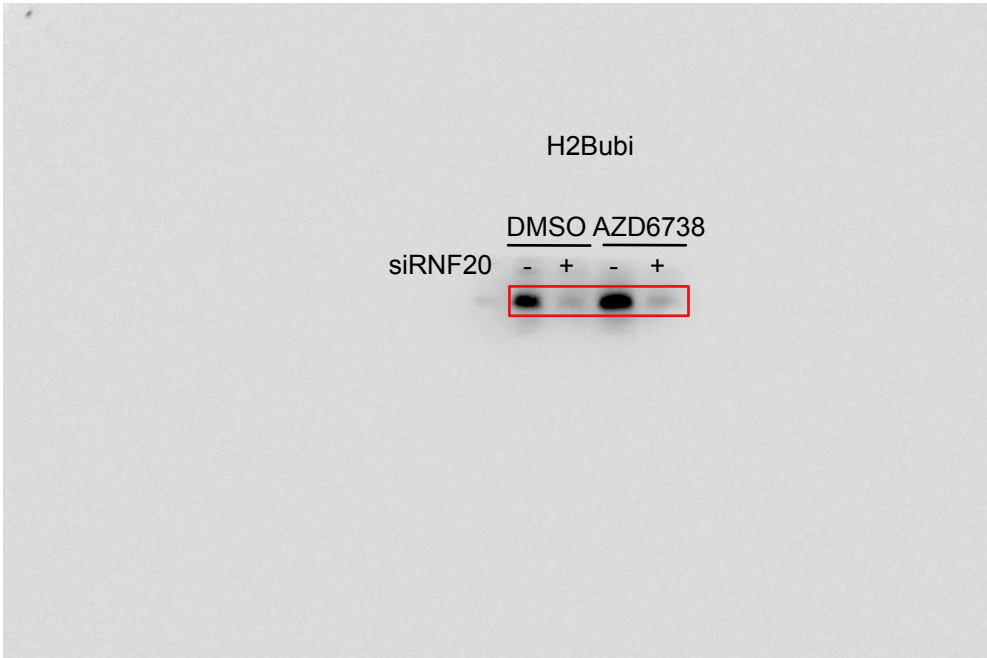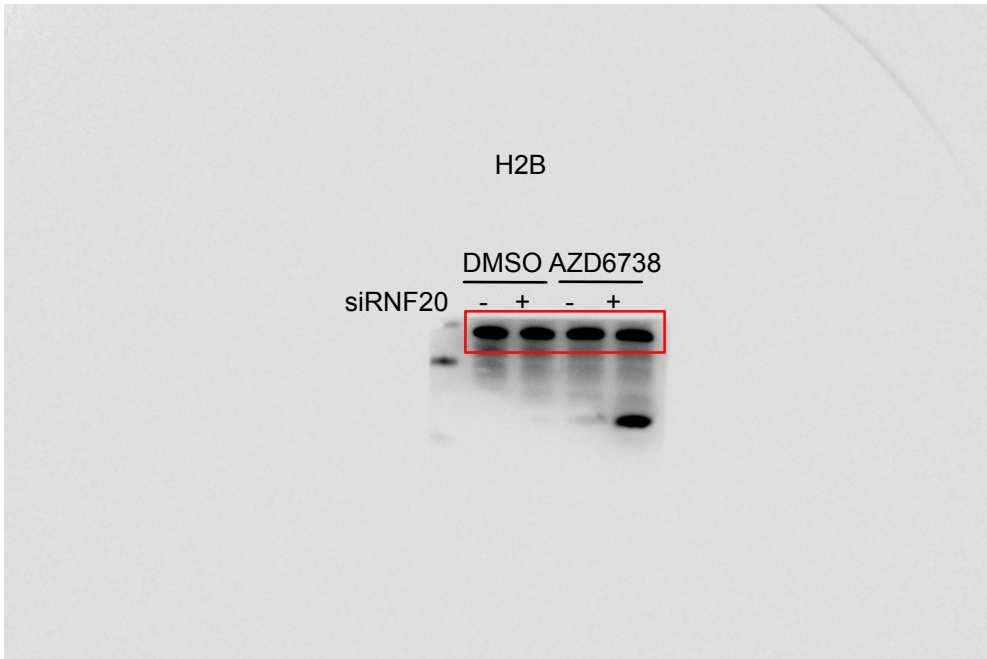

Supplementary Figure 4 panel a.

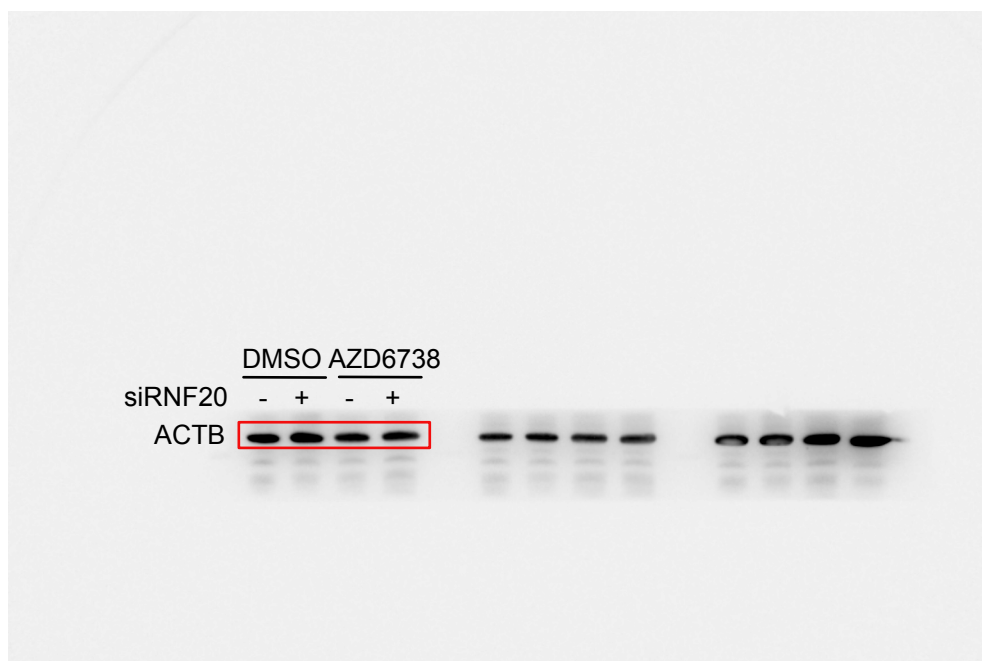

Supplementary Figure 4 panel b.

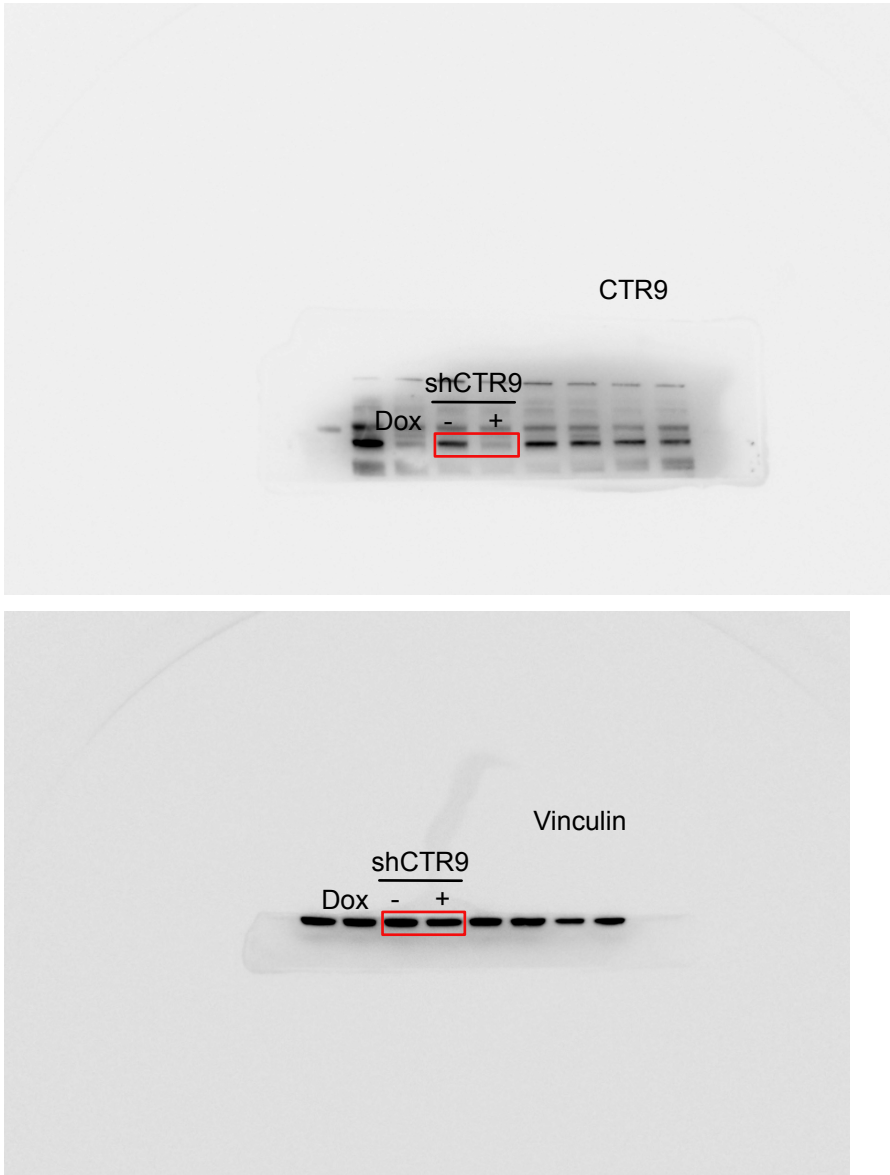

Supplementary Figure 4 panel d.

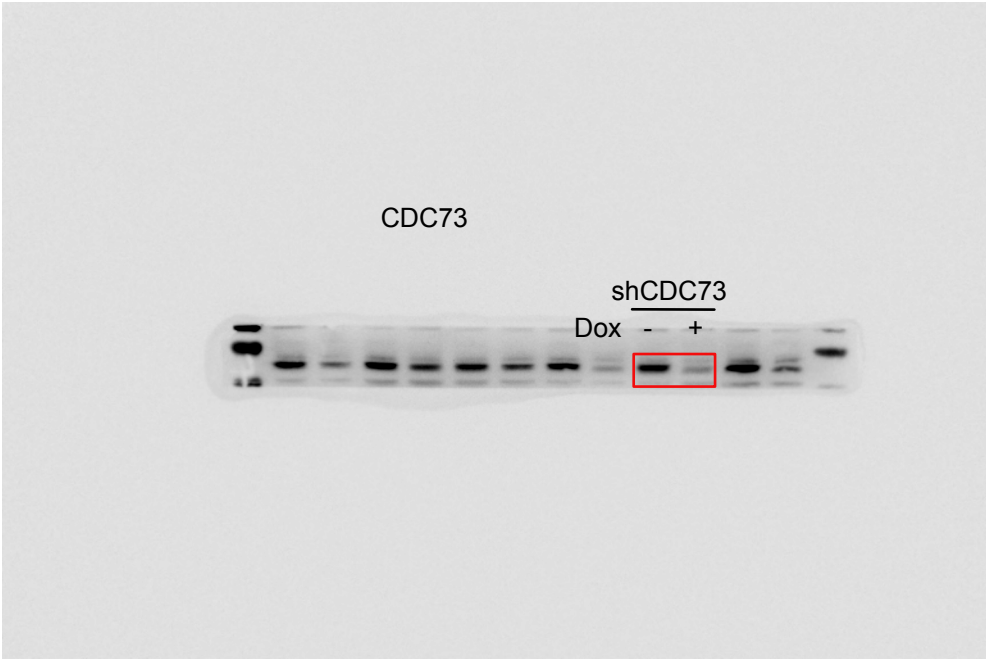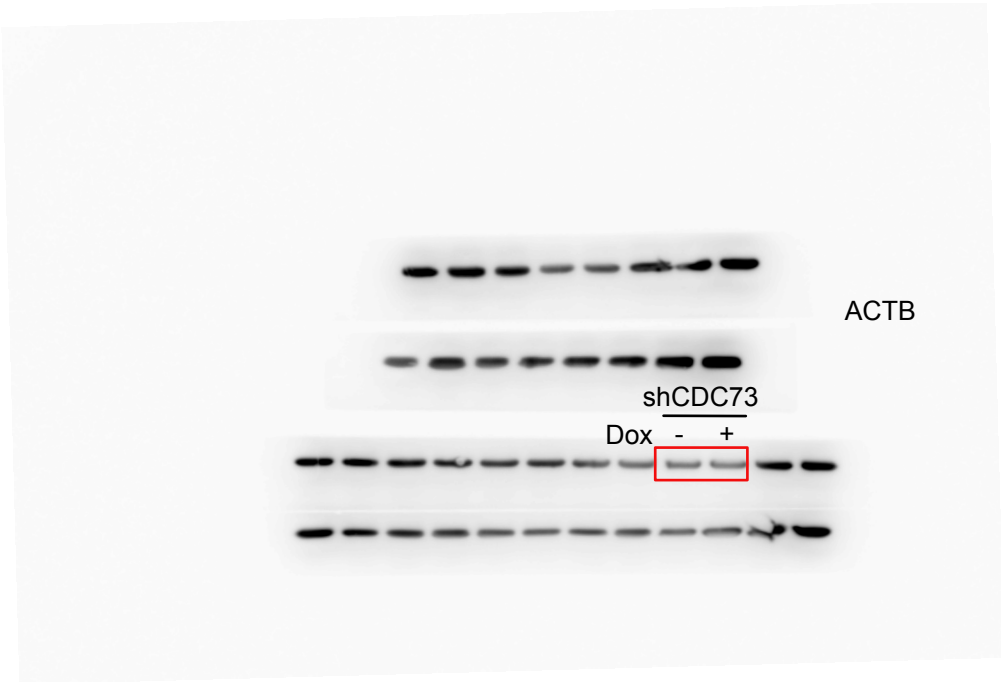

Supplementary Figure 5 panel c.

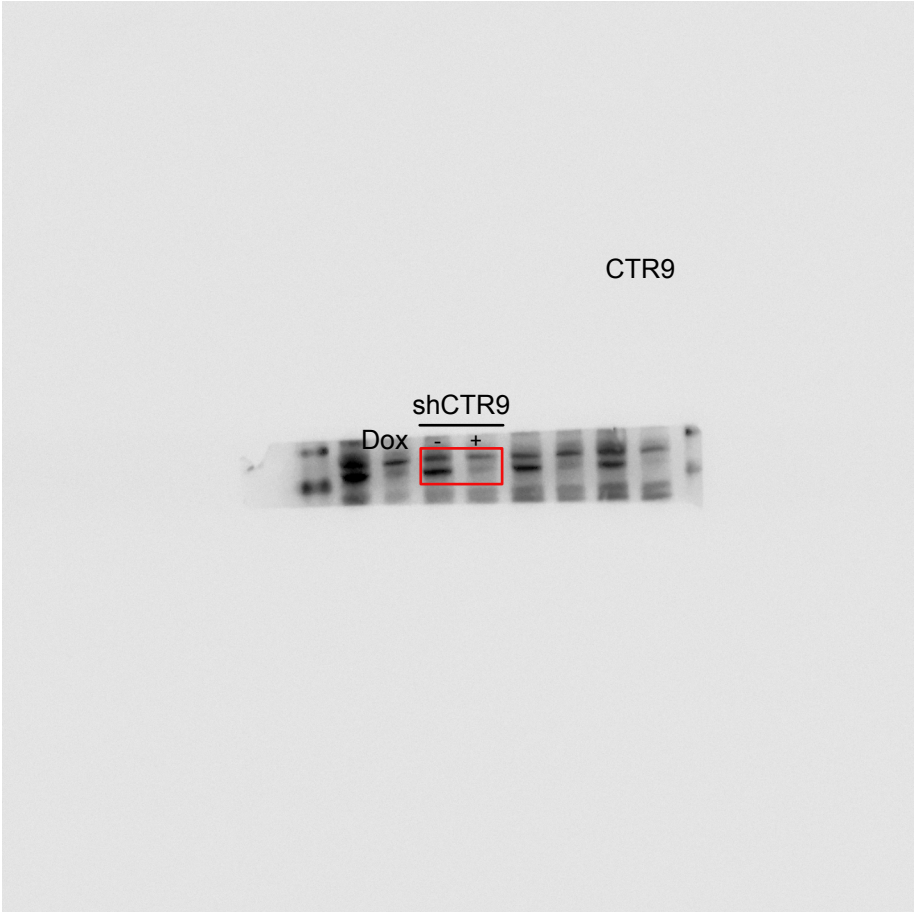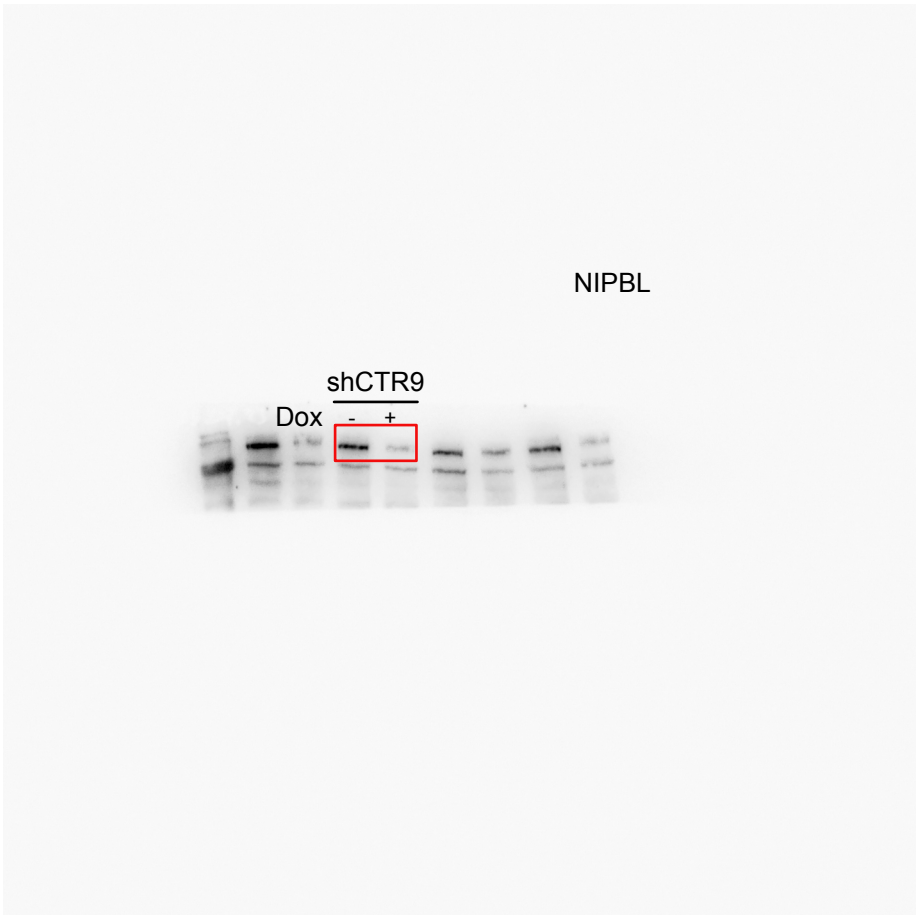

Supplementary Figure 5 panel c.

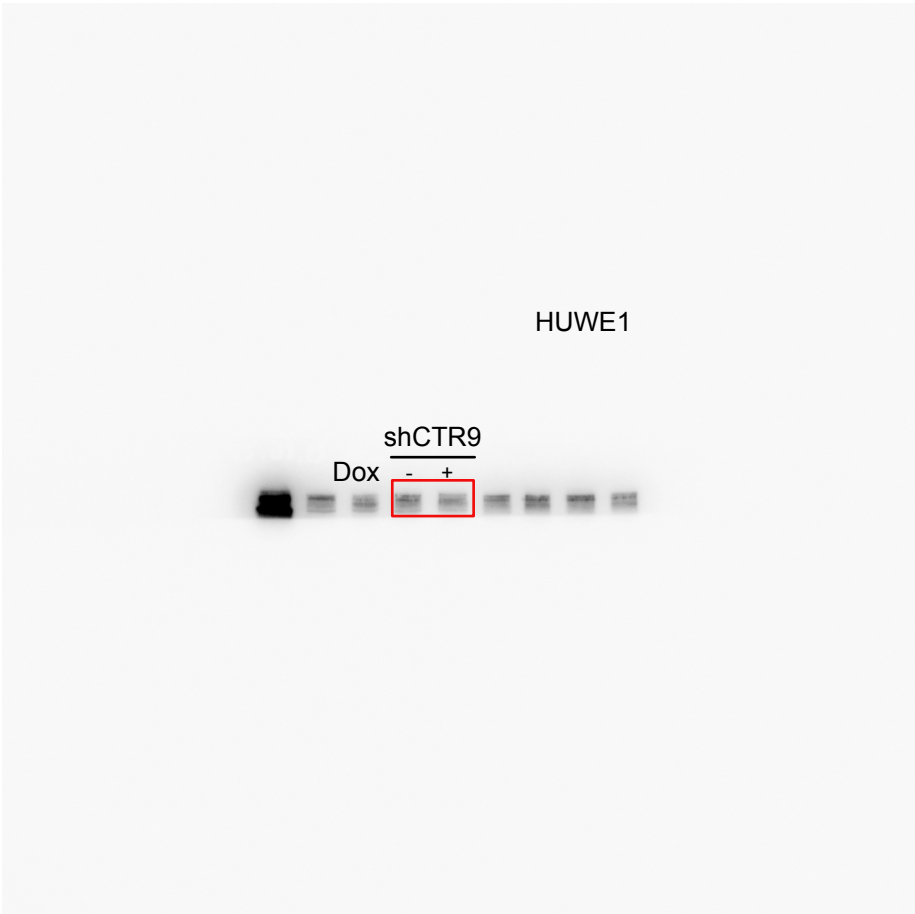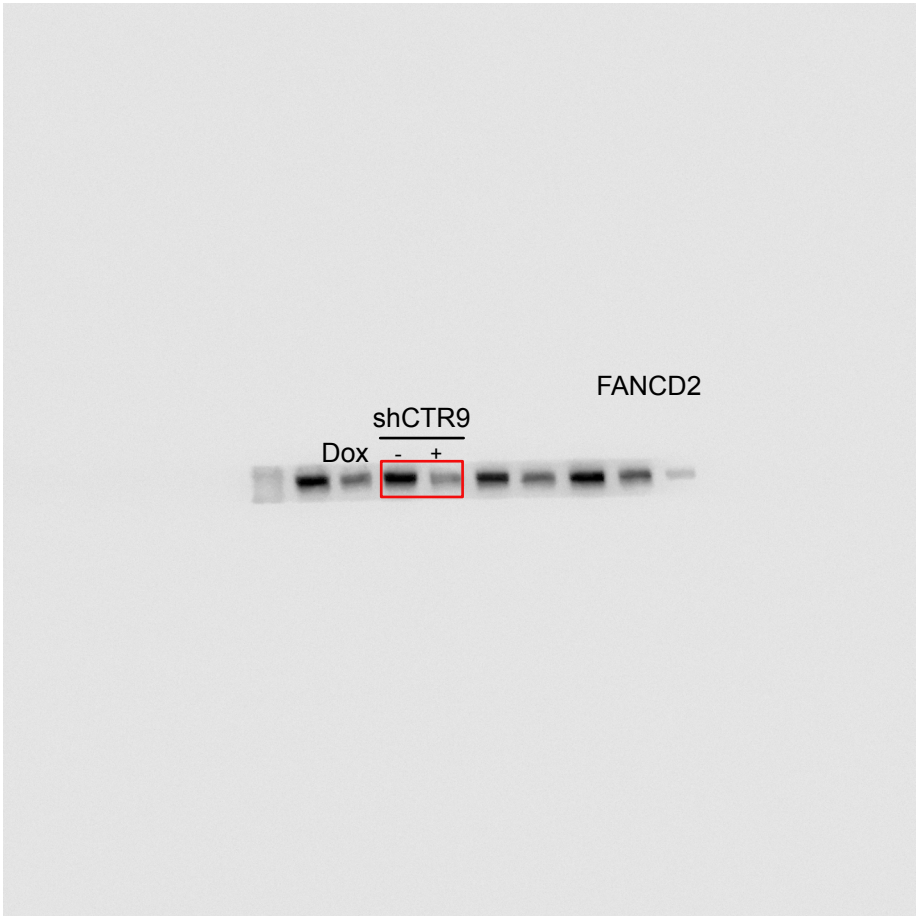

Supplementary Figure 5 panel c.

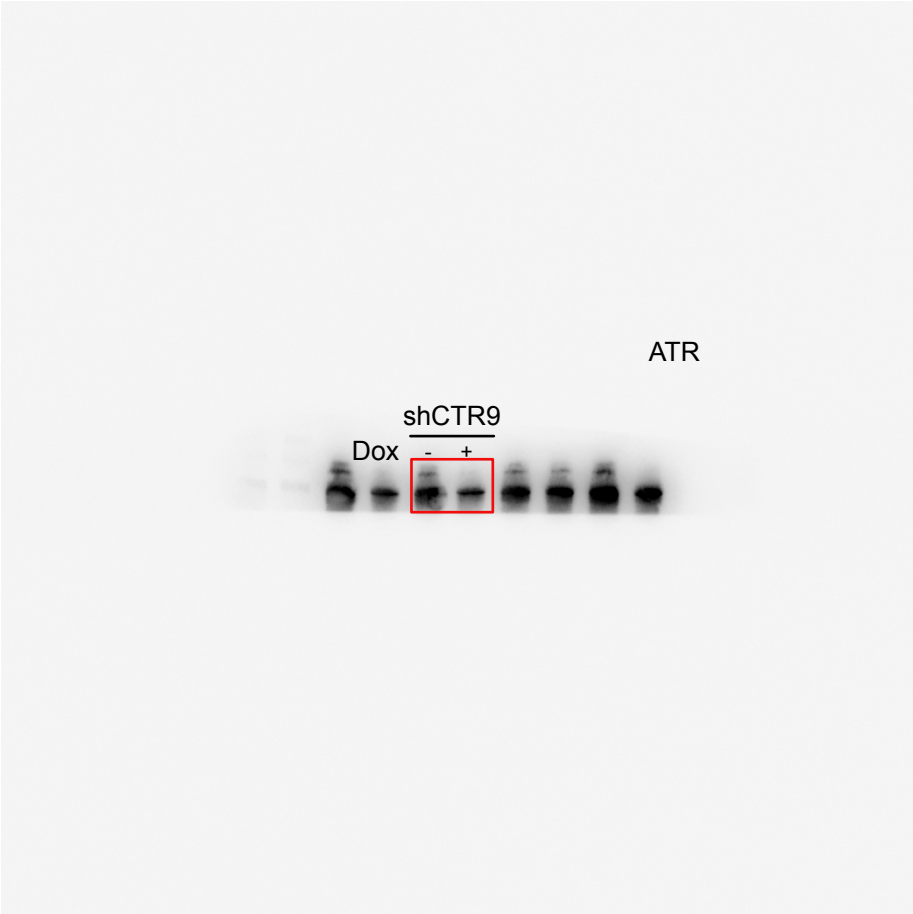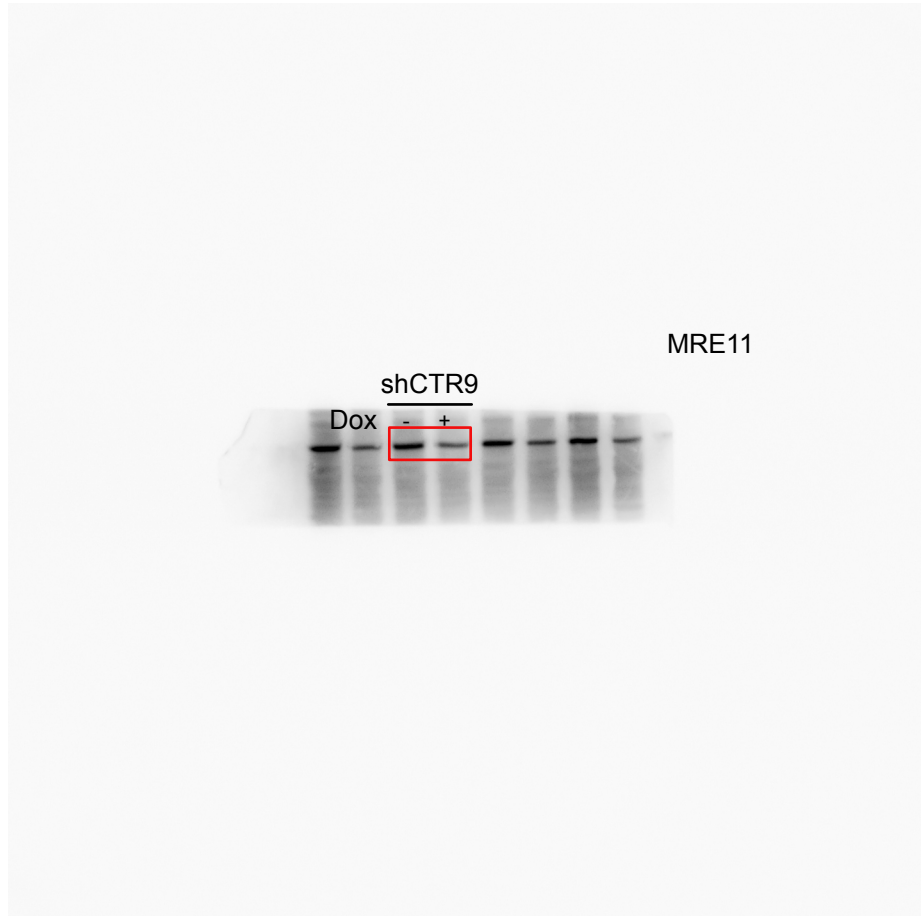

Supplementary Figure 5 panel c.

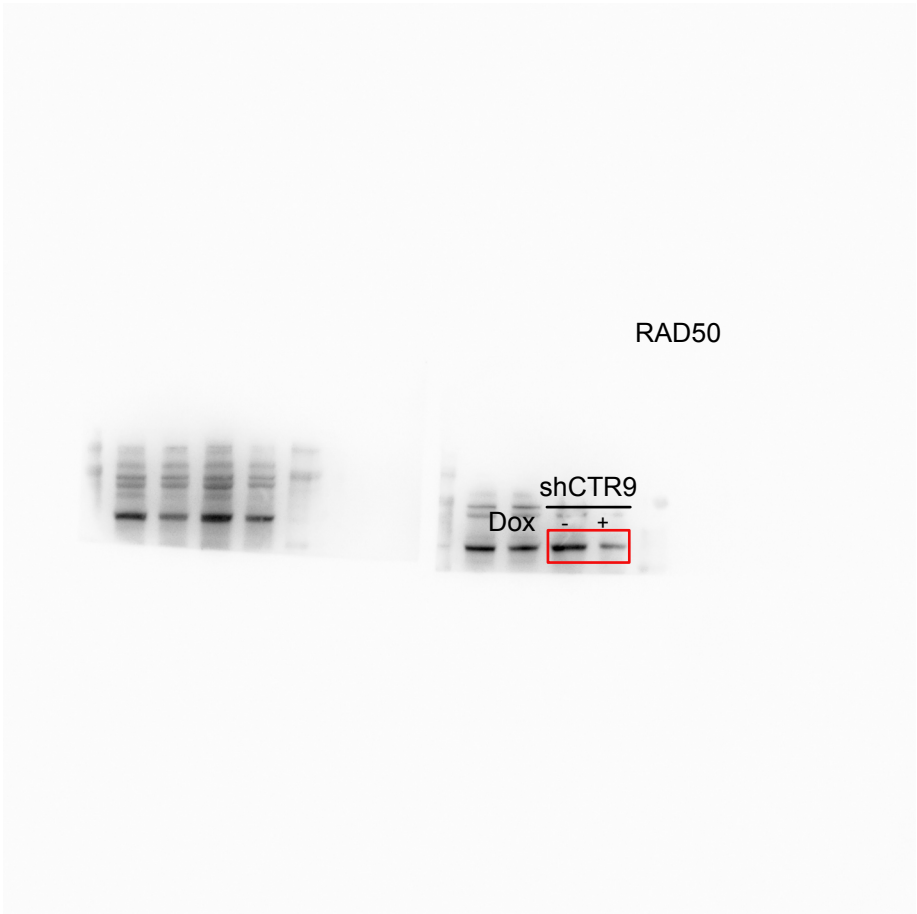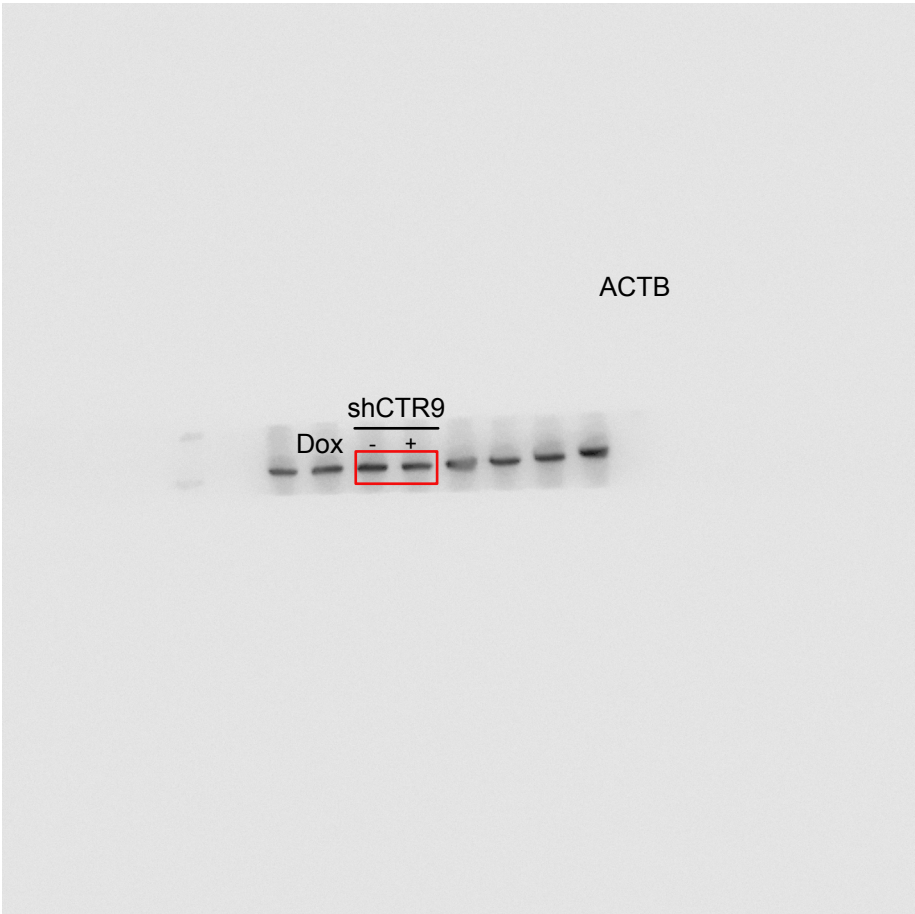

Supplementary Figure 6 panel a.

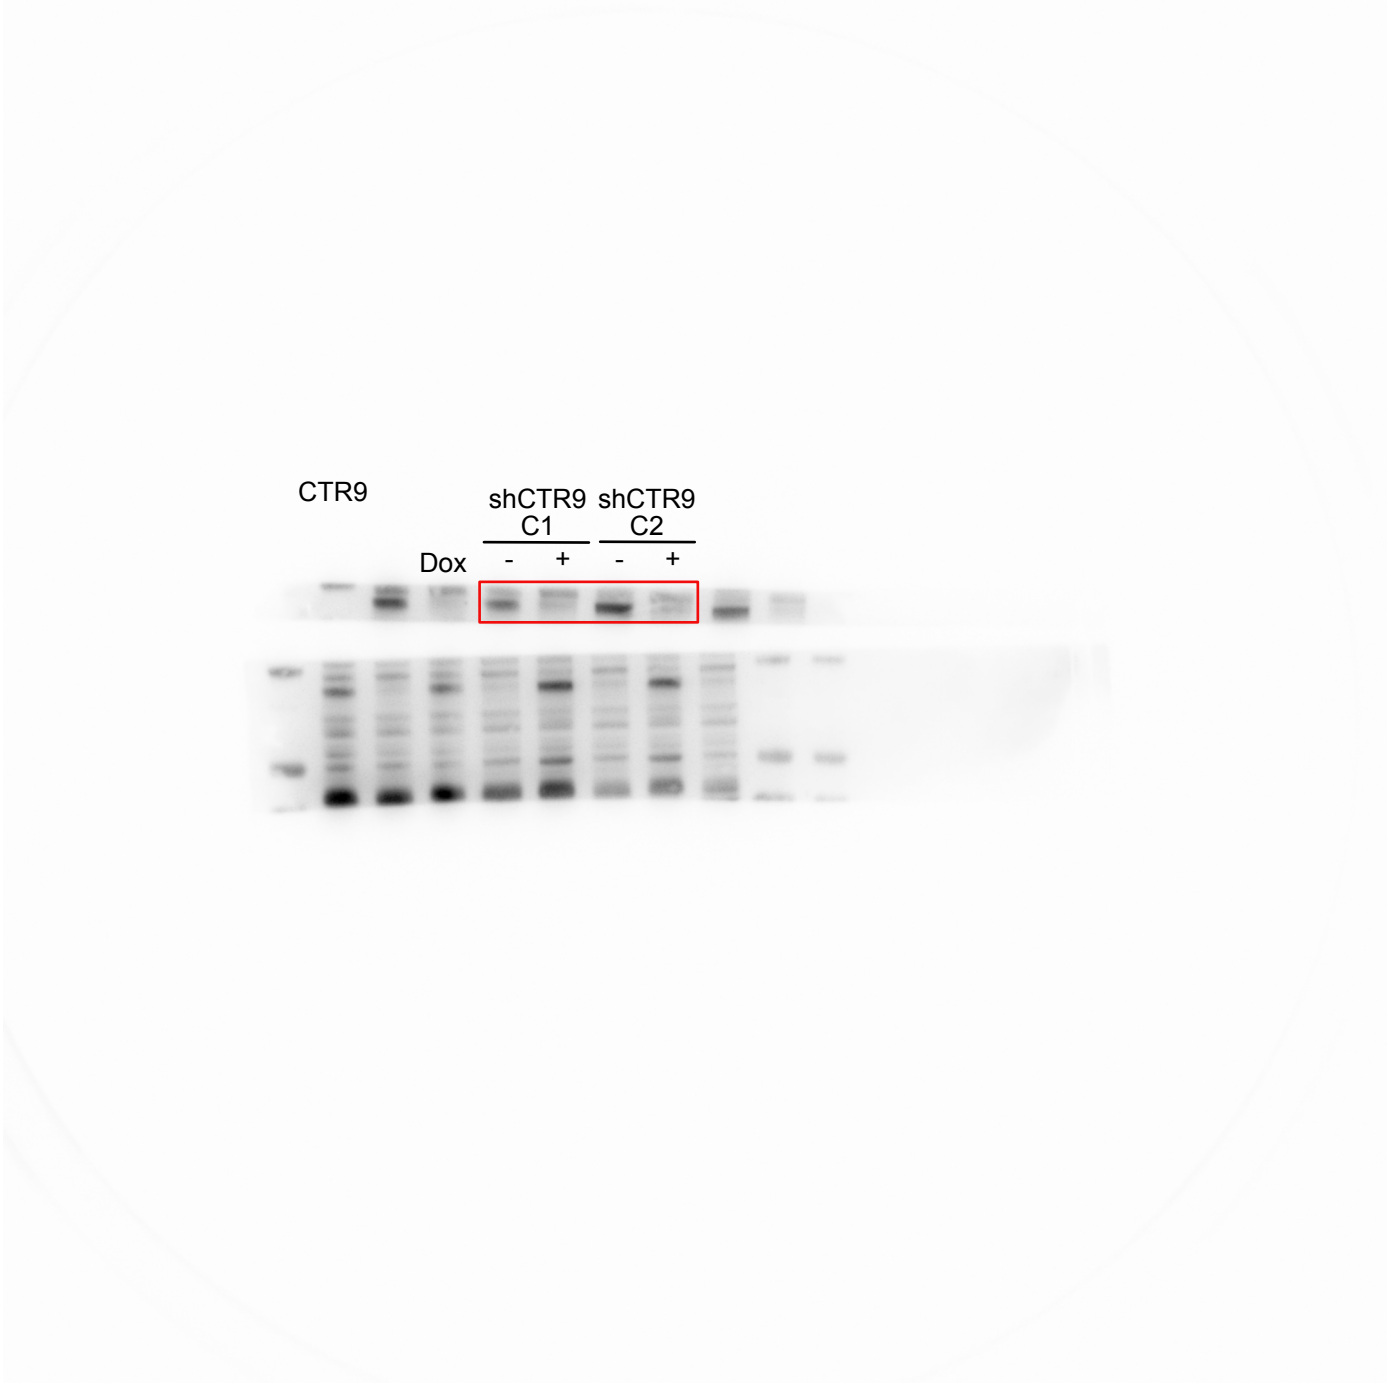

Supplementary Figure 6 panel a.

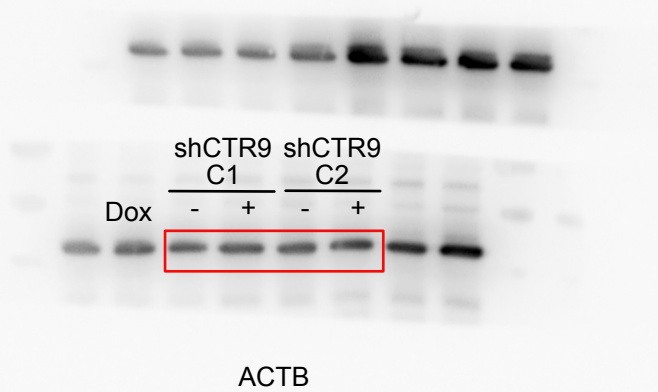

Supplementary Figure 6 panel e.

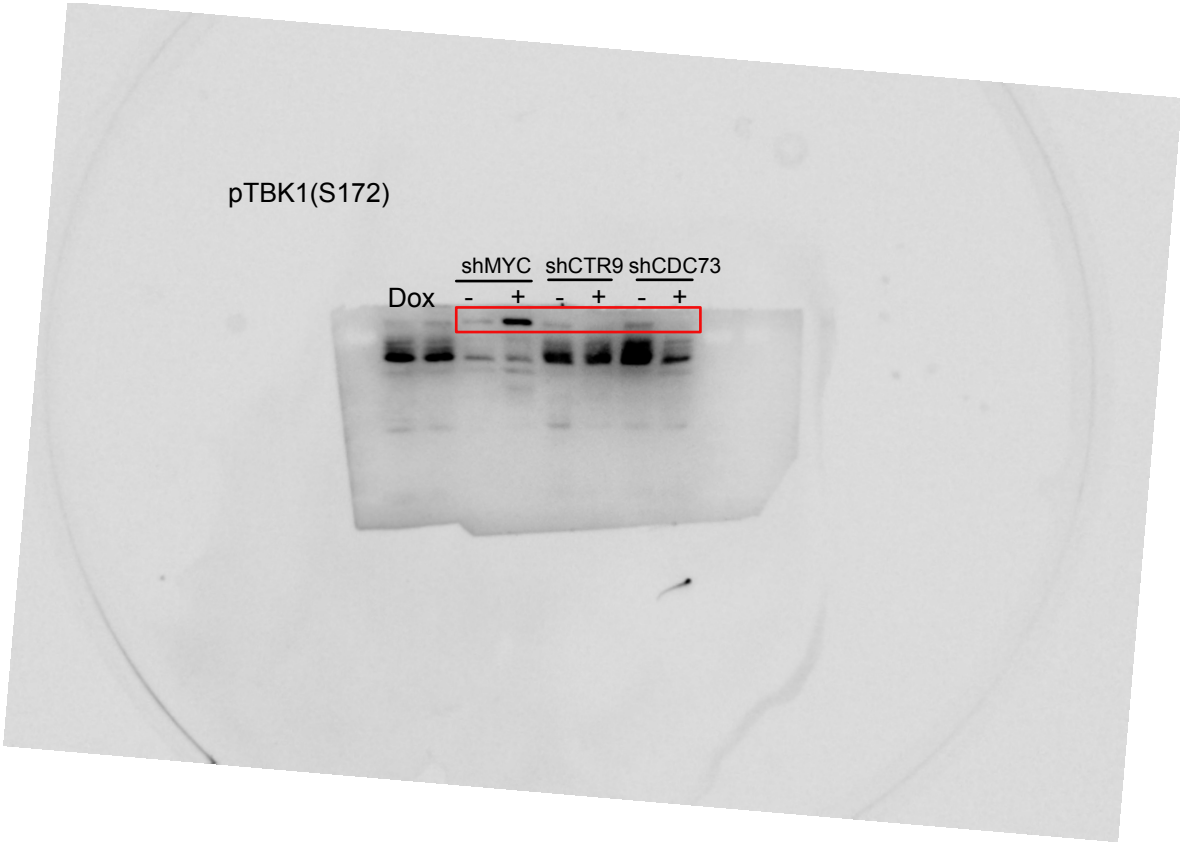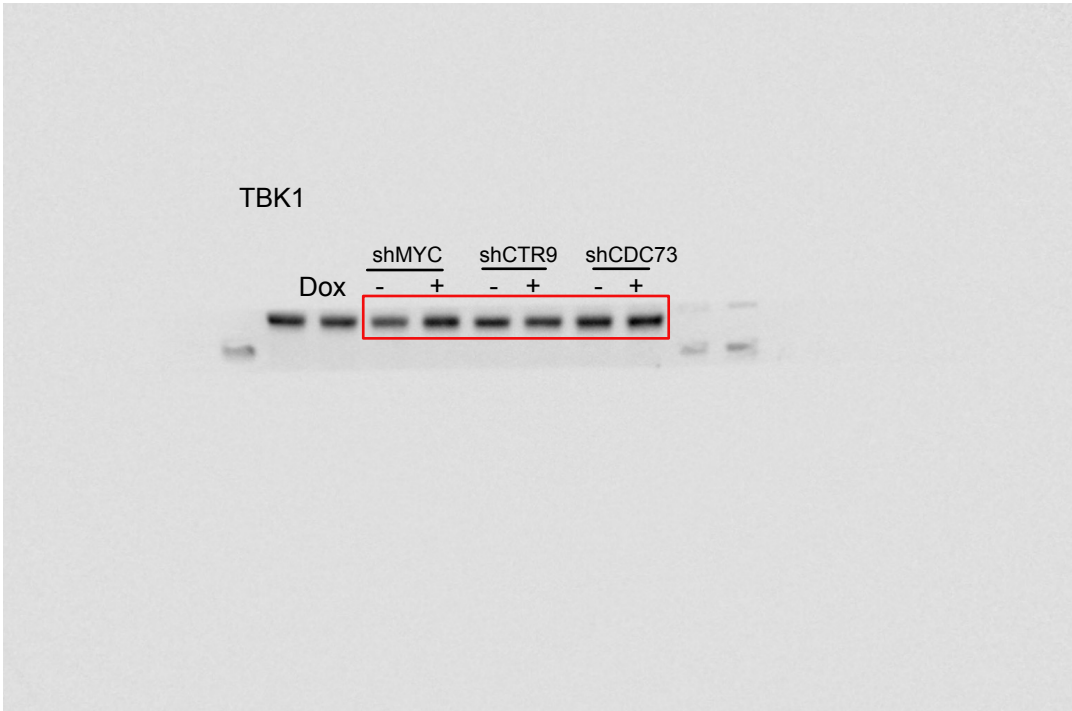

Supplementary Figure 6 panel e.

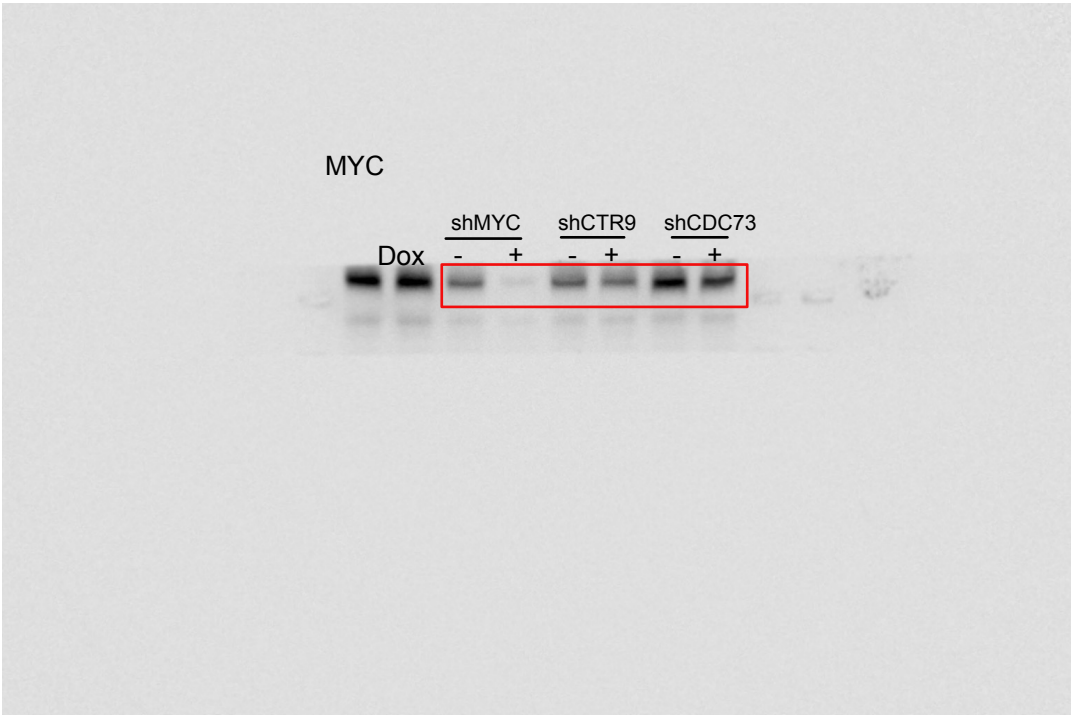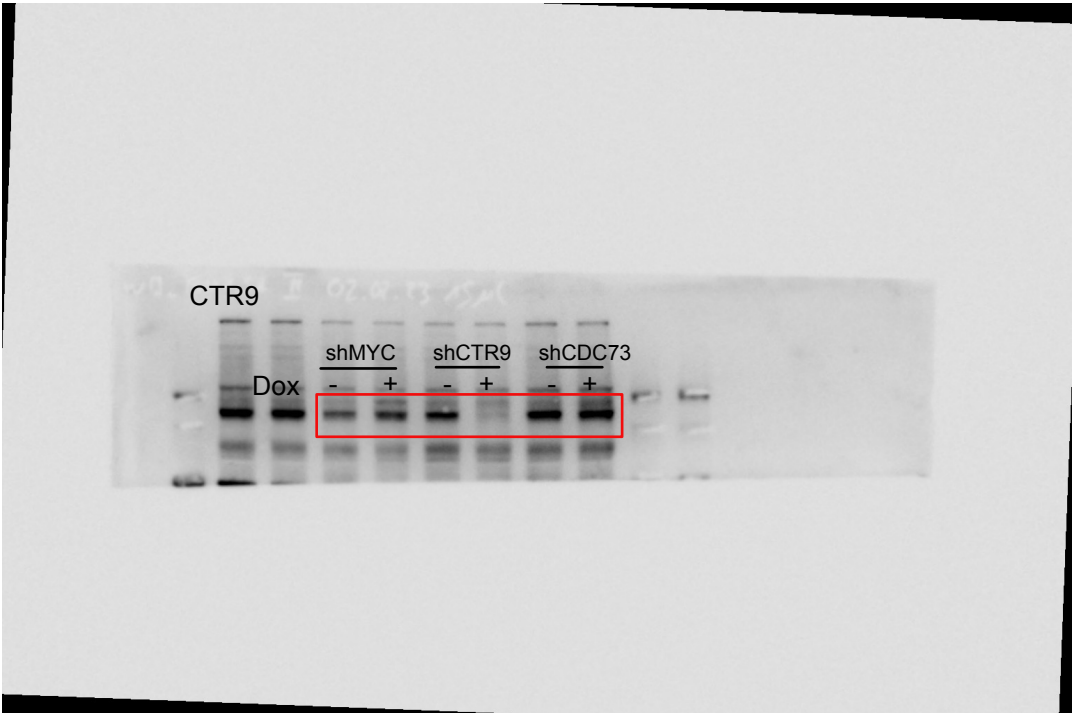

Supplementary Figure 6 panel e.

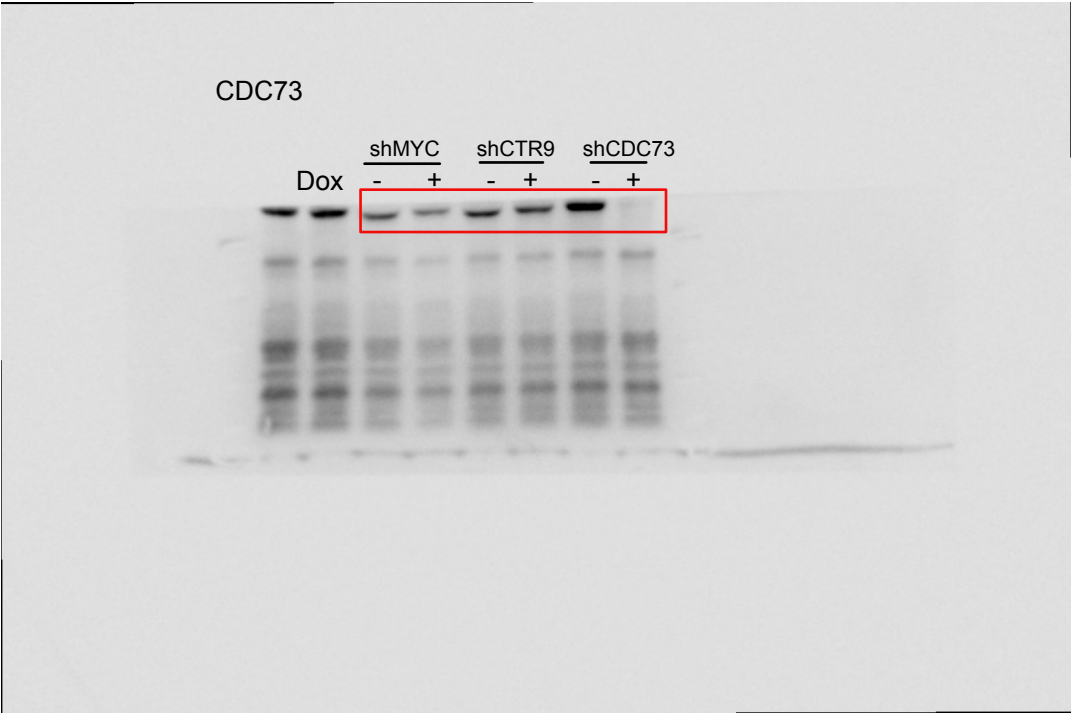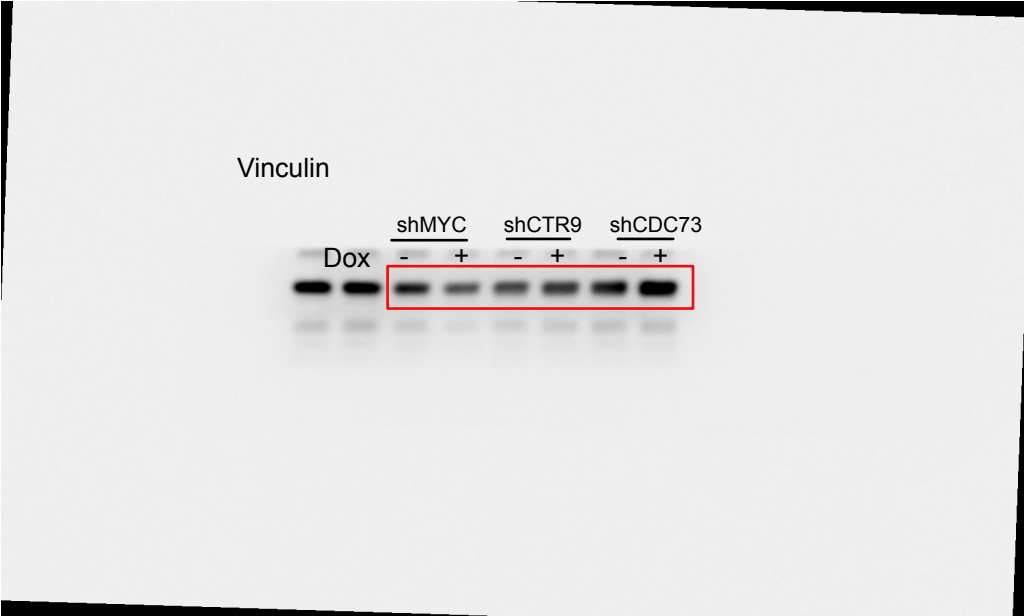

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: PAF1c links S-phase progression to immune evasion and MYC function in pancreatic carcinoma
**Source:** Nat Commun. 2024 Feb 16;15:1446. doi: 10.1038/s41467-024-45760-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Supplementary Data Legends

Supplementary Data 1: Results of the siRNA screens.

The tables show the individual results for all siRNAs in the three assays shown in Figures 2a and 2b.

Supplementary Data 2: Summary of compound profiling data.

The table shows the percentage of pKAP1-positive cells for all compounds shown in Figure 2e. It also shows the supplier of each compound.

Supplementary Data 3: Primer sequences used in qPCR and ChIP experiments.

The table shows the sequence of the primers used in all experiments.

# Supplementary material for: PAF1c links S-phase progression to immune evasion and MYC function in pancreatic carcinoma
**Source:** Nat Commun. 2024 Feb 16;15:1446. doi: 10.1038/s41467-024-45760-8
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	FASTQ Generation software v1.0.0 Illumina https://www.illumina.com/<br>Operetta High-Content imaging system v4.6<br>BD FACSDIVATM Software v6.1.2
Data analysis	FastQC v0.11.3 https://www.bioinformatics.babraham.ac.uk/projects/fastqc/<br>Bowtie2 v2.3.4.1 Langmead and Salzberg, 2012 http://bowtie-bio.sourceforge.net/bowtie2/index.shtml<br>SAMtools v1.9 Li et al., 2009 http://www.htslib.org/<br>Integrated Genome Browser v9.1.10 Freese et al., 2016 https://bioviz.org/<br>GraphPad Prism 9.5.1 for Mac GraphPad software https://www.graphpad.com/scientific-software/prism/<br>Harmony High Content Imaging and Analysis Software PerkinElmer http://www.perkinelmer.de/product/harmony-4-8-office-hh17000001<br>StepOne software v2.3 StepOne https://www.thermofisher.com/de/de/home/technical-resources/software-downloads/StepOne-and-StepOnePlus-Real-Time-PCR-System.html<br>enrichR v3.1 Xie et al., 2021 https://cran.r-project.org/web/packages/enrichR/vignettes/enrichR.html<br>GOSTats v2.64.0 Falcon et al., 2007 https://bioconductor.org/packages/release/bioc/html/GOSTats.html<br>Rsubread v2.12.2 Liao et al., 2019 https://bioconductor.org/packages/release/bioc/html/Rsubread.html<br>R version v4.2.2 The R Foundation https://www.R-project.org/<br>DeepTools v3.5.1 Ramirez et al., 2016 https://deeptools.readthedocs.io/en/develop/<br>ChIPseeker v1.34.1 Wang et al., 2022 https://guangchuangyu.github.io/software/ChIPseeker<br>UMI-tools v1.0.1 Smith et al., 2017 https://umi-tools.readthedocs.io/en/latest/<br>Living Image® Software - PerkinElmer® IVIS® Systems, https://www.perkinelmer.com/in_vivo/imaging

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ChIP-Rx, BLISS and RNA sequencing data are available from the Gene Expression Omnibus under accession number GSE228800, including GSE228795 and GSE243703 (ChIP-seq/CUT&RUN), GSE228797 (RNA-seq), GSE228799 (BLISS) and GSE243701 (4sU-seq). The mm10 (GRCm38) and hg19 (GRCh37.p13) reference genomes are available at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/ and https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.25/, respectively. The mm10 blacklisted regions are available at <https://www.encodeproject.org/files/ENCFF543DDX/>. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	1) Sample sizes were not predetermined and were chosen based on experience and common practice in the field. Microscopy experiments sampled at least 500 cells per condition. For other in vitro experiments, sample sizes ranged from several thousand to millions of cells, depending on the type of experiment.<br>2) Animal experiments were performed with at least 3 animals per condition.
Data exclusions	No data was excluded from the analysis.
Replication	Most experiments were done in biological triplicates. For each experiment we state the number of independent replications in the figure legend.
Randomization	Experiments performed with cell lines are naturally randomized.<br>Group division in animal experiments was randomized by sorting by strength of luciferase signal, to ensure each group has the same starting point.
Blinding	Blinding was not applied since it is not feasible for many of the applications used in our manuscript.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

CD3 Abcam ab16669 1:100 (IHC)
 CD4 Thermo Fisher Scientific 14-9766-82 1:100 (IHC)
 CD8 Lab Vision RB-9009-P1 1:100 (IHC)
 F4/80 Abcam ab6640 1:1000 (IHC)
 CD45R/B220 BD Biosciences 550286 1:50 (IHC)
 KAP1 phospho-S824 Abcam ab70369 1:500 (IHC), 1:5000 (WB), 1:600 (IF)
 gamma H2AX Abcam ab2893 1:1000 (IHC)
 MYC Abcam ab32072 1:5000 (WB)
 CTR9 Bethyl A301-395A 1:1000 (WB), 15 µg (ChIP-seq.)
 CDC73 Cell Signaling Technology 3644 1:1000 (WB)
 RTF1 Bethyl A300-179A 1:1000 (WB)
 Vinculin Sigma-Aldrich V9131 1:5000 (WB)
 Actin-beta Sigma-Aldrich A5441 1:5000 (WB)
 KAP1 Bethyl A300-274A 1:1000 (WB)
 TBK1 phospho-S172 Cell Signaling Technology 5483 1:1000 (WB)
 TBK1 Cell Signaling Technology 3504 1:1000 (WB)
 Total RNAPII (F-12) Santa Cruz Biotechnology sc-55492 1:1500 (PLA)
 gamma H2AX Cell Signaling Technology 2577 1:500 (IF)
 PCNA Abcam ab92552 1:1500 (PLA)
 RAD9 Thermo Fisher Scientific PA5-21275 (PLA)
 RNAPII phospho Ser5 BioLegend 904001 1:500 (PLA), 3 µg (ChIP)
 CTR9 Novus NB100-68205 1:500 (PLA)
 Total RNAPII (A-10) Santa Cruz Biotechnology sc-17798 15 µg (ChIP-seq.), 3 µg (ChIP)
 SPT6 Novus NB100-2582 10 µg (ChIP-seq.), 1.5 µg (ChIP)
 SPT5 Santa Cruz Biotechnology sc-133217 15 µg (ChIP-seq.), 3 µg (ChIP)
 RNAPII phosphor-Ser2 Abcam ab5095 3 µg (ChIP)
 SPT4 Cell Signaling Technology 64828 1.5 µg (ChIP)
 NIPBL Santa Cruz Biotechnology sc-374625 1:1000 (WB)
 MRE11 Abcam ab208020 1:1000 (WB)
 CHK1 (phosphoSer345) Cell Signaling Technology 2348 (WB)
 RAD50 Abcam ab208019 1:1000 (WB)
 ATR Thermo Fisher Scientific A300-138A 1:1000 (WB)
 CHK1 Santa Cruz Biotechnology sc-7898 1:1000 (WB)
 FANCD2 Abcam ab108928 1:1000 (WB)
 HUWE1 Abcam ab70161 1:1000 (WB)
 RNF20 Cell Signaling Technology 11974 1:1000 (WB)
 Ubiquityl-Histone H2B (Lys120) Cell Signaling Technology 5546 1:1000 (WB)
 histone H2B Abcam ab1790 1:1000 (WB)
 CD45 BioLegend BV510 30-F11 1:300 (Flow Cyt)
 CD3e BioLegend AF700 500A2 1:300 (Flow Cyt)
 PD-1/CD279 BioLegend BV421 29F.1A12 1:200 (Flow Cyt)
 CD11b BioLegend PE M1/70 1:300 (Flow Cyt)
 CD11c BioLegend AF647 N418 1:300 (Flow Cyt)
 CD4 BioLegend BV650 GK1.5 1:200 (Flow Cyt)
 CD4 BioLegend BV605 GK1.5 1:200 (Flow Cyt)
 CD8 BioLegend FITC 53-6.7 1:200 (Flow Cyt)
 CD8 BioLegend PE 53-6.7 1:200 (Flow Cyt)
 CTLA-4 BioLegend PE UC10-4B9 1:200 (Flow Cyt)
 CD45R/B220 BioLegend PE-Dazzle RA3-6B2 1:200 (Flow Cyt)
 Ly6G BioLegend PerCP-Cy5.5 1A8 1:300 (Flow Cyt)

Ly6C BioLegend AF700 HK1.4 1:300 (Flow Cyt)
 anti-F4/80 BioLegend BV421 BM8 1:300 (Flow Cyt)
 Podoplanin BioLegend APC 8.1.1 1:300 (Flow Cyt)
 Ep-CAM BioLegend BV421 G8.8 1:300 (Flow Cyt)
 E-Cadherin BioLegend PE-Dazzle DECMA-1 1:200 (Flow Cyt)
 CTLA-4 BioLegend PerCP-Cy5.5 UC10-4B9 1:200 (Flow Cyt)
 CD206 BioLegend BV650 C068C2 1:200 (Flow Cyt)
 CD31 eBioscience PE-Cy7 390 1:200 (Flow Cyt)
 CD44 eBioscience SB645 IM7 1:200 (Flow Cyt)
 MHCII SB600 ThermoFisher M5/114.15.2 1:200 (Flow Cyt)
 PDGFRa ThermoFisher SB702 APA5 1:200 (Flow Cyt)
 H-2Db Thermo Fisher Scientific MA5-17992 1 µg (Flow Cyt)
 H-2Kb Bio X Cell BE0172 1 µg (Flow Cyt)
 ECL anti-mouse IgG horseradish peroxidase Sigma-Aldrich GENA931-1ML 1:5000 (WB)
 ECL anti-rabbit IgG horseradish peroxidase Sigma-Aldrich GENA934-1ML 1:5000 (WB)
 Alexa Fluor® 647 Goat anti-rabbit IgG Thermo Fisher Scientific A-21244 1:400 (IF)
 Alexa Fluor® 488 Goat anti-rabbit IgG Thermo Fisher Scientific A-11008 1:400 (IF)

Validation

CD3 <https://www.abcam.com/products/primary-antibodies/cd3-antibody-sp7-ab16669.html>
 CD4 <https://www.thermofisher.com/antibody/product/CD4-Antibody-clone-4SM95-Monoclonal/14-9766-82>
 F4/80 <https://www.abcam.com/products/primary-antibodies/f480-antibody-cia3-1-macrophage-marker-ab6640.html>
 CD45R/B220 <https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd45r.550286>
 KAP1 phospho-S824 <https://www.abcam.com/products/primary-antibodies/kap1-phospho-s824-antibody-ab70369.html>
 gamma H2AX <https://www.abcam.com/products/primary-antibodies/gamma-h2ax-phospho-s139-antibody-ab2893.html>
 MYC <https://www.abcam.com/products/primary-antibodies/c-myc-antibody-y69-chip-grade-ab32072.html>
 CTR9 <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-ctr9-antibody/BETHYL-A301-395>
 CDC73 <https://www.cellsignal.com/products/primary-antibodies/cdc73-a264-antibody/3644>
 RTF1 <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-rtf1-antibody/BETHYL-A300-179>
 Vinculin <https://www.sigmaaldrich.com/DE/en/product/sigma/v9131>
 Actin-beta <https://www.sigmaaldrich.com/DE/en/product/sigma/a5441>
 KAP1 <https://www.biomol.com/products/antibodies/primary-antibodies/general/anti-kap-1-a300-274a-t>
 TBK1 phospho-S172 <https://www.cellsignal.com/products/primary-antibodies/phospho-tbk1-nak-ser172-d52c2-xp-rabbit-mab/5483>
 TBK1 <https://www.cellsignal.com/products/primary-antibodies/tbk1-nak-d1b4-rabbit-mab/3504>
 Total RNAPII (F-12) <https://www.scbt.com/p/pol-ii-antibody-f-12>
 gamma H2AX <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h2a-x-ser139-antibody/2577>
 PCNA <https://www.abcam.com/products/primary-antibodies/pcna-antibody-epr3821-ab92552.html>
 RAD9 <https://www.thermofisher.com/antibody/product/RAD9-Antibody-Polyclonal/PA5-21275>
 RNAPII phospho Ser5 <https://www.biolegend.com/fr-lu/products/purified-anti-rna-polymerase-ii-antibody-11544>
 CTR9 https://www.novusbio.com/products/ctr9-antibody_nb100-68205
 Total RNAPII (A-10) <https://www.scbt.com/p/pol-ii-antibody-a-10>
 SPT6 https://www.novusbio.com/products/spt6-antibody_nb100-2582
 SPT5 <https://www.scbt.com/p/spt5-antibody-d-3>
 RNAPII phosphor-Ser2 <https://www.abcam.com/products/primary-antibodies/rna-polymerase-ii-ctd-repeat-ysptsps-phospho-s2-antibody-ab5095.html>
 SPT4 <https://www.cellsignal.com/products/primary-antibodies/spt4-d3p2w-rabbit-mab/64828>
 NIPBL <https://www.scbt.com/p/nipbl-antibody-c-9>
 MRE11 <https://www.abcam.com/products/primary-antibodies/mre11-antibody-epr21027-chip-grade-ab208020.html>
 CHK1 (phosphoSer345) <https://www.cellsignal.com/products/primary-antibodies/phospho-chk1-ser345-133d3-rabbit-mab/2348>
 RAD50 <https://www.abcam.com/products/primary-antibodies/rad50-antibody-epr20968-chip-grade-ab208019.html>
 ATR <https://www.thermofisher.com/antibody/product/ATR-Antibody-Polyclonal/A300-138A>
 CHK1 <https://www.scbt.com/p/chk1-antibody-fl-476>
 HUWE1 <https://www.abcam.com/products/primary-antibodies/huwe1mule-antibody-ab70161.html>
 RNF20 <https://www.cellsignal.com/products/primary-antibodies/rnf20-d6e10-xp-rabbit-mab/11974>
 Ubiquityl-Histone H2B (Lys120) <https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2b-lys120-d11-xp-rabbit-mab/5546>
 histone H2B <https://www.abcam.com/products/primary-antibodies/histone-h2b-antibody-chip-grade-ab1790.html>
 CD45 <https://www.biolegend.com/fr-fr/soluble-mhc/brilliant-violet-510-anti-mouse-cd45-antibody-7995?GroupID=BLG1932>
 CD3e <https://www.biolegend.com/de-de/search-results/alexa-fluor-700-anti-mouse-cd3epsilon-antibody-13779?GroupID=BLG15684>
 PD-1/CD279 <https://www.biolegend.com/de-de/search-results/brilliant-violet-421-anti-mouse-cd279-pd-1-antibody-7330?GroupID=BLG7927>
 CD11b <https://www.biolegend.com/ja-jp/products/pe-anti-mouse-human-cd11b-antibody-349>
 CD11c <https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd11c-antibody-2703?GroupID=BLG11937>
 CD4 <https://www.biolegend.com/fr-ch/products/brilliant-violet-650-anti-mouse-cd4-antibody-16780?GroupID=BLG4211>
 CD4 <https://www.biolegend.com/fr-ch/products/brilliant-violet-605-anti-mouse-cd4-antibody-10708?GroupID=BLG4745>
 CD8 <https://www.biolegend.com/fr-fr/products/fitc-anti-mouse-cd8a-antibody-153>
 CD8 <https://www.biolegend.com/fr-lu/cell-health/pe-anti-mouse-cd8a-antibody-155?GroupID=BLG2559>
 CTLA-4 <https://www.biolegend.com/fr-lu/products/pe-anti-mouse-cd152-antibody-516>
 CD45R/B220 <https://www.biolegend.com/en-us/search-results/pe-dazzle-594-anti-mouse-human-cd45r-b220-antibody-10188?GroupID=GROUP658>
 Ly6G <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6g-antibody-6116?GroupID=BLG7234>
 Ly6C <https://www.biolegend.com/nl-nl/products/alexa-fluor-700-anti-mouse-ly-6c-antibody-6757?GroupID=BLG7242>
 anti-F4/80 <https://www.biolegend.com/nl-be/products/brilliant-violet-421-anti-mouse-f4-80-antibody-7199>
 Podoplanin <https://www.biolegend.com/de-at/products/apc-anti-mouse-podoplanin-antibody-6656?GroupID=BLG5772>
 Ep-CAM <https://www.biolegend.com/en-ie/products/brilliant-violet-421-anti-mouse-cd326-ep-cam-antibody-9964>

E-Cadherin <https://www.biolegend.com/de-at/products/pe-dazzle-594-anti-mouse-human-cd324-e-cadherin-antibody-16386>
 CTLA-4 <https://www.biolegend.com/en-ie/products/percp-cyanine5-5-anti-mouse-cd152-antibody-10451?GroupID=BLG10448>
 CD206 <https://www.biolegend.com/ja-jp/products/brilliant-violet-650-anti-mouse-cd206-mmr-antibody-8842>
 CD31 <https://www.thermofisher.com/antibody/product/CD31-PECAM-1-Antibody-clone-390-Monoclonal/25-0311-82>
 CD44 <https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/64-0441-82>
 MHCII <https://www.thermofisher.com/antibody/product/MHC-Class-II-I-A-I-E-Antibody-clone-M5-114-15-2-Monoclonal/63-5321-82>
 PDGFRa <https://www.thermofisher.com/antibody/product/CD140a-PDGFRa-Antibody-clone-APA5-Monoclonal/67-1401-82>
 H-2Db <https://www.thermofisher.com/antibody/product/H-2Db-Antibody-clone-B22-249-R1-Monoclonal/MA5-17992>
 H-2Kb <https://www.bioxcell.com/invivomab-anti-mouse-mhc-class-i-h-2kb>
 ECL anti-mouse IgG horseradish peroxidase <https://www.sigmaaldrich.com/DE/en/product/sigma/gena9311ml>
 ECL anti-rabbit IgG horseradish peroxidase Sigma-Aldrich <https://www.sigmaaldrich.com/DE/en/product/sigma/gena9341ml>
 Alexa Fluor® 647 Goat anti-rabbit IgG <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21244>
 Alexa Fluor® 488 Goat anti-rabbit IgG <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	KPC (established from a tumor of a male mouse) Jens Sieveke (Jung LA et al., 2017, Oncogene, DOI:10.1038/onc.2016.354, Krenz B et al., 2021, Cancer research, DOI:10.1158/0008-5472.CAN-21-1677).<br>U2OS ATCC CVCL_0042<br>HEK293TN ATCC CVCL_UL49<br>p53-mutant and p16ink4a(Cdkn2a)-deficient murine PDAC cell lines (established from tumors of male mice) were provided by Dieter Saur.<br>Panc-1 and PA-TU-8988T human PDAC cell lines were provided by Mathias Rosenfeldt.
Authentication	Authentication of the human cell lines used was done by STR profile testing, working according to the human cell line authentication standard published by ANSI. KPC cells were validated by RNA sequencing.
Mycoplasma contamination	All cell lines routinely tested negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	None of the used cell lines is listed in the ICLAC register.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6J (bred at the biocentre Wuerzburg) and NOD-Rag2-IL2rgTm1/Rj mice (NRG, ordered by Janvier Labs) were used. KPC cells were injected in 5-12 weeks old male mice. The mice were treated prophylactically with painkillers for three days. C57BL/6J mice were kept in type II-L cages, NRG mice were kept in individually ventilated cages (IVC). One week after injection tumor cells (luciferase positive) were measured by bioimaging (IVIS). On the basis of the measurement, the experimental groups were divided in such a way that groups with approximately equally strong signals were created. The treatment started after the division of the groups.<br>There is a 12-hour light/dark cycle in the animal housing (7 am to 7 pm light). The temperature in the animal housing rooms is between 20°C and 24°C and the relative humidity is between 45% and 65%.
Wild animals	No wild animals were used
Reporting on sex	To avoid immunological rejection, male mice were used in our experiments because the KPC cells we used for orthotopic transplantation also came from a male mouse.
Field-collected samples	No field-collected samples were used
Ethics oversight	The application was approved by the Government of Lower Franconia (Regierung von Unterfranken) under the number RUF-55.2.2-2532-2-1419 and RUF-55.2.2-2532-148.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Replicates	RNA, 4-sU-seq. and BLISS experiments were done in biological triplicats (n=3) CUTnRun and ChIP-seq experiment were performed twice (n=2) We were not able to generate a sequencing library for ChIP-seq. of CTR9 upon CTR9 depletion for replicate number 2.
Sequencing depth	GSM7136972 ChIP-seq RNAPII shCTR9 EtOH 20805257 GSM7136973 ChIP-seq RNAPII shCTR9 Dox 24914291 GSM7136974 ChIP-seq CTR9 shCTR9 EtOH 32562598 GSM7136975 ChIP-seq CTR9 shCTR9 Dox 29934091 GSM7136977 ChIP-seq SPT5 shCTR9 EtOH 68139390 GSM7136978 ChIP-seq SPT5 shCTR9 Dox 30581236 GSM7136979 ChIP-seq SPT6 shCTR9 EtOH 43451061 GSM7136980 ChIP-seq SPT6 shCTR9 Dox 48770164 GSM7136981 ChIP-seq Input merged 32061360 GSM7136982 CUT&RUN MYC shCTR9 EtOH 12979494 GSM7136983 CUT&RUN MYC shCTR9 Dox 12760475 GSM7136985 CUT&RUN MYC shMYC EtOH 13866457 GSM7136986 CUT&RUN MYC shMYC Dox 11711172 GSM7136987 CUT&RUN IgG shCTR9 EtOH 12728886 GSM7137684 RNA-seq shLuciferase Dox rep1 15889288 GSM7137686 RNA-seq shLuciferase Dox rep2 17011297 GSM7137687 RNA-seq shLuciferase Dox rep3 17196078 GSM7137688 RNA-seq shCTR9 Dox rep1 15672953 GSM7137689 RNA-seq shCTR9 Dox rep2 15812453 GSM7137690 RNA-seq shCTR9 Dox rep3 29815450 GSM7137691 RNA-seq shMYC Dox rep1 15641959 GSM7137693 RNA-seq shMYC Dox rep2 15781891 GSM7137694 RNA-seq shMYC Dox rep3 14605517 GSM7137695 RNA-seq shCDC73 Dox rep1 15559308 GSM7137696 RNA-seq shCDC73 Dox rep2 15278453 GSM7137697 RNA-seq shCDC73 Dox rep3 16917746 GSM7138383 BLISS shMYC EtOH rep1 13153492 GSM7138384 BLISS shMYC EtOH rep2 12606928 GSM7138385 BLISS shMYC EtOH rep3 14530140 GSM7138386 BLISS shMYC Dox rep1 3012410 GSM7138387 BLISS shMYC Dox rep2 3505034 GSM7138389 BLISS shMYC Dox rep3 3183610 GSM7138390 BLISS shMYC EtOH AZD6738 rep1 10399042 GSM7138391 BLISS shMYC EtOH AZD6738 rep2 10741877 GSM7138392 BLISS shMYC EtOH AZD6738 rep3 13548451 GSM7138393 BLISS shMYC Dox AZD6738 rep1 6174196 GSM7138394 BLISS shMYC Dox AZD6738 rep2 6898909 GSM7138395 BLISS shMYC Dox AZD6738 rep3 6846641 GSM7794505 4sU-seq shLuciferase Dox rep1 49110602 GSM7794506 4sU-seq shLuciferase Dox rep2 59237642 GSM7794508 4sU-seq shLuciferase Dox rep3 52624837 GSM7794509 4sU shCTR9 Dox rep1 49434030 GSM7794510 4sU shCTR9 Dox rep2 48223861 GSM7794511 4sU shCTR9 Dox rep3 44538305 GSM7794514 ChIP-seq RNAPII shCTR9 EtOH rep2 38863168 GSM7794515 ChIP-seq RNAPII shCTR9 Dox rep2 41105880 GSM7794516 ChIP-seq SPT5 shCTR9 EtOH rep2 40619586 GSM7794517 ChIP-seq SPT5 shCTR9 Dox rep2 38852347 GSM7794518 ChIP-seq SPT6 shCTR9 EtOH rep2 34384144 GSM7794519 ChIP-seq SPT6 shCTR9 Dox rep2 32347439 GSM7794520 ChIP-seq Input merged rep2 33865542 GSM7794521 ChIP-seq CTR9 shCTR9 EtOH rep2 22995082 GSM7794522 CUT&RUN MYC shCTR9 EtOH rep2 12028709 GSM7794523 CUT&RUN MYC shCTR9 Dox rep2 13056057
Antibodies	RNAPII, Santa Cruz Biotechnology, sc-17798, A10, Lot: J1921 SPT5, Santa Cruz Biotechnology, sc-133217, Lot: E2821 SPT6, Novus, NB100-2582, Lot: A2 CTR9, Bethyl, A301-395A, Lot:301-395A-4
Peak calling parameters	ChIP-sequenced libraries were mapped separately to mouse mm10 genome and human hg19 (spike-in) using Bowtie 2 v2.3.4.1 with default parameters. ChIP-Rx spike-in normalization was performed by calculating spike-in normalization factor, by dividing the number of mapped reads from the spike-in of the smallest sample by the number of mapped reads from the spike-in of each sample. For each sample, this factor was multiplied by the number of reads that mapped to the mouse genome. Samtools was used to manipulate the bam files (indexing and subsampling).

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

GSE228800

Files in database submission

GSM7136972 ChIP-seq RNAPII shCTR9 EtOH
 GSM7136973 ChIP-seq RNAPII shCTR9 Dox
 GSM7136974 ChIP-seq CTR9 shCTR9 EtOH
 GSM7136975 ChIP-seq CTR9 shCTR9 Dox
 GSM7136977 ChIP-seq SPT5 shCTR9 EtOH
 GSM7136978 ChIP-seq SPT5 shCTR9 Dox
 GSM7136979 ChIP-seq SPT6 shCTR9 EtOH
 GSM7136980 ChIP-seq SPT6 shCTR9 Dox
 GSM7136981 ChIP-seq Input merged
 GSM7136982 CUT&RUN MYC shCTR9 EtOH
 GSM7136983 CUT&RUN MYC shCTR9 Dox
 GSM7136985 CUT&RUN MYC shMYC EtOH
 GSM7136986 CUT&RUN MYC shMYC Dox
 GSM7136987 CUT&RUN IgG shCTR9 EtOH
 GSM7137684 RNA-seq shLuciferase Dox rep1
 GSM7137686 RNA-seq shLuciferase Dox rep2
 GSM7137687 RNA-seq shLuciferase Dox rep3
 GSM7137688 RNA-seq shCTR9 Dox rep1
 GSM7137689 RNA-seq shCTR9 Dox rep2
 GSM7137690 RNA-seq shCTR9 Dox rep3
 GSM7137691 RNA-seq shMYC Dox rep1
 GSM7137693 RNA-seq shMYC Dox rep2
 GSM7137694 RNA-seq shMYC Dox rep3
 GSM7137695 RNA-seq shCDC73 Dox rep1
 GSM7137696 RNA-seq shCDC73 Dox rep2
 GSM7137697 RNA-seq shCDC73 Dox rep3
 GSM7138383 BLISS shMYC EtOH rep1
 GSM7138384 BLISS shMYC EtOH rep2
 GSM7138385 BLISS shMYC EtOH rep3
 GSM7138386 BLISS shMYC Dox rep1
 GSM7138387 BLISS shMYC Dox rep2
 GSM7138389 BLISS shMYC Dox rep3
 GSM7138390 BLISS shMYC EtOH AZD6738 rep1
 GSM7138391 BLISS shMYC EtOH AZD6738 rep2
 GSM7138392 BLISS shMYC EtOH AZD6738 rep3
 GSM7138393 BLISS shMYC Dox AZD6738 rep1
 GSM7138394 BLISS shMYC Dox AZD6738 rep2
 GSM7138395 BLISS shMYC Dox AZD6738 rep3
 GSM7794505 4sU-seq shLuciferase Dox rep1
 GSM7794506 4sU-seq shLuciferase Dox rep2
 GSM7794508 4sU-seq shLuciferase Dox rep3
 GSM7794509 4sU shCTR9 Dox rep1
 GSM7794510 4sU shCTR9 Dox rep2
 GSM7794511 4sU shCTR9 Dox rep3
 GSM7794514 ChIP-seq RNAPII shCTR9 EtOH rep2
 GSM7794515 ChIP-seq RNAPII shCTR9 Dox rep2
 GSM7794516 ChIP-seq SPT5 shCTR9 EtOH rep2
 GSM7794517 ChIP-seq SPT5 shCTR9 Dox rep2
 GSM7794518 ChIP-seq SPT6 shCTR9 EtOH rep2
 GSM7794519 ChIP-seq SPT6 shCTR9 Dox rep2
 GSM7794520 ChIP-seq Input merged rep2
 GSM7794521 ChIP-seq CTR9 shCTR9 EtOH rep2
 GSM7794522 CUT&RUN MYC shCTR9 EtOH rep2
 GSM7794523 CUT&RUN MYC shCTR9 Dox rep2

Genome browser session

(e.g. [UCSC](#))

Graphical files can be downloaded from GEO

Data quality

Sequencing quality of FASTQ files was checked using FastQC.

Software

Reads were mapped to the mouse reference genome (mm10) with Bowtie2 v2.3.4.1. The BAM files were normalized (subsampling) to read counts and indexed using SAMtools v1.9. To visualize read alignments on the Integrated Genome Browser v9.1.10, BAM files were converted to bigwig files using Deeptools with no further normalization and a bin size of 10 bases. Heat maps were generated by applying the computeMatrix operation to all expressed genes followed by plotHeatMap function in DeepTools v3.5.1. Metagene

plot of MYC CUT&RUN was generated by applying the computeMatrix operation to all expressed genes (Centered around TSS) followed by plotProfile function in DeepTools v3.5.1. For the mRNA-seq, Reads per gene were counted using the featureCounts function from the R package Rsubread v2.12.2. Go terms were identified using GOstats v2.64.0 and enrichR v3.1 packages in R version v4.2.2.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Extracted tumors were mechanically disrupted and digested in a 500- μ L mixture of 1 mg/mL collagenase A and D, trypsin inhibitor from glycine max and 0.4 mg/mL DNase I in PBS first at 22°C for 45 minutes and then at 37°C for 15 minutes with 1000 rpm rotation in a thermo-mixer. EDTA was then added to a final concentration of 10 mmol/L, whereafter the cells were passed through a 70- μ m mesh prior to immunostaining. Cells were stained with fixable viability dye eFluor780 (1:1000, eBioscience, #65-2860-40) for 15 min at 4°C, blocked with anti-mouse TruStain FcX™ for 5 min at 4°C and stained for 30 min at 4°C with combinations fluorescently conjugated antibodies. Anti-CD206 BV650 was added after surface staining was completed and after fixation-permeabilization using the FoxP3/Transcription Factor Fixation/Permeabilization Kit and the manufacturer's guidelines were followed.

Instrument

All flow cytometry was performed on an Attune NxT (Thermo Fisher) analyzer.

Software

Offline analysis was performed with FlowJo software (Treestar, version 10.9).

Cell population abundance

About 90% of all measured living cells are CD45-positive what is comparable with flow cytometry experiments we have previously performed in the same transplant model. About 40-50% of CD45+ cells were T cells. Most CD3+ T cells are either CD4 or CD8 positive (80-90%). Dendritic cells only make a small proportion of the immune infiltrate.

Gating strategy

Gating of lymphocytes, singlets, living cells was performed as shown in Supplementary Figure 8b. Supplementary 8b also includes gating for CD4, CD4, CD8, CD45, CD11b and CD11c.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

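RNA from 12 cultures of KPC cells was sequenced, 3 for each of 4 doxycycline-inducible shRNAs: shLuciferase as the control, shCTR9, shCDC73 and shMYC, each after 48 h of doxycycline. The authors captured poly(A) RNA, made strand-specific libraries, mapped reads to mm10 with Bowtie 2 version 2.3.4.1, scaled the samples to the mapped reads of the smallest one, counted reads per gene with featureCounts from Rsubread version 2.12.2, removed genes with fewer than 5 reads, and fitted edgeR. The gene annotation and the strand setting of the count are stated neither in the methods nor in the supplementary files. Bowtie 2 does not split reads over introns, so reads across splice junctions can count less for genes with many short exons.

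The log2 fold changes and mean log2 CPM are taken as deposited, from the authors' edgeR comparison of each depletion with shLuciferase. The p-values, as deposited, are those of the authors' likelihood ratio test, adjusted by the authors with the Benjamini-Hochberg method over all genes of a table. The score in each table is the authors' likelihood ratio, as deposited. The authors' deposited table holds 11982 genes for shCTR9, 12128 for shCDC73 and 12100 for shMYC. It was checked that each p equals the upper tail of a chi-square distribution with 1 degree of freedom at the likelihood ratio (largest difference 6.36e-15) and that each adjusted p equals the Benjamini-Hochberg value (largest difference 4.4e-16). In the shMYC table 5 genes have a p of 0. Values per library are not analysed here, so no test of counts, no exclusion of single replicates and no regrouping of samples was run, and the condition that the groups of a named gene should not overlap, set before the data were examined, was dropped.

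Depth and precision are as follows. The reads per library in the paper's reporting summary, whose medians are close to each other, have 1 shCTR9 library with more reads than the others. The approximate standard error of a log2 fold change had a median of 0.139 over all genes of the shCTR9 table, 0.175 for shCDC73 and 0.122 for shMYC. The median log2 fold change of all genes was −0.01, −0.02 and −0.00. On simulated genes with a change of 0.5 on the log2 scale, 47, 34 and 52 of 100 were recovered at these standard errors, and of those with a change of 1, 87, 84 and 91. Only 200 genes were changed in each simulated table, against most genes in the deposited ones. The adjusted threshold was therefore stricter in the simulation, and these shares do not measure recovery in the deposited tables.

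Gene lists were written from general knowledge before the data were examined, apart from 3 lists the study chose on these samples (the genes of Supplementary Fig. 5a, those of the heat map in Fig. 5a, and other genes the paper names). For the heat map, it was a gene ontology term that the study singled out. The 29 lists include 4 of markers of other cell types. Each list with at least 3 measured genes was tested against all other genes of its table with cameraPR of limma 3.58.1 in R 4.3.3, on the signed root of the likelihood ratio, with a preset correlation of 0.01, and adjusted over the lists of a comparison. The test called 1.3%, 1.7% and 2.4% of 1000 random lists of 60 genes for shCTR9, shCDC73 and shMYC. Genes of random lists are not co-regulated, so these shares do not measure false calls for lists of co-regulated genes. A list's median was placed among 10000 random lists matched on mean expression and gene length in 10 bins each. These draws took genes as independent and could include members of the list itself. Members with a log2 fold change below −1, the threshold of Fig. 3e, were compared with other genes by Fisher's exact test.

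Gene coordinates and lengths are from the RefSeq annotation of GRCm38, joined by Entrez identifier for 97.4% of the genes of the shCTR9 table, 97.3% for shCDC73 and 97.3% for shMYC, and exonic length and GC content are from GENCODE for 91.6%, 91.5% and 91.3%. A symbol was lacking for 243, 247 and 251 genes. Length was related to log2 fold change by Spearman's and Pearson's correlation and in 5 bins. Differences in length between gene groups, and Pearson's r over antigen presentation and repair genes, were tested with 100000 permutations. Differences between depletions used an approximate z from the fold changes and standard errors of the 2 comparisons, adjusted over the genes of both. Intervals of correlations are from 1000 bootstrap draws over genes, or 200 for partial correlations. The share of unique 50-base stretches was counted over the transcripts of all genes. Computations other than cameraPR used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

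Genes were named by a rule set before the data were examined: the targets of the shRNAs and the other PAF1c subunits, all members of the 3 lists of the study, up to 3 members of each list per comparison with the smallest adjusted p, and the 8 rising and 8 falling genes per comparison with the largest change at a mean of at least 10 CPM. The genes Rn45s, mt-Rnr1, mt-Rnr2 and Hba-a1 were added after their values were seen. A gene is said to rise, fall or change where its adjusted p is below 0.05. Alternatives were a mean of at least 5 CPM, an absolute log2 fold change above 1, exonic length, at least 10 CPM or 10 bins for the length relation, and other gene groups. Those added after the data were seen are an F distribution with 1 and 4 degrees of freedom, a preset correlation of 0.05, a rank test, a correction for length in 50 bins, protein-coding genes alone and the approximate z.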

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

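The tests of a length bias in the shared control libraries, of a general interferon response and of poly(A) selection, and the approximate z behind each difference between depletions, were chosen after the results were seen.

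The relation between gene length and log2 fold change differed between the depletions. Spearman's rho was lower after CTR9 than after MYC depletion by a difference of −0.318, lower after CDC73 than after MYC depletion by −0.288 (95% bootstrap interval −0.310 to −0.264), and differed by −0.0275 between CTR9 and CDC73 depletion (−0.0439 to −0.0109). The last is not shown to be a difference between the depletions, since the intervals cover genes and not replicates. The order of the longest minus the shortest bin depended on the setting, with −0.64 after CTR9 and −0.66 after CDC73 depletion for 5 bins and −0.72 and −0.70 for 10. A length of the spliced transcript that goes along with gene length is not the whole cause after CTR9 depletion, since the partial rho given exonic length was −0.236 (bootstrap SE 0.00880). GC content of the transcript is not the whole cause either, since the partial rho given GC was −0.258 (bootstrap SE 0.00921). Given exonic length, GC and mean expression together it was −0.189 (bootstrap SE 0.0101), against −0.325 for the same genes with none of them, so a part of the relation goes along with these. A length bias in the control libraries would appear in all 3 comparisons, and rho after MYC depletion was −0.00662. This argues against such a bias only if MYC depletion has no length-related effect of its own that offsets it, which was not tested. A length bias in the depleted libraries, from RNA of lower integrity for example, stays open in these mRNA values. Dependence on PAF1c for transcribing long genes cannot be told apart from it by them. For that dependence the paper has other evidence from CTR9-depleted cells. It reports less nascent transcription in bodies of long genes and RNA polymerase II shifted towards promoters, both more so with length.

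The heat map genes rose further than is typical for genes of like length and expression. Their medians of 1.46 after CTR9 and 1.22 after CDC73 depletion exceed those of matched random lists. These lists centre on 0.10 (−0.29 to 0.49) and 0.23 (−0.22 to 0.69), which puts the medians at percentiles 100 and 99.99. The study singled out the gene ontology term of the heat map on these samples, and the draws take genes as independent. The percentiles describe these genes alone and do not test whether short length explains their rise. Reads shared between near-identical genes do not account for the rise, since the 13 genes with mostly unique sequence had a median of 1.45 after CTR9 depletion (95% bootstrap interval 0.73 to 1.88). A general interferon response, set as a median of at least 0.5 for interferon-stimulated genes, was not seen after CTR9 depletion, where it was 0.0747 (−0.17 to 0.42). After CDC73 depletion it was 0.36 (−0.51 to 0.80), an interval that includes 0.5, so a response of that size stays open there.

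Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, tended upwards in all 3 comparisons. Ribosomal RNA would also rise if less of the RNA without a tail had been removed from the depleted libraries, and the median over Rn45s, mt-Rnr1 and mt-Rnr2 was 0.89 after CTR9 and 1.51 after CDC73 depletion, which is consistent with that explanation, although mitochondrially encoded mRNAs rose there too. After MYC depletion it was 0.0944 with a standard error of 0.672 for Rn45s, which decides nothing. Short genes in general remain possible after CTR9 (percentile 97.11) and CDC73 depletion (95.45), where the medians lay inside the central 95% of matched lists, and not as the whole cause after MYC depletion (98.52). A change in the cell cycle is a biological explanation that was not tested.

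Several lists moved differently in different depletions (cameraPR on the approximate z). The median difference between CTR9 and MYC depletion was 0.85 for ribosome biogenesis, 0.93 for MYC targets, 0.53 for DNA replication, −1.45 for cytokines, 0.93 for epithelial genes (adjusted p = 1.7e-07), −1.29 for mesenchymal genes (adjusted p = 0.00488), 0.74 for mitosis (adjusted p = 9.2e-06), 1.03 for ribosomal proteins (adjusted p = 4.5e-23), 0.56 for oxidative phosphorylation (adjusted p = 9.6e-07) and 1.20 for mitochondrially encoded mRNAs (adjusted p = 2.8e-06). Between CDC73 and MYC depletion it was 1.00 for ribosome biogenesis, 0.86 for MYC targets, 0.72 for mitosis (cameraPR, adjusted p = 1.1e-04), 1.28 for ribosomal proteins (adjusted p = 6.2e-21) and 1.33 for mitochondrially encoded mRNAs (adjusted p = 2.8e-05). Between CTR9 and CDC73 depletion it was −0.79 for cytokines (cameraPR, adjusted p = 2.7e-07) and 0.96 for epithelial genes (adjusted p = 2.4e-05).

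Gene groups that the paper does not discuss also moved, as judged by cameraPR. After CTR9 depletion the medians were 0.53 for p53 targets (adjusted p = 0.00129, or 0.143 on ranks), 1.07 for immediate early genes (adjusted p = 0.00207, or 0.0501 with the length correction), 0.90 for epithelial genes (adjusted p = 1.8e-05), −0.82 for cholesterol synthesis (adjusted p = 2.5e-07), 0.37 for ribosomal proteins (adjusted p = 2.0e-05), 0.78 for oxidative phosphorylation (adjusted p = 1.7e-19) and 0.97 for mitochondrially encoded mRNAs. After CDC73 depletion they were 1.17 for immediate early genes (adjusted p = 6.3e-05 from cameraPR), −1.02 for cholesterol synthesis (adjusted p = 1.0e-06), 0.53 for ribosomal proteins (adjusted p = 1.5e-06) and 1.10 for mitochondrially encoded mRNAs. After MYC depletion they were 0.74 for immediate early genes (adjusted p = 2.2e-04 from cameraPR), 0.98 for mesenchymal genes (adjusted p = 0.00305), −0.62 for mitosis (adjusted p = 9.2e-06) and −0.69 for ribosomal proteins (adjusted p = 3.9e-14). Ribosomal protein genes are short. Among lists matched on length and expression their medians lay at percentiles 3.19 after CTR9 and 18.5 after CDC73 depletion. These lists could draw ribosomal protein genes themselves, so the percentiles do not compare them with other short genes alone. With the correction for gene length cameraPR still placed them on the higher side without passing (adjusted p = 0.0809 and 0.0553).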

How the results depend on the processing

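The F distribution, the preset correlation of 0.05, the rank test, the length correction, protein-coding genes alone and the approximate z were chosen after the data were seen.

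Of the list tests under all alternatives, 265 kept their side of the threshold, 21 lost and 5 gained the threshold. Of those that were past the threshold neither as reported nor in the alternative, 4 changed direction: interferon-stimulated and stress response genes after CTR9 depletion with the length correction, and other genes the paper names after CTR9 and CDC73 depletion on ranks. Of the list differences between depletions 131 kept theirs and 13 lost the threshold. Values of named genes kept theirs in 1199 cases and lost the threshold in 83, all under the F distribution. No list test past the threshold and no named gene reversed. On ranks cameraPR gave an adjusted p of 0.143 and 0.117 for p53 targets after CTR9 and CDC73 depletion, 0.0902 for elongation factors after CTR9 depletion and 0.455 for epithelial genes after MYC depletion (0.0737 at 5 CPM or more). With the length correction the adjusted p of cameraPR was 0.0501 for immediate early genes and 0.0809 for ribosomal proteins after CTR9 depletion, and 0.0553 for ribosomal proteins, 0.107 for p53 targets, 0.203 for oxidative phosphorylation and 0.680 for histones after CDC73 depletion. Of the remaining results 47 kept theirs, 5 gained and 3 lost the threshold (the last by p before adjustment), 2 moved and 3 reversed.

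With an absolute log2 fold change above 1, changed genes numbered 1957 after CTR9, 2799 after CDC73 and 2305 after MYC depletion, and under the F distribution 4641, 4287 and 6089. Both settings are stricter by construction. With a preset correlation of 0.05 the adjusted p of cameraPR was 0.211 for ribosome biogenesis after CTR9 depletion, 0.131 for DNA repair after CDC73 depletion, 0.127 for the heat map genes and 0.0622 for interferon-stimulated genes after MYC depletion, all past the threshold at 0.01. Over the other alternatives these adjusted p-values of cameraPR ranged from 5.8e-04 to 0.0110, 7.4e-04 to 0.0219, 0.00446 to 0.0488 and 0.00215 to 0.0260. The number of lists called after CDC73 depletion was 6 with the correlation of 0.05 and 6 after the length correction, against 10 as reported.

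The near-zero length relation after MYC depletion depended on the setting. Spearman's rho was −0.0943 with exonic length, 0.0265 with at least 10 CPM (reversed), 0.0170 with at least 5 CPM (also of the other sign) and −0.0334 with protein-coding genes. The difference in median between the longest and the shortest bin was 0.0668 with at least 5 CPM, −0.202 with exonic length (reversed), 0.0947 with at least 10 CPM, 0.211 with 10 bins and −0.0676 with protein-coding genes (reversed). The difference in mean log2 length between reduced and other repair and replication genes after CTR9 depletion had a p of 0.0326 before adjustment and did not pass after it (permutation test, adjusted p = 0.0979). It was 0.425 at 5 CPM or more (permutation test, p = 0.0582), 0.0754 with exonic length and 0.218 with the repair list alone. The cause was not tested for any of these.

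No paired analysis was possible because values per library are not analysed here. For the same reason no other normalization, filter or test on counts, pseudocount, exclusion of single replicates or estimated correlation was run. At the precision of these tables a log2 change of 0.5 was recovered for 47, 34 and 52 of 100 simulated genes (CTR9, CDC73 and MYC depletion). With only 200 genes changed per simulation the adjusted threshold was stricter than in the deposited tables, where most genes pass. The share of changes missed in the deposited tables was not estimated.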

Differences from the paper's values

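The gene lengths that the paper states and those obtained here lie within 1.5-fold of each other, with the widest gap in kb for Atr (95.6 here, 94 in the paper). The correlation over antigen presentation and repair genes was −0.453 here, within its bootstrap SD of the paper's, which is over other and larger gene ontology sets. For that correlation, at least 5 CPM (−0.387) and exonic length (−0.358) lay within it too, and leaving out the heat map genes did not (−0.268, against −0.42 in the paper). The log2 fold changes compared are the authors' own. Statements of the paper that the values go against in part follow.

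The paper states that the genes reduced by depletion of either PAF1c subunit are enriched for DNA replication and repair. It tested gene ontology terms among genes below −1, while the lists here are other gene sets, written from general knowledge. For repair genes the values here go with the paper, although after CDC73 depletion the adjusted p of cameraPR was 0.131 with a preset correlation of 0.05, a setting added after the values were seen. The replication list had medians of −0.07 after CTR9 and −0.03 after CDC73 depletion, and cameraPR gave an adjusted p of 0.430 and 0.777. The authors' deposited table has 20 of its 62 genes lower and 12 higher after CTR9 depletion, and 19 lower and 18 higher after CDC73 depletion. Below −1 it has 5 and 7, where chance gives 5.71 and 7.79. Named members such as Orc5 and Pole fell, with −2.08 and −1.17 after CTR9 depletion in the authors' deposited table.

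The paper states that CTR9 depletion left genes of ribosome biogenesis unaffected, by gene ontology terms that are not the list used here. The authors' deposited table has 52 of 116 lower and 17 higher, and cameraPR gave an adjusted p of 0.0114. At the threshold of Fig. 3e the authors' deposited table has only 3 below −1, which goes with the paper, as does CDC73 depletion with an adjusted p of 0.598 from cameraPR. With a preset correlation of 0.05, chosen after the values were seen, the adjusted p after CTR9 depletion was 0.211, which is also the paper's result.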

Other observations

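Some of the genes with the largest changes were shared between the PAF1c depletions and others were not. The authors' deposited table for CTR9 depletion gives −5.16 for the laminin gene Lamb1, −3.48 for the interleukin 1 antagonist gene Il1rn, 3.31 for Cdkn1a, which encodes the cell cycle inhibitor p21, and 2.94 for the calcium-binding protein gene S100a3. The authors' deposited table for CDC73 depletion gives −4.32 for Il1rn, 2.25 for Cdkn1a and 3.87 for S100a3, and −5.86 for the mucin-type glycosyltransferase gene Gcnt3, −5.34 for the ectonucleotidase gene Nt5e and 5.29 for Spef1. The authors' deposited table for MYC depletion gives −4.92 for the keratin gene Krt7, 6.15 for the chemokine gene Ccl9 and 6.12 for the small heat shock protein gene Cryab. Sox9, a ductal transcription factor gene, had 1.92, 2.58 and −2.54 after CTR9, CDC73 and MYC depletion in the authors' deposited table, and Fn1, the fibronectin gene, 0.35, 2.52 and −3.54. The immediate early phosphatase gene Dusp1 rose in all 3 by 2.35, 2.20 and 2.90 in the authors' deposited table. The mitotic kinase gene Aurkb had −2.54 after MYC depletion, and 0.18 and 0.16, not past the test, after CTR9 and CDC73 depletion in the authors' deposited table. Hba-a1 and Hba-a2, hemoglobin genes of which the first was picked after its value was seen, had 4.58 and 4.84 after CTR9 depletion in the authors' deposited table.

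Genes of cholesterol synthesis fell after both PAF1c depletions. The authors' deposited table has 17 of 20 lower and 1 higher after CTR9 depletion, 16 lower after CDC73 depletion, and 12 lower and 5 higher after MYC depletion, or 17 and 1, 16 and 0, and 13 and 5 when adjusted over the list alone. Cyp51, a sterol demethylase gene, had −1.46, −1.14 and −1.15 in the authors' deposited table. The median after MYC depletion was −0.37 (cameraPR, adjusted p = 0.0506). Nuclear genes of oxidative phosphorylation were higher for 69 and lower for 1 of 74 after CTR9, 35 and 11 after CDC73, and 39 and 13 after MYC depletion in the authors' deposited table and also when adjusted over the list alone, with cameraPR giving an adjusted p of 0.00494 after CDC73 and 0.142 after MYC depletion, and an adjusted p of 0.131 after CDC73 depletion with a preset correlation of 0.05. Ribosomal protein genes were higher for 55 of 76 and lower for 2 after CTR9 depletion, higher for 62 after CDC73 depletion and lower for 73 after MYC depletion in the authors' deposited table, or 55 and 2, 63 and 73 when adjusted over the list alone.

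Of 15 immediate early genes, 10, 11 and 12 were higher and 3, 1 and 2 lower in the authors' deposited table, and of p53 targets 9 of 17, 9 of 17 and 8 of 16 were higher and 5, 4 and 3 lower, with the same counts when adjusted over the list alone. These KPC cells carry a p53 mutation, and p53 targets had medians of 0.74 after CDC73 (cameraPR, adjusted p = 0.0165, or an adjusted p of 0.103 with a preset correlation of 0.05) and 0.37 after MYC depletion (adjusted p = 0.0600). Epithelial genes were higher for 8 of 9 after CTR9 depletion, and lower for 4 of 8 and higher for 2 after CDC73 depletion and lower for 5 of 9 and higher for 2 after MYC depletion in the authors' deposited table. The cameraPR test of this list gave an adjusted p of 0.886 after CDC73 and 0.0367 after MYC depletion, the latter with an adjusted p of 0.0874 at a preset correlation of 0.05. Mesenchymal genes were higher for 3 of 8, 4 of 8 and 7 of 8 and lower for 3, 1 and 1 in the authors' deposited table (the same adjusted over the list alone), with an adjusted p of 0.809 after CTR9 and 0.115 after CDC73 depletion from cameraPR. Mitosis genes were lower for 20 of 22 after MYC depletion in the authors' deposited table, and cameraPR gave an adjusted p of 0.704 after CTR9 and 0.589 after CDC73 depletion.

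Elongation factor genes had medians of 0.17, 0.15 and −0.08 after CTR9, CDC73 and MYC depletion (cameraPR, adjusted p = 0.0316, 0.130 and 0.171, the first an adjusted p of 0.163 with a preset correlation of 0.05). The authors' deposited table has 13, 11 and 4 higher and 6, 5 and 13 lower, and 14, 11 and 3 higher and 7, 5 and 13 lower when adjusted over the list alone. Stress response genes had 0.03, 0.24 and 0.07 (cameraPR, adjusted p = 0.847, 0.359 and 0.751), where the mean after MYC depletion was −0.02. In the authors' deposited table 6, 6 and 7 of them were higher and 5, 4 and 6 lower, as when adjusted over the list alone. Of the class II presentation genes 2, 2 and 3 were measured, and the authors' deposited table has 2, 1 and 2 higher and none lower, as when adjusted over the list alone (cameraPR, adjusted p = 0.404 after MYC depletion). Other genes the paper names, chosen on these samples and so not independent evidence, had medians of −0.42, −0.31 and −0.00 and means of 0.02, −0.13 and −0.07 (cameraPR, adjusted p = 0.287, 0.924 and 0.756). In the authors' deposited table 3, 2 and 2 of these 9 were higher and 5, 3 and 2 lower, as when adjusted over the list alone.

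Few genes of the lists of other cell types were measured. Of 9 fibroblast markers Pdgfra was measured, with 0.43, not past the test, after CDC73 and −1.16 after MYC depletion in the authors' deposited table. Of 9 immune markers Cd14 was measured, with −0.65, −0.25 (not past the test) and 0.33, and of 9 acinar markers Cela1, with 0.00 (not past the test), 1.57 and 0.59 in the authors' deposited table. None of 6 endothelial markers was measured. Cd14 stood at 126 CPM in control cells of the CTR9 comparison, computed from its mean and fold change. Outside these lists, the authors' deposited table gives 5.25 after MYC depletion for Mcpt8, a protease gene of basophils, and −3.55 after CTR9 depletion for Mrc1, a mannose receptor gene of macrophages. No test was made of whether such transcripts come from other cells.

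The responses to CTR9 and CDC73 depletion resembled each other more than either resembled that to MYC depletion. Pearson's r across genes, which are not independent replicates, was 0.598 between CTR9 and CDC73 depletion, 0.239 between CTR9 and MYC and 0.185 between CDC73 and MYC. Shared control libraries alone gave 0.497, 0.496 and 0.496 in simulated sets without any change, with a covariance of 0.0194, 0.0155 and 0.0183 against 0.417, 0.154 and 0.142 in the data. The authors' deposited table has 2206 genes higher and 2295 lower after both CTR9 and CDC73 depletion, and 601 moved in opposite directions. For CTR9 and MYC depletion it has 1656, 1687 and 1817, and for CDC73 and MYC depletion 1410, 1564 and 2020. Independent calls would give 1089 higher and 1177 lower in both for CTR9 and CDC73, 1213 and 1268 for CTR9 and MYC, and 1128 and 1298 for CDC73 and MYC. Opposite moves were fewer than independent calls would give. Genes higher after CTR9 and lower after MYC depletion were 919 against 1276, and the reverse 898 against 1206. For CDC73 and MYC depletion these were 947 against 1176 and 1073 against 1245. No number that shared controls alone would give was obtained for these counts.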
